# Etiology of end-stage liver cirrhosis impacts hepatic natural killer cell heterogenicity

**DOI:** 10.3389/fimmu.2023.1137034

**Published:** 2023-03-30

**Authors:** Ana C. Maretti-Mira, Matthew P. Salomon, Angela M. Hsu, Lily Dara, Lucy Golden-Mason

**Keywords:** natural killer cells, innate lymphocyte cells, NASH, HCV, PSC, cirrhosis, liver, ScRNA-seq

## Abstract

The natural killer (NK) cell population is a critical component of the innate immune compartment of the liver, and its functions are deeply affected by the surrounding environment. In the late stage of fibrosis, NK cells become dysfunctional, but the influence of disease etiology on NK cell behavior during cirrhosis remains unclear. Using single-cell RNA sequencing (scRNA-seq), we characterized the hepatic NK cells from end-stage cirrhotic livers from subjects with non-alcoholic steatohepatitis (NASH), chronic hepatitis C infection (HCV) and primary sclerosing cholangitis (PSC). Here, we show that although NK cells shared similar dysfunctions, the disease etiology impacts hepatic NK cell heterogeneity. Therapeutical strategies targeting NK cells for the prevention or treatment of fibrosis should consider liver disease etiology in their design.

## 1 Introduction

The liver has a crucial homeostatic role in the body’s immunity, harboring a unique immune cell compartment, accurately balancing immune tolerance and activation (1). When not well controlled, chronic liver diseases of different etiologies can progress from fibrosis to cirrhosis and hepatocellular carcinoma (HCC), the leading causes of morbidity and mortality among chronic hepatic patients. Cirrhosis disrupts the hepatic immune stability, compromising the hepatic immune surveillance abilities and eliciting systemic inflammation and immunodeficiency (2). Moreover, cirrhosis disturbs the gut-liver axis, intensifies microbial exposure, and favors the development of a proinflammatory hepatic environment, increasing susceptibility to infection (3).

Natural Killer (NK) cells belong to the innate lymphocyte population in the liver and are particularly abundant since their ratio over total lymphocytes can be up to 5 times higher in the liver than in the peripheral blood (4, 5). These cells are known for their critical participation in early defense against infected and malignant cells through cytotoxicity or cytokine secretion, shaping innate and adaptive immunities (6). Moreover, NK cells are also involved in immune tolerance since they recognize and differentiate “self” versus “non-self” or “altered self” (7). Recently, the NK cells became part of the innate lymphoid cells (ILCs) family, a heterogeneous group of tissue-resident innate lymphocytes ranked into three subsets (8). Group 1 (ILC1s) correspond to NK cells and non-cytotoxic helper ILC1 cells. These two cell types share several features, such as IFN-γ and TNF-α production, cell surface receptors, and immunity against intracellular pathogens. Group 2 (ILC2s) promotes type 2 inflammation and tissue repair, while group 3 (ILC3s) participates in antibacterial immunity, chronic inflammation, and tissue repair. In the liver, the hepatic NK (He-NK) cell population comprises resident NK (rNK) cells, mainly cytokine secretors, and infiltrating conventional circulating NK (cNK) cells, which are predominantly cytotoxic. Accumulating evidence supports an active anti-fibrotic function for He-NK cells (9). NK cells control liver fibrosis by inducing apoptosis of early activated hepatic stellate cells (HSC), the primary drivers of fibrosis, *via* IFNγ-, TRAIL-, NKG2D- and NKp46- dependent mechanisms (10, 11). However, NK cells show dysfunctional behavior during the advanced stages of fibrosis, with a marked reduction of NK cell effector function and increased cell exhaustion, worsening the already existent hepatic fibrosis and increasing the chances of carcinogenic development (12, 13).

Although previous studies have described human NK cells in chronic liver diseases to some extent showing that NK cells display distinct behavior according to the hepatic disease stage and etiology (14), the NK cell attributes during advanced hepatic cirrhosis are still elusive. In general, the majority of evidence suggests that NK cells from cirrhotic livers become similarly dysfunctional in the late stages of fibrosis independent of etiology (6). Here, we propose that hepatic NK cell population heterogeneity is directly correlated to the cause of cirrhosis. We evaluated He-NK cells from end-stage liver diseases of distinct etiologies: non-alcoholic steatohepatitis (NASH), hepatitis C virus infection (HCV), and primary sclerosing cholangitis (PSC). NASH is a sterile inflammatory disease induced by hepatic cellular injury and necroinflammation due to abnormal hepatic lipid accumulation (15). NASH can progress to cirrhosis, liver failure, and hepatocellular carcinoma (16). HCV is a slow and progressive disease caused by a single-stranded hepatotropic RNA virus that commonly starts as an acute infection and progresses to a persistent chronic infection in most individuals. About 10%-20% of the patients advance to cirrhosis (17). PSC is a chronic liver disease characterized by progressive peribiliary inflammation and fibrosis that results in biliary cirrhosis in most cases (18). PSC causes are not well defined. It has been described as an autoimmune disease, a genetic disorder, an inflammatory disease triggered by infectious agents, and a cholangiopathy (19).

Single-cell transcriptomic profiling allowed us to identify the unique and shared features of liver-derived NK cells across these diseases, improving our understanding of NK cell dysfunctionality in advanced liver fibrosis/cirrhosis.

## 2 Materials and methods

### 2.1 Patient selection

In this study, we included liver samples from de-identified patients undergoing liver transplantation due to end-stage liver disease. All subjects had advanced cirrhosis caused by different etiologies: four subjects had NASH, four patients had chronic HCV infection, and four individuals had PSC. We also included control liver samples (no signs of liver inflammation, steatosis, or fibrosis) from four deceased individuals. This study was approved by the University of Southern California Institutional Review Board (HS-18-00254). Written and oral consent was obtained from all enrolled subjects.

### 2.2 Isolation of non-parenchymal cells (NPCs)

Single-cell suspensions of liver NPCs were prepared using mechanical and enzymatic dissociation as previously described (20). Briefly, small pieces from the liver were minced finely using two sterile scalpels, and 20mL of the minced liver was transferred to 50mL tubes containing 30mL of digestion media, (0.05% Collagenase type IV and 0.02% DNase in RPMI 1640). The tube was placed on a rocker and incubated at 37˚C for 2 hours. After digestion, samples were filtered with 100µm strainers and centrifugated at 20xg for 2 mins. The supernatant was transferred to a new tube and centrifuged at 350xg for 10 min at RT. The cell pellet was washed twice with DNAse Wash solution (2% FBS, 1% L-glutamine, 2% antibiotic & antimycotic, 0.02% DNAse, in RPMI 1640) and washed a third time with RPMI medium. Cells were viably frozen at a density of 20-50 million cells/mL.

### 2.3 Natural killer cell isolation by flow cytometry sorting

We thawed frozen NPCs in RPMI with 1% DNAse and centrifuged cell suspensions at 350xg for 5 min at 4°C. Cell suspensions were treated with Debris Removal Solution according to the manufacturer’s instruction (cat. no. 130-109-398, Miltenyi, Auburn, CA). Cells were then incubated at 4˚C in the dark with an antibody cocktail (**Table 1**) for total NK cell selection. After washing, cells were resuspended in PBS+2% FBS and sorted using the BD FACSAria™ Fusion into 90% FBS solution at 4˚C. Sorted cells were centrifuged at 400xg for 5 min at 4°C, resuspended in 50µl of PBS with 0.04% BSA, and cell number and viability were accessed by Countess II (Invitrogen). The gating strategy is shown in **Supplementary Figure 1**.

**Table 1:** Antibodies used for Natural Killer cells FACS sorting.

Antibody	Distributor	Cat. No.
LIVE/DEAD™ Fixable Green Dead Cell Stain kit	Invitrogen	L34970
CD45-APC	eBioscience	17-9459-42
CD3-PE.CF594	BD Horizon™	562280
CD56-V450	BD Horizon™	560360

### 2.4 Single-cell RNAseq

Single-cell suspensions were processed using Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics, Pleasanton, CA). Briefly, up to 16,500 cells were resuspended in the reaction mix and loaded into the Chromium Next GEM Chip G, followed by loading the 3ʹ v3.1 Gel Beads and the partitioning oil. Chip G was placed into the 10x Chromium controller for cell partitioning. After partitioning, 100µL of GEMs (Gel Bead-In EMulsion) were transferred to a new tube and placed at the C1000 Touch Thermal Cycler for the first phase of reverse transcription. All gene expression libraries were prepared and sequenced together to avoid batch effect. Deep sequencing was performed by the USC Molecular Genomics Core, using the Illumina NovaSeq6000 platform. At least 40,000 reads were obtained per cell.

### 2.5 Bioinformatics analyses

FASTQ files were processed using the Cell Ranger count (version 5.0.1, 10X Genomics) pipeline with the GRCh38 (version refdata-gex-GRCh38-2020-A, 10X Genomics) human genome reference to generate gene by count matrices for each sample.

The gene expression count data were then processed using the R package Seurat (version 4) (21). Low-quality cells were removed from the data set by filtering out cells with 1) less than 500 reads, 2) less than 500 or greater than 5,000 genes detected, and 3) cells with greater than 10% of reads mapping to mitochondrial genes.

After filtering out low-quality cells, all samples were integrated into a unified data set using the SCTransform reference-based integration workflow implemented in Seurat (22, 23). The four normal samples were used as the reference data set for the FindIntegrationAnchors function. Differences in mitochondrial gene content were corrected during sample integration by passing the percent of reads mapping to mitochondrial genes to the vars.to.regress parameter in the SCTransform function.

The first 30 PCs were used as the number of dimensions for both the FindNeighbors and FindClusters functions. To find the optimal cluster resolution value we explored a range of resolution values from 0 to 1 by increments of 0.1. We then visualized the range of cluster resolutions by constructing a cluster tree using the R package clustree (24). A final resolution value of 0.2 was used for downstream analyses. Clusters were visualized in two-dimensional space using the RunUMAP function.

Cells were annotated manually by examining the expression of key marker genes among clusters and visualized using the Nebulosa R package (25). Differentially expressed genes between each disease group and normal samples were detected using the FindMarkers function in Seurat with an adjusted p-value of 0.1 as the significance threshold. Expression signatures were calculated using the AddModuleScore function in Seurat using the set of markers genes from Hao et al., 2021 (26).

Ingenuity Pathway Analysis (IPA) software (v01-20-04, Qiagen) was used to determine the canonical pathways and biological processes altered in the different subsets of NK cells (27). The g:GOSt tool from the g:Profiler platform was used to identify the enrichment of biological processes using the differentially expressed genes (28).

RNA velocity: For each sample, spliced and un-spliced RNA counts were generated using functions in the Velcyto (29) package to convert the Cellranger generated bam files to loom formatted files. The loom files were then converted to AnnData objects using the python package Scanpy (30). The UMAP embeddings from the Seurat analysis were incorporated into the AnnData objects. RNA velocities were estimated using functions in the scVelo (31) package and visualized as velocity streams. Top velocity genes were identified using the “rank_velocity_genes” function in scVelo.

### 2.6 Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE217968.

### 2.7 Statistical analyses

All statistical analyses, graphs, and heatmaps were generated using GraphPad Prism version 9 for macOS (GraphPad Software, www.graphpad.com). We used the Kruskal-Wallis test to detect differences between the NK cell subpopulation ratios and the 2-way ANOVA to calculate differences in cell cluster frequencies.

## 3 Results

### 3.1 Single-cell transcriptomic characterization of hepatic natural killer cells in end-stage human liver diseases

To investigate the heterogeneity of hepatic natural killer (He-NK) cells from advanced cirrhotic livers, we selected patients undergoing liver transplantation due to end-stage liver disease of different etiologies (NASH, HCV, and PSC). 

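The deposited files hold, for each of the 16 subjects, the unnormalized count of unique molecular identifiers (UMIs) per gene and cell barcode. The authors sequenced 1 3' single-cell library per subject from sorted hepatic NK cells, counted reads with Cell Ranger 5.0.1 on GRCh38, and listed barcodes already called as cells. The groups were control, NASH, HCV and PSC, with 4 subjects each. Control libraries had 4516 to 10421 barcodes, NASH libraries 9274 to 12449, HCV libraries 3641 to 10666 and PSC libraries 9302 to 12046. The median library held 25614937 UMIs in controls, 33520313 in NASH, 19367178.5 in HCV and 28678069.5 in PSC, over a range of 13188406 to 47528540 across all subjects. Cells were kept as the paper states, with at least 500 UMIs, 500 to 5000 genes and at most 10% mitochondrial UMIs. The median UMI count of the kept cells lay between 1888 and 4742 in control libraries, 3040 and 3283 in NASH, 2474 and 3510.5 in HCV, and 2127 and 3227 in PSC. From there, each sample was normalized with SCTransform and integrated with the 4 controls as reference in Seurat 5.3.0, and 10 clusters were found at resolution 0.2. Counts of the cells of each class were then summed per subject, so that the subject and not the cell was the replicate. Differences in expression were tested on these sums with edgeR's quasi-likelihood test, all 4 groups in 1 fit, and the Benjamini-Hochberg adjustment over all genes tested. Expression is given in counts scaled to the library size (CPM) of these sums as mean ± SD over the subjects of a group, and coordinates refer to GRCh38.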

As controls, we included hepatic NK cells from non-diseased livers. We included four subjects in each group. The NK cells were sorted by flow cytometry from frozen hepatic non-parenchymal cells (NPCs) and partitioned for scRNAseq using 10x Genomics high-throughput technology (**Figure 1A**, **Supplementary Figure 1**).

**Figure 1:**
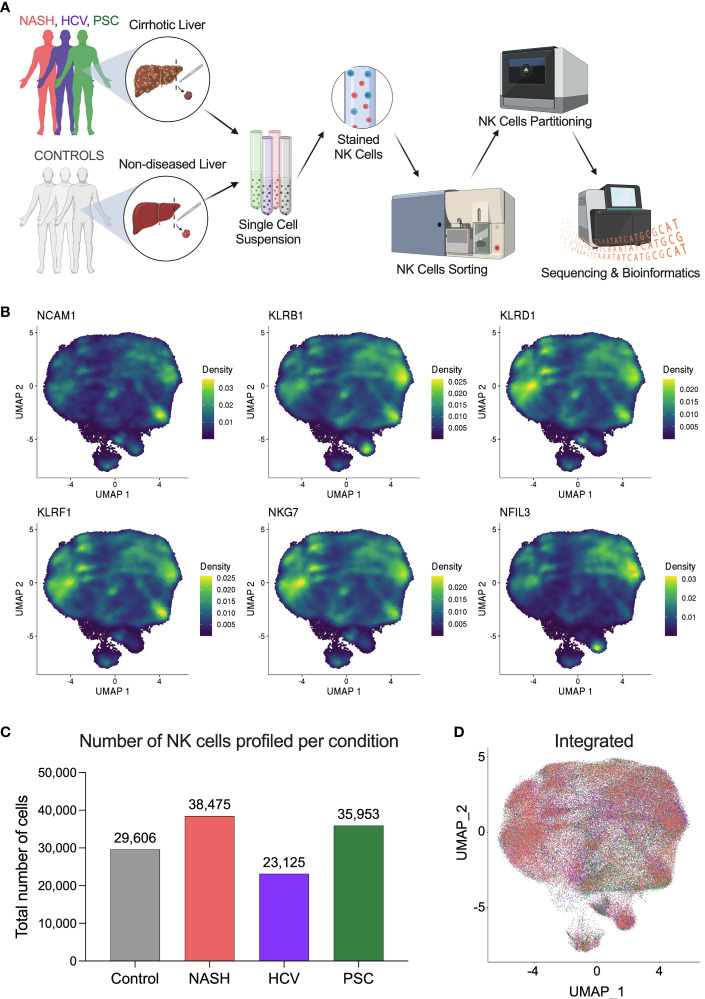
Single-cell RNAseq profiling of human hepatic natural killer cells from end-stage chronic liver diseases. **(A)** Outline of the study experimental design. Liver fragments were processed into single-cell solutions, He-NK cells were FACS-sorted and partitioned for scRNAseq using 10x Genomics technology. Gene expression libraries were sequenced using Illumina platform and processed bioinformatically (Created with BioRender.com). **(B)** UMAPs show the density of cells expressing the classic markers used to confirm the identity of hepatic natural killer cells. **(C)** Total number of NK cells profiled in each group (n=4/condition). **(D)** Integrated UMAP shows the projection of He-NK cells from non-diseased controls (gray), NASH patients (salmon), HCV subjects (purple), and PSC patients (green).

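Clusters led by myeloid or plasma cell genes were removed, and 8 clusters were kept as NK cells. The genes of NK identity were measured per subject over the kept cells (SD, n = 4 subjects per group). NCAM1 (ENSG00000149294, chromosome 11, 112961275 to 113278436) had 69.8 ± 15.4 CPM in control, 73.8 ± 14.3 in NASH, 62.3 ± 15.7 in HCV and 76.8 ± 14.6 in PSC NK cells. KLRB1 (ENSG00000111796, chromosome 12, 9594551 to 9607916) had 1449.97 ± 402 CPM in control, 1854 ± 434 in NASH, 1574 ± 334 in HCV and 2471 ± 705 in PSC NK cells. KLRD1 (ENSG00000134539, chromosome 12, 10226058 to 10329608) had 1178 ± 349 CPM in control, 1467 ± 332 in NASH, 1507 ± 234 in HCV and 1299.8 ± 303 in PSC NK cells. KLRF1 (ENSG00000150045, chromosome 12, 9827481 to 9845007) had 613 ± 158 CPM in control, 664 ± 248 in NASH, 499 ± 179.98 in HCV and 550.1 ± 141 in PSC NK cells. NKG7 (ENSG00000105374, chromosome 19, 51371606 to 51372701) had 4030.5 ± 1816 CPM in control, 4475 ± 2076 in NASH, 4283 ± 2232 in HCV and 4749 ± 134 in PSC NK cells. NFIL3 (ENSG00000165030, chromosome 9, 91409045 to 91423832) had 168 ± 30.5 CPM in control, 143 ± 49.4 in NASH, 159 ± 22.8 in HCV and 149 ± 55.9 in PSC NK cells. NCAM1 had 66.5 to 80.8 CPM across the 8 NK clusters, 12.9 in the myeloid-like and 3.90 in the plasma-like cluster. For NKG7 the range was 1764 to 6674 CPM across the 8 NK clusters, 224 in the myeloid-like and 53.9 in the plasma-like cluster. NFIL3 separated them least, with 100.4 to 184 CPM across the 8 NK clusters, 136 in the myeloid-like and 46.2 in the plasma-like cluster. UMIs in the removed clusters may include free RNA of the droplets. Its amount was not estimated, so how far it sets these values is open.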

NK cell identity was confirmed by gene expression of the classic markers NCAM1, KLRB1, KLRD1, KLRF1, NKG7, and NFIL3 (**Figure 1B**). 

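Over all 16 libraries, 129956 cells passed the limits on UMIs, genes and mitochondrial share. In controls 30604 of 33382 barcodes were kept, in NASH 38884 of 40898, in HCV 24002 of 25881 and in PSC 36466 of 41107. Removing the myeloid-like cluster of 1852 cells and the plasma-like cluster of 574 cells took out 3.39% of the kept cells in controls, 0.810% in NASH, 3.88% in HCV and 0.395% in PSC. This left 29568 NK cells in controls, 38569 in NASH, 23071 in HCV and 36322 in PSC. The plasma-like cells matter for 1 HCV library, replicate 2, whose 5 genes with the most counts hold 24.8% of all its counts and are led by immunoglobulin genes. Doublets were looked for with Scrublet, whose own threshold marked 793 of the 129956 cells (0.610%). That threshold marked under 0.1% of the cells in 14 of the 16 samples, so it did not separate doublets there, and no cell was removed by it. Taking out the top 5% of Scrublet scores in every sample instead left 28089, 36643, 21916 and 34500 NK cells in the same order of groups. A mitochondrial limit of 5% moved the numbers most, to 23333, 24787, 17113 and 28306.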

After quality control and filtering out doublets and other cell types that were not annotated as NKs (ranging from 1 to 3.5% of total called cells), we profiled 29,606 NK cells from controls; 38,475 NK cells from NASH patients; 23,125 NK cells from HCV subjects; and 35,953 NK cells from PSC patients (**Figure 1C**). The integrated Uniform Manifold Approximation and Projection (UMAP) plot shows that the NK cells from the different groups display similar profiles (**Figure 1D**).

Calculation of differentially expressed genes (DEG) was based on the comparison between the liver pathology (NASH, HCV, or PSC) and the controls (non-diseased livers). 

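In total NK cells, 15523 genes were tested. edgeR called 0 genes at an adjusted p below 0.1 in NASH, 0 in HCV and 4 in PSC. An unadjusted p below 0.05 was reached by 435 genes in NASH, 885 in HCV and 1430 in PSC. DESeq2 on the same sums, of the alternatives set in advance the one that moved the counts most, called 17, 31 and 180 genes. The 4 genes called in PSC were NCF1 (ENSG00000158517, chromosome 7, 74774011 to 74789315), AC243829.4 (ENSG00000277089, chromosome 17, 36072866 to 36090134), VCL (ENSG00000035403, chromosome 10, 73995193 to 74121363) and GLI3 (ENSG00000106571, chromosome 7, 41960949 to 42264100). NCF1 had 109 ± 48.6 CPM in PSC and 19.5 ± 4.23 in controls, a log2 fold change of 2.48 (standard error 0.35, edgeR adjusted p = 0.0207). Reads of NCF1 can come from its near-identical pseudogenes, so its count is uncertain. AC243829.4 had 102 ± 28.0 CPM against 23.5 ± 5.20, a log2 fold change of 2.11 (standard error 0.30, edgeR adjusted p = 0.0207). It overlaps CCL3 on the opposite strand, and the paper's text does not say whether the counting used strand. VCL fell from 22.8 ± 5.07 to 5.60 ± 1.14 CPM, a log2 fold change of -2.02 (standard error 0.35, edgeR adjusted p = 0.0987). GLI3 lay at 1.09 ± 0.733 CPM in controls and 0.0778 ± 0.0411 in PSC, a log2 fold change of -3.69 (standard error 0.64, edgeR adjusted p = 0.0987). For each of the 4 genes, all 4 PSC subjects lay beyond all 4 controls (exact permutation p = 0.0286, the smallest that 4 subjects against 4 allow). The genes were called on these same subjects and this p is not adjusted over genes, so it is not independent evidence. Leaving out 1 subject changed the HCV count to 1 without HCV replicate 6 or PSC replicate 11 and 4 without HCV replicate 7. In PSC it was 5 without control replicate 5, and it fell to 0 without control replicate 1 or PSC replicate 11, 1 without control replicate 3 and 2 without NASH replicate 13, 14 or 16, HCV replicate 2 or 7 or PSC replicate 9. The paper states the ranking of the diseases by number of genes, with PSC first.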

First, we compared the DEGs from total He-NK cells, and we found that the PSC group exhibited the most significant differences in NK global gene expression, with a total of 515 DEGs (244 up and 271 downregulated), followed by the HCV group, with 448 DEGs (184 up and 264 downregulated) and then the NASH group, with 282 DEGs (145 up and 137 downregulated) (**Figure 2A**). 

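The overlap was counted over genes called in all 3 diseases. It held 0 genes with edgeR's quasi-likelihood test, and with DESeq2 it held 2, both higher in disease. At an unadjusted p below 0.05 in all 3 comparisons, 58 genes were higher and 44 lower in disease. Because the comparisons share the same controls, genes overlap without any effect of disease. Groups simulated without a change shared 45.4 higher and 15.7 lower genes on average. Independent lists of the observed sizes would share 0.187 higher and 0.393 lower genes. The fold changes of all genes had a Pearson correlation across genes of 0.496 between NASH and HCV, 0.546 between NASH and PSC and 0.531 between HCV and PSC. Unchanged simulated groups gave 0.4997, 0.516 and 0.497. Genes are not independent replicates, so no p is attached to these correlations. With the controls split so that each comparison used its own, the observed values were -0.0765, 0.00471 and 0.0486.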

The intersection of DEGs among the diseases identified 117 genes commonly expressed by all disease groups (**Figure 2B**). From them, 49 genes were upregulated and enriched biological processes related to immune and inflammatory responses, while 46 genes were downregulated and enriched events like cell death, cell activation, and defense response. Notable upregulated genes with immunological functions included CXCR4, CCL3, and GZMK. 

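CXCR4 (ENSG00000121966, chromosome 2, 136114349 to 136119177) had 894 ± 256 CPM in NASH, 769 ± 84.4 in HCV, 805 ± 157 in PSC and 564 ± 222 in control NK cells. Its log2 fold change was 0.66 (standard error 0.29, edgeR adjusted p = 1) in NASH, 0.45 (standard error 0.29, edgeR adjusted p = 0.942) in HCV and 0.51 (standard error 0.29, edgeR adjusted p = 0.604) in PSC, with 4, 4 and 4 of 4 subjects above the control mean. CCL3 (ENSG00000277632, chromosome 17, 36088256 to 36090169) had 6544 ± 3508 CPM in NASH, 4389 ± 1388 in HCV, 5818 ± 3170.2 in PSC and 3399 ± 2396 in control NK cells. The change was 0.95 (standard error 0.57, edgeR adjusted p = 1) in NASH, 0.37 (standard error 0.57, edgeR adjusted p = 0.993) in HCV and 0.78 (standard error 0.57, edgeR adjusted p = 0.712) in PSC, with 3 of 4 subjects of each disease above the control mean. CCL3 shares near-identical sequence with CCL3L1, so the split of reads between them is uncertain. GZMK (ENSG00000113088, chromosome 5, 55024256 to 55034570) had 659 ± 339 CPM in NASH, 583 ± 239.7 in HCV, 1268 ± 298 in PSC and 269 ± 129 in control NK cells. It rose by a log2 fold change of 1.29 (standard error 0.43, edgeR adjusted p = 1) in NASH, 1.12 (standard error 0.43, edgeR adjusted p = 0.805) in HCV and 2.24 (standard error 0.44, edgeR adjusted p = 0.139) in PSC, and every subject with disease was above the control mean. In PSC all 4 subjects had more GZMK than all controls (exact permutation p = 0.0286), and the DESeq2 adjusted p was 0.00027. Leaving out each subject in turn kept the GZMK change in PSC between 2.02 and 2.60. The paper presents these genes as part of its upregulated set.

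**Figure D1:**
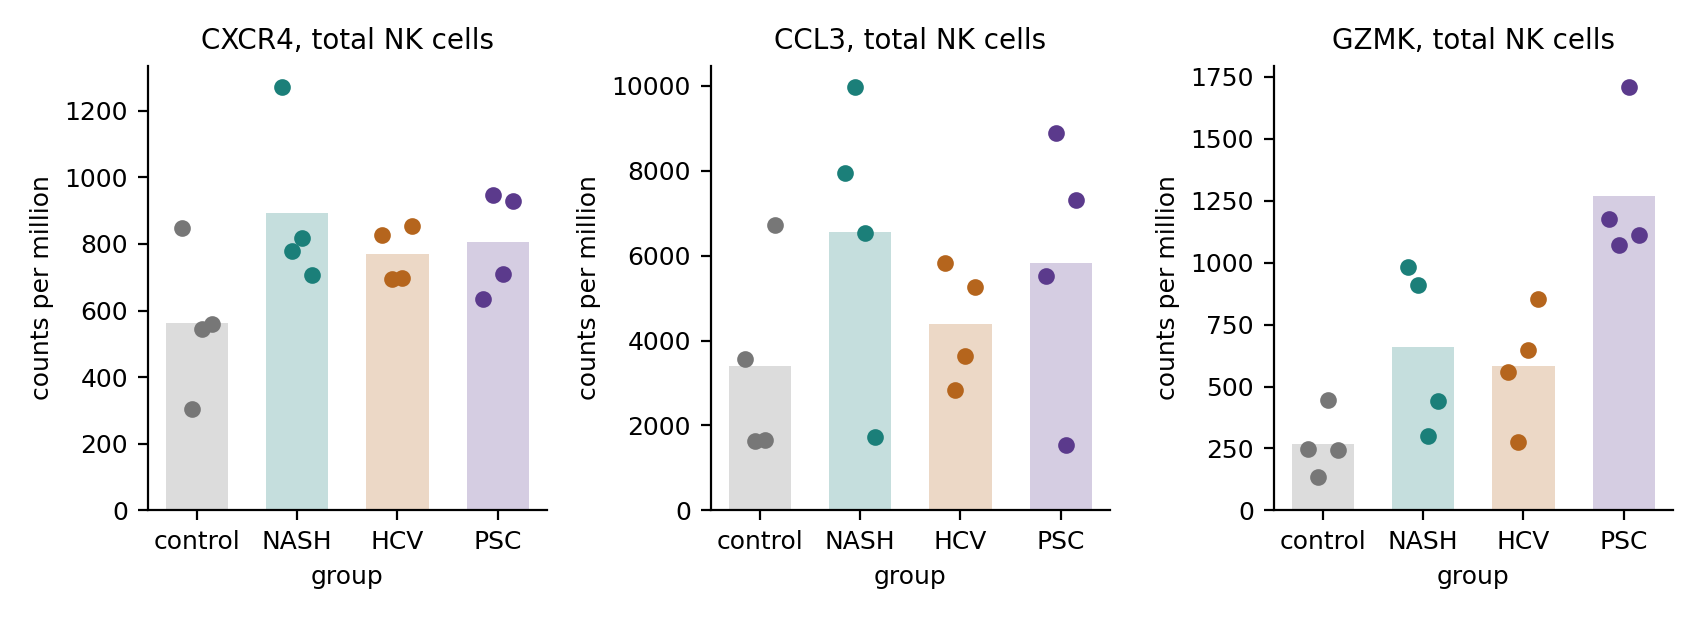
CXCR4, CCL3 and GZMK in CPM of the summed NK cells; each point is 1 subject and each bar the mean of 4. The 4 PSC subjects have the most GZMK, all above the control subjects.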

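GZMB (ENSG00000100453, chromosome 14, 24630954 to 24634267) had 993 ± 492 CPM in NASH, 957 ± 538 in HCV, 761 ± 346 in PSC and 1208 ± 901 in control NK cells. Its log2 fold change was -0.28 (standard error 0.59, edgeR adjusted p = 1) in NASH, -0.34 (standard error 0.59, edgeR adjusted p = 0.993) in HCV and -0.67 (standard error 0.59, edgeR adjusted p = 0.759) in PSC. The control subjects differed from each other more than the group means did. GZMH (ENSG00000100450, chromosome 14, 24606480 to 24609699) had 348 ± 189.95 CPM in NASH, 258 ± 212 in HCV, 149 ± 44.3 in PSC and 404 ± 337 in control NK cells. For this gene the changes were -0.21 (standard error 0.66, edgeR adjusted p = 1) in NASH, -0.65 (standard error 0.66, edgeR adjusted p = 0.974) in HCV and -1.44 (standard error 0.67, edgeR adjusted p = 0.54) in PSC. GZMB and GZMH share parts of their sequence, so reads may be divided between them. IFNG (ENSG00000111537, chromosome 12, 68154768 to 68159740) had 742 ± 375 CPM in NASH, 1209 ± 336 in HCV, 617 ± 346 in PSC and 1580.4 ± 313 in control NK cells. IFNG changed by -1.09 (standard error 0.41, edgeR adjusted p = 1) in NASH, -0.39 (standard error 0.41, edgeR adjusted p = 0.974) in HCV and -1.36 (standard error 0.41, edgeR adjusted p = 0.393) in PSC. All 4 NASH subjects and all 4 PSC subjects had less IFNG than every control (exact permutation p = 0.0286 in each), and 3 of 4 HCV subjects did. DESeq2 gave IFNG an adjusted p of 0.0843 in PSC. Without 1 subject, the GZMB change in NASH ran from -0.58 to 0.07, and that of GZMH from -0.57 to 0.28. With the cluster shares of every subject set to the control mean, GZMB no longer fell in PSC (difference 0.10). Of the PSC changes in GZMH and IFNG, 0.593 and 0.717 were left, in a test chosen after seeing the pattern. Among the 7 genes the text names for total NK cells, adjusted over the list alone, 3 passed in NASH, 0 in HCV and 2 in PSC. The study chose the list on these samples, so this count is not independent evidence.

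**Figure D2:**
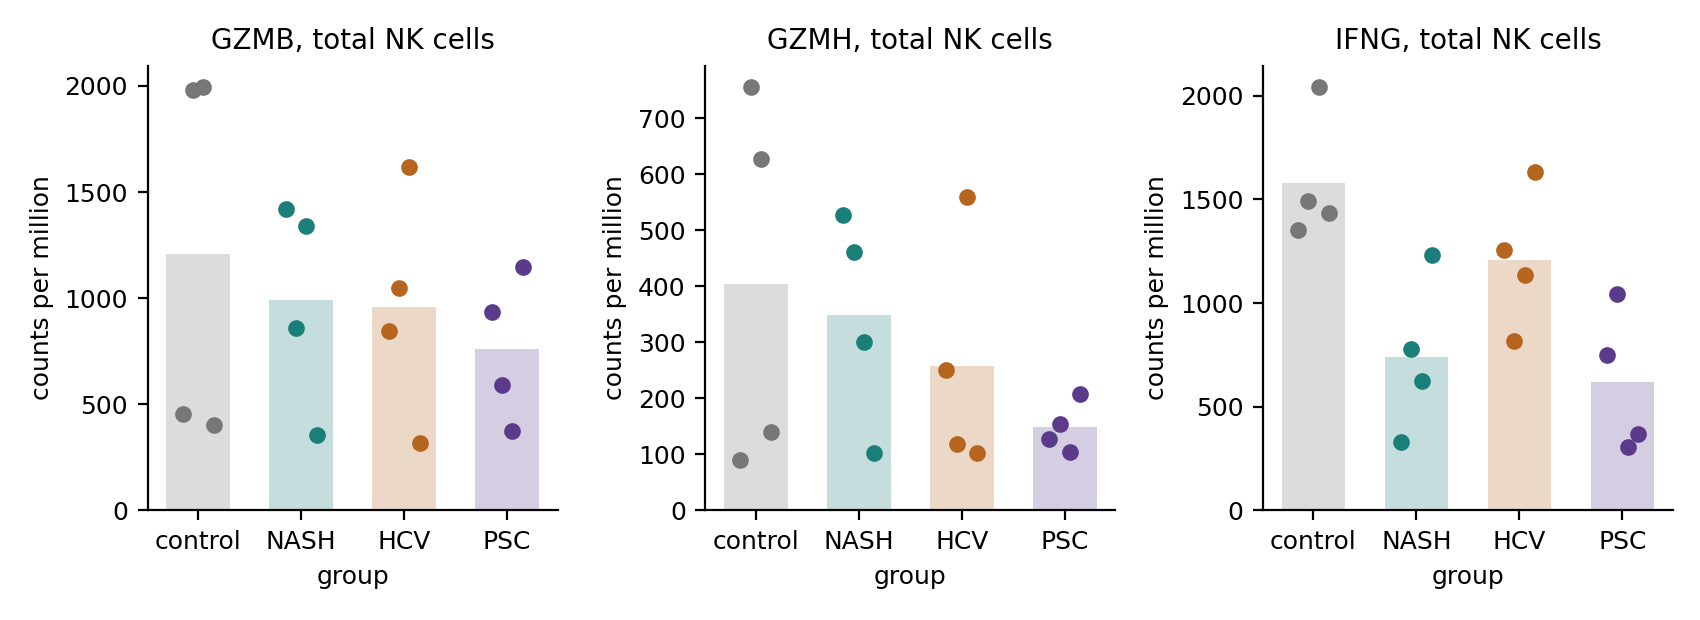
GZMB, GZMH and IFNG in CPM of the summed NK cells; each point is 1 subject and each bar the mean of 4. IFNG lies lower in all NASH and PSC subjects than in the controls.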

Among the main downregulated genes of immunological importance, we found GZMB, GZMH, and IFNG.

**Figure 2:**
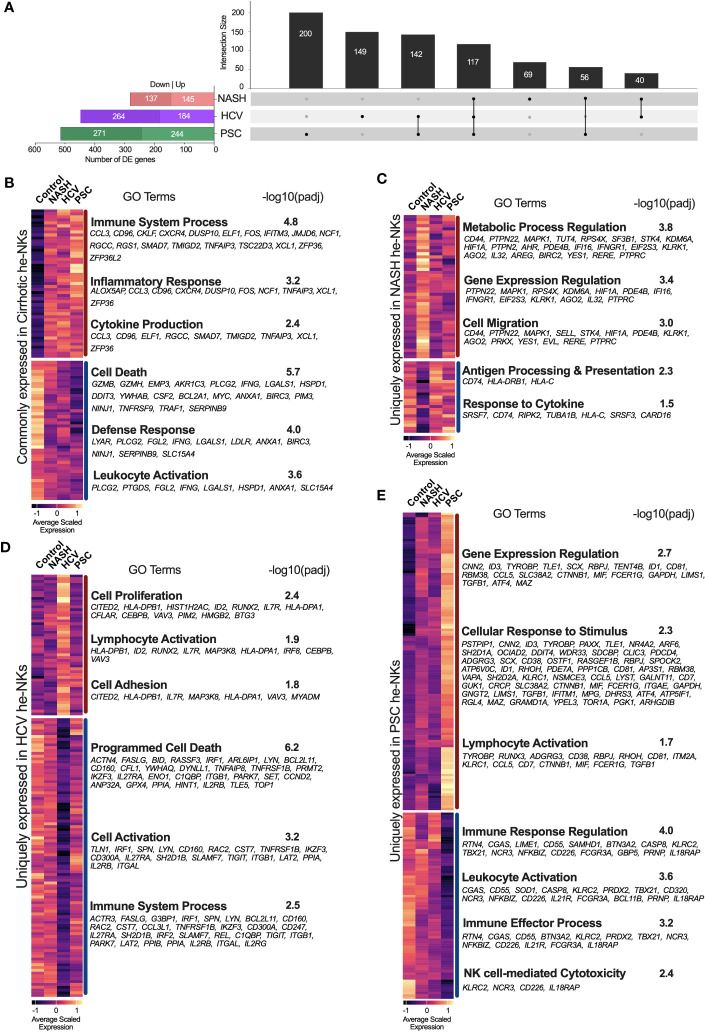
Transcriptional fingerprints of He-NK from end-stage chronic liver diseases. **(A)** Left bars show the total number of differentially expressed genes (DEGs) found in each disease group. Black columns show the intersection of DEGs among He-NKs from cirrhotic livers. We observed that a total of 117 genes were commonly found in cirrhotic livers independent of etiology, while 200 genes were unique for the PSC-derived He-NKs, 149 genes for the HCV He-NKs and 69 genes for the NASH He-NKs. **(B)** Heatmap of the genes commonly expressed by He-NK cells from end-stage cirrhotic livers. GO terms enriched using the commonly 49 upregulated genes (top) and the commonly 46 downregulated genes (bottom). **(C)** Heatmap shows the scaled expression and the GO enriched terms of the uniquely modified genes for NASH, where 46 genes were upregulated, and 23 genes were downregulated. **(D)** Heatmap shows the uniquely modified genes expressed by He-NK cells from HCV patients. GO terms enrichment used 50 upregulated genes (top) and 99 downregulated genes (bottom). **(E)** Heatmap and GO terms of the unique modified genes found in He-NK cells from PSC subjects. We evaluated 123 upregulated genes and 77 downregulated genes. Dark red line: upregulated genes. Dark blue line: downregulated genes.

We also determined the transcriptional fingerprints (uniquely modified transcripts) of He-NK cells from end-stage liver diseases. 

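Counted as called in NASH and in neither other disease, total NK cells held 0 genes with edgeR and 14 with DESeq2, 2 of them higher and 12 lower. In NASH as a whole 435 genes had an unadjusted p below 0.05. No gene passed in NASH when any 1 subject was left out.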

In NASH, we found 69 unique DEG, most of which were upregulated (46 genes) and correlated with the metabolic process of gene expression regulation, and cell migration. The other 23 genes (downregulated) were related to antigen processing and presentation and response to cytokines (**Figure 2C**). 

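Called in HCV alone were 0 genes in total NK cells by edgeR's test, and 22 by DESeq2, 21 higher and 1 lower. With each subject left out in turn, edgeR called at most 3 such genes, without HCV replicate 7. At an unadjusted p below 0.05, 885 genes differed in HCV as a whole.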

In the HCV group, we detected 149 unique DEG, with 50 genes upregulated linked to cell proliferation and adhesion, as well as lymphocyte activation; and 99 genes downregulated related to cell activation, cell death, and immune response (**Figure 2D**). 

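For PSC alone, edgeR called 4 genes in total NK cells, 2 higher and 2 lower, and DESeq2 called 172, 71 higher and 101 lower. No other disease shared those of edgeR. The enrichment of biological processes among such genes was not analysed here.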

The PSC group displayed 200 unique DEGs, with 123 upregulated genes involved in gene expression, cellular response to stimulus, and lymphocyte activation; and 77 downregulated genes involved in immune response, leukocyte activation, and cytotoxicity (**Figure 2E**).

### 3.2 Natural killer cell subpopulation frequencies vary according to disease etiology

We defined hepatic NK cell subpopulations based on the expression of CXCR6, ITGA5, CCR5, and FCGR3A (**Figure 3A**, **Supplementary Figure 2**). The two major He-NK cells groups are known as liver resident NKs (rNKs), described as CXCR6^+^ CCR5^+^ ITGA5^-^ FCGR3A^-^; and infiltrating conventional circulating NK cells (cNKs), characterized as FCGR3A^+^ ITGA5^+^ CXCR6^-^ CCR5^-^. 

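Clusters were named by 2 lists of marker genes, with the cluster taken as rNK-like or cNK-like where the mean log2 fold of one list exceeded the other by more than 0.5 and at least 3 of its markers were raised, unless the lists of another cell type, of cycling cells or of the paper's C6 had set it apart first. The lists were fixed in advance, and both limits were set after the clusters had been seen. CXCR6 (ENSG00000172215, chromosome 3, 45940933 to 45948351) had 71.3 and 64.1 CPM in the rNK-like clusters 0 and 2, against 9.65 and 3.96 in the cNK-like clusters 1 and 6. The reverse held for FCGR3A (ENSG00000203747, chromosome 1, 161541759 to 161550968), with 84.0 and 92.5 CPM in rNK-like against 638 and 779 in cNK-like clusters, and for ITGA5 (ENSG00000161638, chromosome 12, 54395261 to 54419266), with 3.36 and 2.67 against 21.5 and 18.4. These genes are among the markers that named the clusters, and reads of FCGR3A can come from its near-identical copy FCGR3B. The names are rebuilt from markers, since the files hold no labels per cell, and they may differ from the paper's for single cells. Clusters 3 and 4, with 15064 and 14510 cells, reached neither name. Cluster 5, with 5961 cells, had the markers of the paper's C6, and cluster 7, with 2580, those of cycling cells. These 4 clusters are left out of the rNK-like share. Of NK cells, the unnamed clusters held 26.0% in controls, 21.2% in NASH, 24.8% in HCV and 23.0% in PSC, the C6-like cluster 2.49% in controls, 4.54% in NASH, 8.98% in HCV and 5.39% in PSC and the cycling cluster 1.42% in controls, 1.84% in NASH, 2.00% in HCV and 2.70% in PSC.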

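In controls, rNK-like cells made up 50.5% ± 18.4 (SD, n = 4 subjects) of the rNK-like and cNK-like cells, with a range of 24.0% to 65.7%. Over all NK cells, with the unnamed, C6-like and cycling clusters in the denominator, they made up 35.2% ± 12.5 in controls. This denominator was chosen after seeing the data.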

We assessed the frequencies of each subpopulation across the disease states and found that the ratio of He-NK cell subpopulations in control subjects was well-balanced, with 49% rNK cells and 51% cNK cells, corroborating the findings of other authors (14). In cirrhotic livers, however, we observed a predominance of the rNK cell subpopulation over the cNK cells, especially in the PSC group, where 65% of total NK cells were rNK cells. 

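In PSC the rNK-like share was 78.9% ± 5.36 (SD, n = 4), which is 28.4 percentage points above controls and larger than the spread in either group. All 4 PSC subjects were above all 4 controls, with an exact permutation p of 0.0286 (two-sided, 0.0857 after Benjamini-Hochberg adjustment over 3 diseases), the smallest p the design allows. The exact Kruskal-Wallis test over the 4 groups gave p = 0.0882. Without integration of the samples the difference was -0.53 points (43.3% against 43.9%), the alternative that moved it most. That setting also centred each gene within each sample and used another resolution, so it does not test integration alone. In that clustering a cluster of 22511 cells stayed unnamed, and it held 34.0% of PSC and 2.23% of control NK cells. Clustered without the genes the Results name as changed, the share was 73.7% in PSC and 48.1% in controls. Thinned to 1500 UMIs per cell and classed by the sign of a marker score, it was 75.2% and 47.9% (exact permutation p = 0.0571). Cells under 1500 UMIs were left out of that score, 2111 in controls, 972 in NASH, 609 in HCV and 3439 in PSC. Of the scored cells, 13.0%, 18.0%, 22.7% and 20.5% lay within 0.1 of its limit of 0. Leaving out each subject in turn kept the difference between 19.6 points, without control replicate 3, and 33.5. Without any 1 of the 4 PSC subjects the adjusted p was 0.171. Of the rNK-like clusters, cluster 0 held 37.4% of PSC and 19.1% of control NK cells and cluster 2 17.1% and 16.1%. The cNK-like clusters 1 and 6 differed from control by -12.2 and -8.34 points of NK cells in PSC. Over all NK cells the rNK-like share was 54.6% ± 11.8 in PSC, and 72.3% with the clusters grouped as in the paper's Fig. 6; both settings were chosen after seeing the data.

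**Figure D3:**
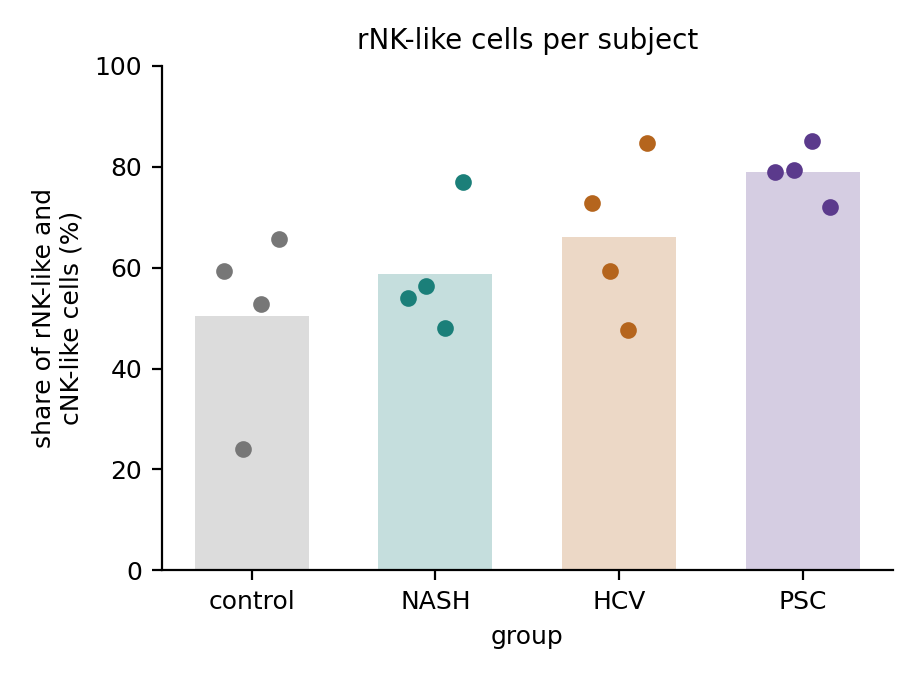
Share of rNK-like cells among rNK-like and cNK-like cells in percent; each point is 1 subject and each bar the mean of 4. The control subjects range from 24.0% to 65.7%, and the 4 PSC subjects lie above them.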

The HCV and NASH groups also showed a change in the cNK/rNK ratios, with 58% and 55% of rNK cells among total NK cells, respectively (**Figure 3B**).

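The rNK-like share among rNK-like and cNK-like cells was 66.1% ± 16.1 in HCV and 58.8% ± 12.6 in NASH (SD, n = 4 each). The differences from controls were 15.6 points in HCV (exact permutation p = 0.286) and 8.33 points in NASH (exact permutation p = 0.543), with 3 of 4 subjects of each disease above the control mean. Neither is larger than the spread between subjects. Over all NK cells the shares were 41.7% ± 9.42 in HCV and 42.7% ± 10.2 in NASH. From these ratios the paper states that cirrhotic livers hold predominantly rNK cells.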

**Figure 3:**
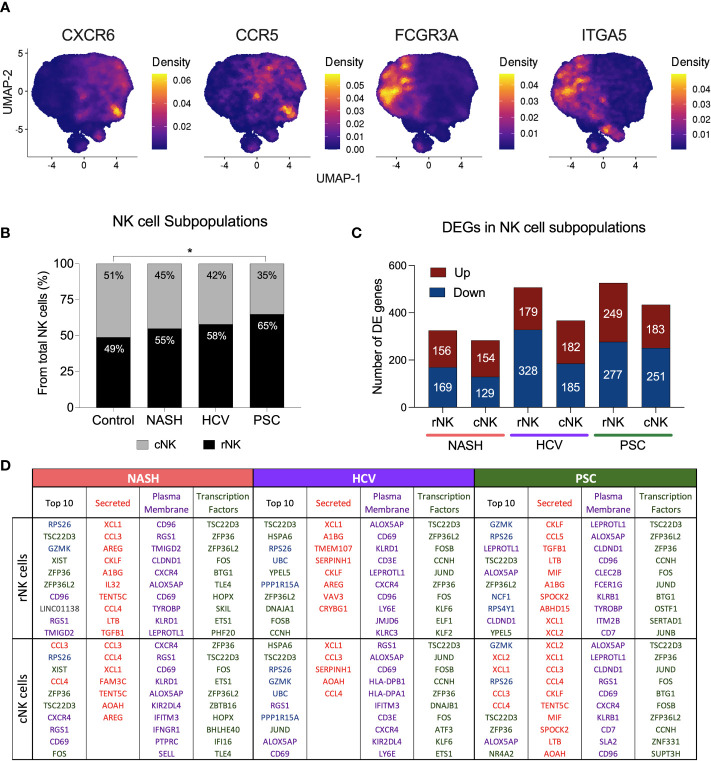
Hepatic Resident and Infiltrating NK cells profiling in end-stage chronic liver diseases. **(A)** UMAPs showing the density of cells expressing CXCR6, ITGA5 (CD49e), CCR5 and FCGR3A (encoding CD16). NK cells CXCR6^+^ CCR5^+^ ITGA5^-^ and FCGR3A^-^ are identified as resident NK cells (rNK), and NK cells FCGR3A^+^ ITGA5^+^ CXCR6^-^ CCR5^-^ are classified as conventional infiltrating NK cells (cNK). **(B)** Analysis of cNK/rNK cells frequencies in the 4 groups indicated an increase of rNK subpopulation in cirrhotic livers. The PSC group has significantly more rNK cells than the healthy group (* p<0.05). **(C)** Numbers of differentially expressed (DE) genes found in each subpopulation among diseases. **(D)** Top ten most highly expressed DE genes in hepatic rNK and cNK cells from NASH, HCV, and PSC subjects. Upregulated genes were ranked by P-value among the total gene set and among genes encoding secreted proteins, plasma membrane proteins and transcription factors. Secreted proteins were color-coded in red, plasma membrane protein-encoding genes are purple, transcription factor-encoding genes are green, genes encoding cytoplasmic protein are in blue and genes encoding other proteins are gray.

We calculated the number of DEG in each NK cell subpopulation from NASH, HCV, and PSC cirrhotic livers (**Figure 3C**). 

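In NASH, edgeR tested 13468 genes in rNK-like cells and called 0, with 445 at an unadjusted p below 0.05 and 23 called by DESeq2. In cNK-like cells it tested 11882 genes and called 0, with 378 at an unadjusted p below 0.05 and 11 called by DESeq2. Without NASH replicate 16 the rNK-like count was 21, all lower in NASH, and without control replicate 4 the cNK-like count was 1.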

In NASH, we found 325 DE genes in rNK cells (156 up, 169 downregulated), and 283 DE genes in cNK cells (154 up, 129 downregulated). 

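In HCV, the edgeR count was 0 genes in rNK-like and 0 in cNK-like cells. An unadjusted p below 0.05 was found for 930 and 577 genes, and DESeq2 called 39 and 33. Of the alternatives, leaving out the filter on low counts moved the edgeR counts to 8 and 22. Without NASH replicate 13, which shares the fit, 1 gene was called in rNK-like cells, and without control replicate 4 or PSC replicate 12, 2 were called in cNK-like cells.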

In HCV, we detected 507 DE genes (179 up, 328 downregulated) in rNK cells and 367 DE genes (182 up, 185 downregulated) in cNK cells. In PSC, we identified 526 DE genes (249 up, 277 downregulated) in rNK cells and 434 DE genes (183 up, 251 downregulated) in cNK cells. 

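In PSC, edgeR called 2 genes in each class, all higher than in controls. In rNK-like cells they were NCF1, at a log2 fold change of 2.15, and AC243829.4, at 1.96 (standard error 0.32, edgeR adjusted p = 0.077). In cNK-like cells they were AC243829.4, at 2.23 (standard error 0.31, edgeR adjusted p = 0.016), and LINC00996 (ENSG00000242258, chromosome 7, 150433654 to 150448141), at 2.15 (standard error 0.32, edgeR adjusted p = 0.0234). AC243829.4 in these classes and LINC00996 lie outside the rule for named genes and were chosen after their values were seen. All 4 PSC subjects lay above all controls for each of them. An unadjusted p below 0.05 was found for 928 genes in rNK-like and 897 in cNK-like cells, and DESeq2 called 64 and 82. Leaving out 1 subject changed the rNK-like count to 0 without control replicate 1, 4 or 5 or PSC replicate 11 and 1 without NASH replicate 14, HCV replicate 2, 7 or 8 or PSC replicate 9, and it was 3 without PSC replicate 10. In cNK-like cells it became 1 without control replicate 3 or PSC replicate 9, 8 without PSC replicate 10 and 27 without control replicate 4.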

We identified the top ten upregulated genes in each group (**Figure 3D**). In rNK cells from NASH, we found GZMK and the inhibitory receptor CD96 were upregulated, while cNK cells overexpressed the chemokines CCL3 and CCL4, the activation marker CD69, and the chemokine receptor CXCR4. 

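GZMK in rNK-like cells had 1031 ± 513 CPM in NASH and 466 ± 145 in control subjects, a log2 fold change of 1.15 (standard error 0.38, edgeR adjusted p = 1). CD96 (ENSG00000153283, chromosome 3, 111292719 to 111665750) had 407 ± 62.7 CPM in NASH and 217 ± 22.1 in control rNK-like cells, a log2 fold change of 0.91 (standard error 0.25, edgeR adjusted p = 1). All 4 NASH subjects had more CD96 than all controls (exact permutation p = 0.0286), and DESeq2 gave an adjusted p of 0.0887. In cNK-like cells, CCL3 had 5600.4 ± 2278 CPM in NASH and 2213 ± 1486 in control subjects (1.34, standard error 0.53, edgeR adjusted p = 1). CCL4 (ENSG00000275302, chromosome 17, 36103827 to 36105621) went from 5453 ± 558 CPM in controls to 11543 ± 5079 in NASH, a change of 1.08 (standard error 0.39, edgeR adjusted p = 1), with 3 of 4 subjects above the control mean. For CD69 (ENSG00000110848, chromosome 12, 9752486 to 9760901) the values were 3050.3 ± 912 and 2231 ± 1237 CPM, a change of 0.45 (standard error 0.40, edgeR adjusted p = 1) that is within the spread between subjects. CXCR4 had 947 ± 297 CPM in NASH and 430.3 ± 145 in control cNK-like cells, a change of 1.14 (standard error 0.29, edgeR adjusted p = 0.994). All 4 NASH subjects were above all controls (exact permutation p = 0.0286), and the DESeq2 adjusted p was 0.0823. Of the 17 genes named for rNK cells in NASH, 4 passed adjusted over the list alone, and of the 9 for cNK cells 5 did. The lists were chosen by the study on these samples and are not independent evidence.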

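HCV and control rNK-like cells were compared for 4 of the genes. HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526894) had 2652 ± 3540.3 CPM in HCV and 1097 ± 913 in control subjects, a log2 fold change of 1.27 (standard error 1.19, edgeR adjusted p = 0.901). Without HCV replicate 8 the HSPA6 change was -0.26, so 1 subject decides its direction, and its reads are shared with the near-identical HSPA7. RPS26 (ENSG00000197728, chromosome 12, 56041351 to 56044697) had 3068 ± 2376 CPM in HCV and 819 ± 517 in control subjects, a change of 1.91 (standard error 0.61, edgeR adjusted p = 0.583), and has several processed pseudogenes that make its count uncertain. PPP1R15A (ENSG00000087074, chromosome 19, 48872212 to 48876059) changed by 0.64 (standard error 0.51, edgeR adjusted p = 0.87), from 745 ± 357 to 1163 ± 549.6 CPM, and 3 of 4 subjects were above the control mean. For DNAJA1 (ENSG00000086061, chromosome 9, 33025273 to 33039907), all 4 HCV subjects were above that mean, at 1337 ± 255 against 852 ± 281 CPM (log2 fold change 0.65, standard error 0.40, edgeR adjusted p = 0.819). In cNK-like cells, GZMK had 195 ± 187 CPM in HCV and 38.7 ± 29.6 in control subjects, a change of 2.32 (standard error 0.75, edgeR adjusted p = 0.778). ALOX5AP (ENSG00000132965, chromosome 13, 30713478 to 30764426) had 280.1 ± 66.1 CPM in HCV and 147 ± 49.0 in control cNK-like cells, a change of 0.93 (standard error 0.32, edgeR adjusted p = 0.872), and all 4 HCV subjects exceeded all controls (exact permutation p = 0.0286). Adjusted over the list alone, 3 of 19 genes named for rNK cells and 3 of 7 for cNK cells passed in HCV, on lists the study chose on these samples, which is not independent evidence.

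**Figure D4:**
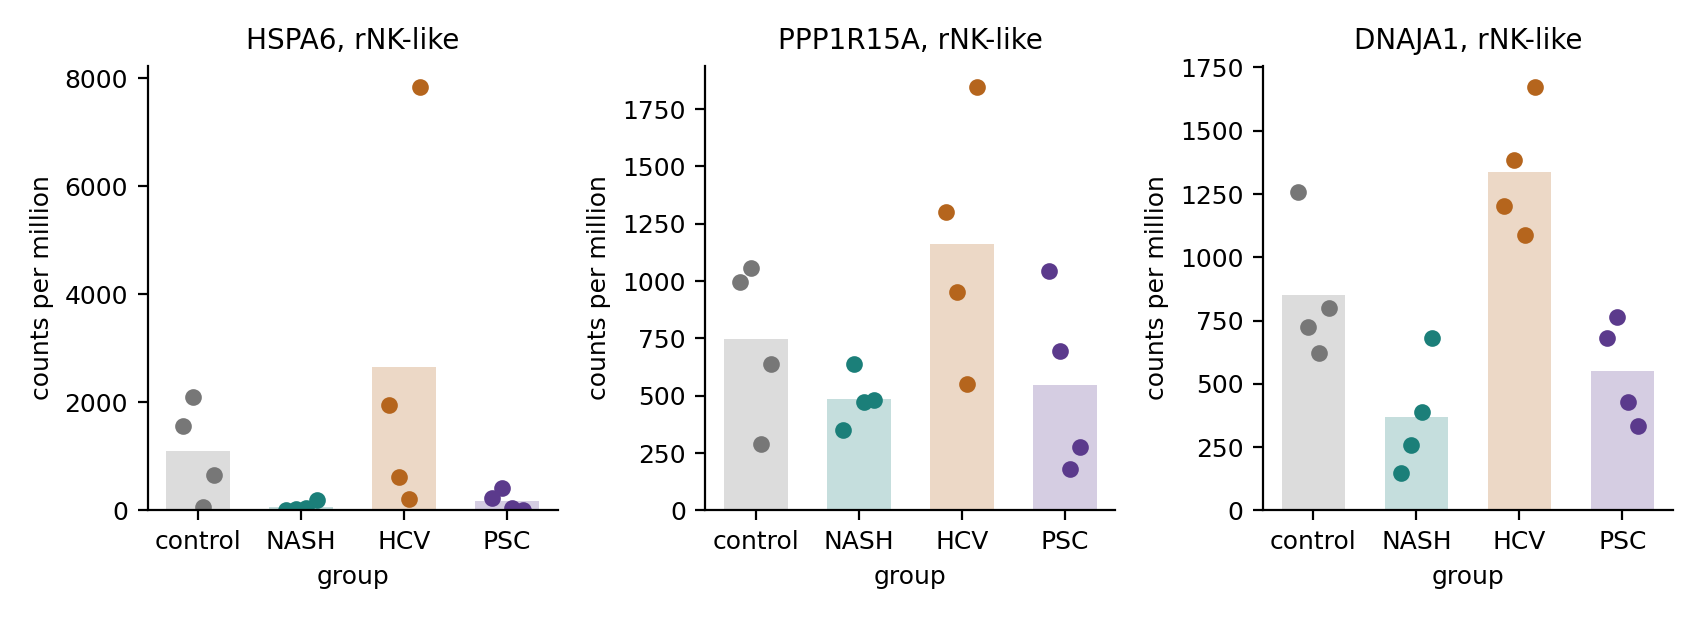
HSPA6, PPP1R15A and DNAJA1 in CPM of the summed rNK-like cells; each point is 1 subject and each bar the mean of 4. The HCV mean of HSPA6 is set by 1 of its 4 subjects.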

In HCV, the top genes overexpressed by rNK cells encode several proteins involved in cellular responses to stress (HSPA6, RPS26, UBC, PPP1R15A, and DNAJA1), while the cNK cells, besides the stress response genes, also had higher expression of GZMK and ALOX5AP (Arachidonate 5-Lipoxygenase Activating Protein). 

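In PSC rNK-like cells, GZMK had 1513 ± 233 CPM, a log2 fold change of 1.70 (standard error 0.38, edgeR adjusted p = 0.44), and DESeq2 gave an adjusted p of 0.00614. ALOX5AP had 708 ± 187 CPM in PSC and 272 ± 70.2 in control subjects, a change of 1.38 (standard error 0.30, edgeR adjusted p = 0.387), with a DESeq2 adjusted p of 0.00325. NCF1 had 139.9 ± 49.3 CPM in PSC and 31.7 ± 9.58 in control subjects, a standard error of 0.31 and an edgeR adjusted p of 0.0301. It was the only gene of all those the Results name that edgeR called. Without PSC replicate 11 its change was 1.88 and no longer called, and the call was also lost without control replicate 1, 4 or 5. In each of these genes all 4 PSC subjects lay above all controls (exact permutation p = 0.0286). In cNK-like cells, GZMK had 519.8 ± 345 CPM in PSC and 38.7 ± 29.6 in control subjects, a change of 3.74 (standard error 0.79, edgeR adjusted p = 0.232), and a DESeq2 adjusted p of 0.00201. Without control replicate 4 it was 4.37 and passed edgeR's threshold. XCL2 (ENSG00000143185, chromosome 1, 168540768 to 168543997) had 1769 ± 899 CPM in PSC and 601 ± 265 in control subjects, a change of 1.56 (standard error 0.76, edgeR adjusted p = 0.672). XCL1 (ENSG00000143184, chromosome 1, 168576605 to 168582069) had 695 ± 382 CPM in PSC and 162 ± 95.2 in control subjects, a change of 2.10 (standard error 0.79, edgeR adjusted p = 0.52). XCL1 and XCL2 are near-identical copies, so their split is uncertain. CCL3 rose to 4822 ± 2646 CPM, a change of 1.12 (standard error 0.53, edgeR adjusted p = 0.655), and CCL4 to 13530.00 ± 6944, a change of 1.31 (standard error 0.39, edgeR adjusted p = 0.414), both in 3 of 4 subjects. ALOX5AP had 392 ± 103 CPM in PSC cNK-like cells, a change of 1.42 (standard error 0.32, edgeR adjusted p = 0.279), and all 4 subjects exceeded the controls. Adjusted over the list alone, 7 of 16 genes for rNK cells and 10 of 20 for cNK cells passed in PSC; the study chose these lists on the same samples, so the counts are not independent evidence.

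**Figure D5:**
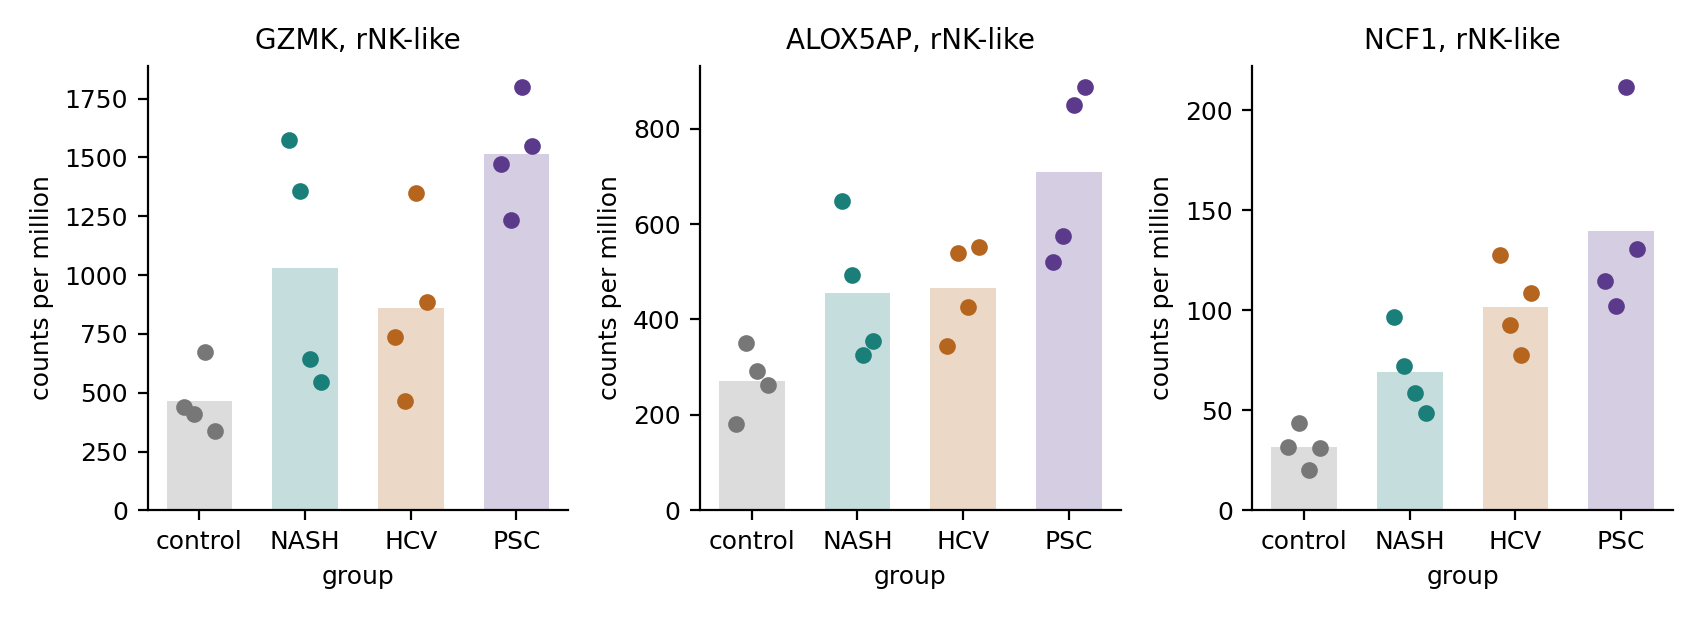
GZMK, ALOX5AP and NCF1 in CPM of the summed rNK-like cells; each point is 1 subject and each bar the mean of 4. In all 3 genes the 4 PSC subjects lie above the 4 controls.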

In PSC, the top upregulated genes in rNK cells were GZMK, ALOX5AP, and NCF1 (Neutrophil Cytosolic Factor 1), and in cNK cells we found genes encoding proteins associated with NK cell effector functions (GZMK, XCL2, XCL1, CCL3, and CCL4), and ALOX5AP to be elevated. The top ten most expressed genes for secreted proteins, plasma membrane proteins, and transcription factors can also be found in **Figure 3D**.

### 3.3 Infiltrating conventional He-NK cells from NASH and PSC end-stage liver diseases are better cytokine expressors

We calculated the positive or negative regulation of cytokine expression using the g:GOSt (g: Profiler) enrichment test with the DEG lists. Our dataset revealed a stronger positive regulation of cytokine expression in the cNK subpopulations from NASH and PSC cirrhotic livers. He-NK cells from HCV patients demonstrated the lowest positive cytokine production scores (**Figures 4A–C**, top).

**Figure 4:**
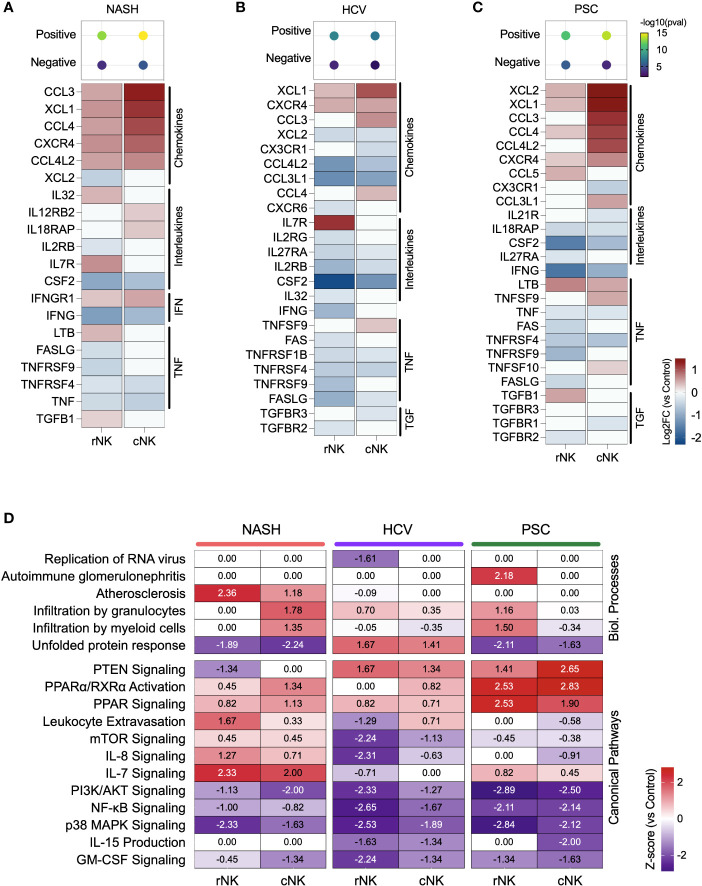
Inflammatory activity of hepatic NK cells in end-stage liver diseases. **(A–C)** Top: enrichment scores for positive and negative regulation of cytokine production. Enrichment scores are scaled by -log10(pval). Bottom: fold changes (log2) of cytokines and their receptors expressed by NASH **(A)**, HCV **(B)**, and PSC **(C)** He-NKs compared to healthy He-NK cells. All values are expressed in the same scale and are statistically significant (Enrichment scores: -log10(pval) > 1.3; DEG: Log2FC > 0.27, FDR < 0.1). **(D)** Heatmap showing the most significant biological processes and canonical pathways related to inflammation and cytokines in He-NKs. Z-score values are included inside the heatmap.

Regarding the cytokine/receptor repertories, cNK cells from NASH livers expressed the receptors IL12RB2, IL18RAP, and IFNGR1. 

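In NASH cNK-like cells, 3 receptor genes were compared with controls. IL12RB2 (ENSG00000081985, chromosome 1, 67307364 to 67398724) had 32.6 ± 17.8 CPM in NASH and 8.17 ± 6.88 in controls, a log2 fold change of 1.97 (standard error 0.54, edgeR adjusted p = 0.994), with 4 of 4 NASH subjects above the control mean. IL18RAP (ENSG00000115607, chromosome 2, 102418689 to 102452565) changed by 0.61 (standard error 0.39, edgeR adjusted p = 1), from 102 ± 36.4 in controls to 156 ± 66.0 CPM in NASH, with 4 of 4 NASH subjects above the control mean. For IFNGR1 (ENSG00000027697, chromosome 6, 137197483 to 137219449) the log2 fold change was 0.88 (standard error 0.54, edgeR adjusted p = 1), at 281 ± 118 CPM in NASH against 152 ± 71.7 in controls, with 3 of 4 NASH subjects above the control mean. Leaving out each subject in turn, IL12RB2 ran from 1.56 to 2.77. For each subject the log2 ratio of cNK-like to rNK-like CPM was also taken, so that a change in one class can be tested against the other. This difference between classes was larger in NASH than in controls by 1.59 (exact permutation p = 0.0286) for IL12RB2, 0.72 (exact permutation p = 0.171) for IL18RAP and 0.57 (exact permutation p = 0.114) for IFNGR1. After Benjamini-Hochberg adjustment over 24 such tests the smallest p of all was 0.257.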

The rNK cells overexpressed IL-32, LTB, and TGFB1. Both subpopulations expressed CCL3, CCL4, CCL4L2, and XCL1, but cNK cells expressed them at higher levels (**Figure 4A**). 

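The corresponding rNK-like genes in NASH were compared in the same way. IL32 (ENSG00000008517, chromosome 16, 3065297 to 3082192) changed by 0.74 (standard error 0.54, edgeR adjusted p = 1), from 414 ± 219 in controls to 689 ± 497 CPM in NASH, with 2 of 4 NASH subjects above the control mean. For LTB (ENSG00000227507, chromosome 6, 31580525 to 31582522) the log2 fold change was 0.53 (standard error 0.38, edgeR adjusted p = 1), at 91.3 ± 28.8 CPM in NASH against 63.2 ± 26.3 in controls, with 3 of 4 NASH subjects above the control mean. TGFB1 (ENSG00000105329, chromosome 19, 41301587 to 41353922) had 488 ± 309 CPM in NASH and 386 ± 335 in controls, a log2 fold change of 0.34 (standard error 0.53, edgeR adjusted p = 1), with 1 of 4 NASH subjects above the control mean. The log2 ratio of cNK-like to rNK-like CPM fell in NASH by -0.34 (exact permutation p = 0.114) for IL32, -0.61 (exact permutation p = 0.343) for LTB and -0.32 (exact permutation p = 0.314) for TGFB1.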

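Among rNK-like cells of NASH and control subjects, 4 genes were compared, with edgeR adjusted p values that all round to 1. CCL3 changed by 0.60 (standard error 0.62), from 3808 ± 2614 to 5769.7 ± 3516 CPM, with 3 of 4 NASH subjects above the control mean. CCL4 went from 6920.4 ± 3406 to 9817 ± 5537 CPM, a change of 0.50 (standard error 0.55), with 3 of 4 NASH subjects above the control mean. CCL4L2 (ENSG00000276070, chromosome 17, 36210924 to 36212878) changed by 0.73 (standard error 1.02), from 626 ± 283 to 1042 ± 757 CPM, with 3 of 4 NASH subjects above the control mean. XCL1 went from 1819 ± 654 to 2460.2 ± 1304 CPM, a change of 0.44 (standard error 0.38), with 2 of 4 NASH subjects above the control mean. For cNK-like cells of the same groups, 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL4L2 changed by 0.25 (standard error 0.99), from 1055 ± 413 to 1253 ± 749 CPM, with 3 of 4 NASH subjects above the control mean. XCL1 went from 162 ± 95.2 to 562 ± 495 CPM, a change of 1.80 (standard error 0.78), with 4 of 4 NASH subjects above the control mean. CCL4L2 is a near-identical copy of CCL4, so the split of reads between them is uncertain. The log2 ratio of cNK-like to rNK-like CPM differed between NASH and controls by 0.97 (exact permutation p = 0.143) for CCL3, 0.59 (exact permutation p = 0.171) for CCL4, -0.41 (exact permutation p = 0.371) for CCL4L2 and 1.30 (exact permutation p = 0.114) for XCL1.

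**Figure D6:**
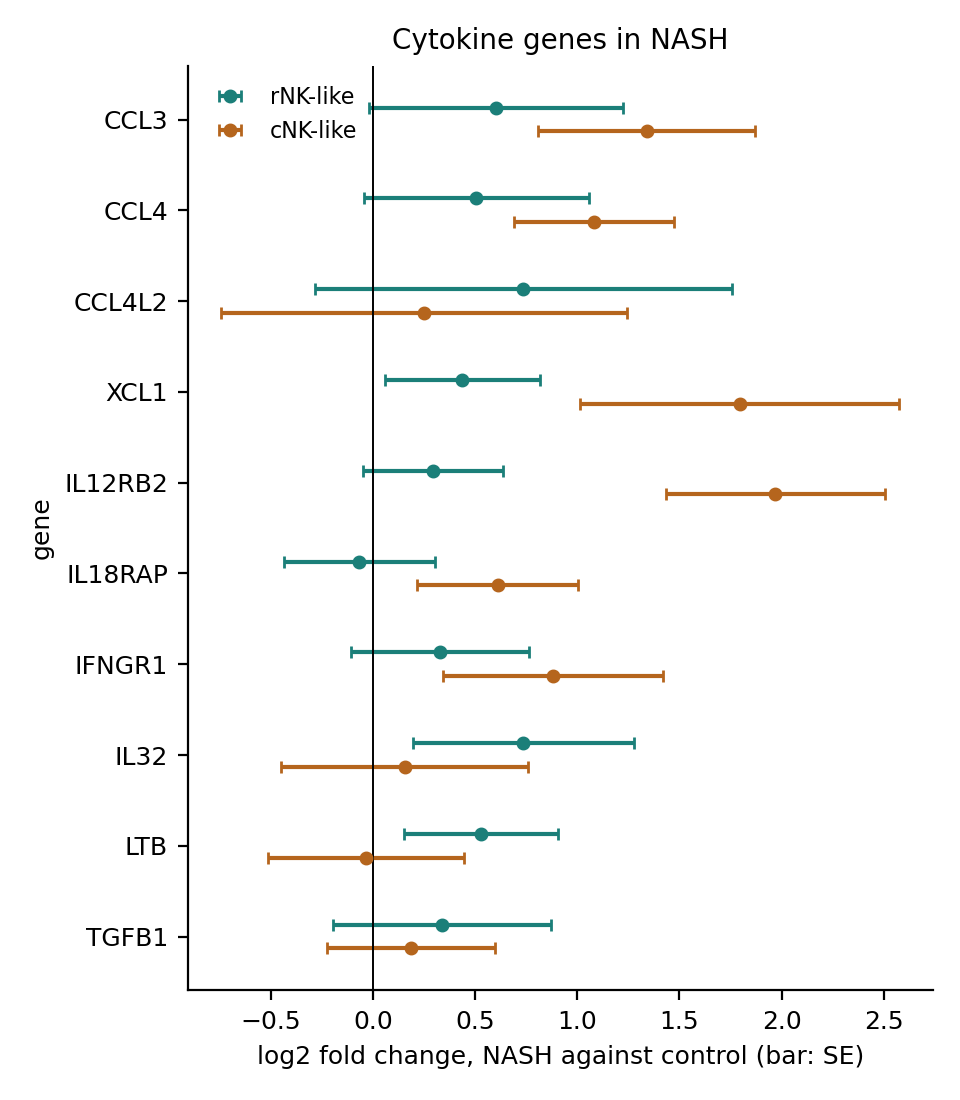
Log2 fold change of NASH against control for cytokine and receptor genes in rNK-like and cNK-like cells, with standard errors from 4 subjects per group. CCL4L2 has the widest errors.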

In HCV, cNK cells overexpressed CCL3, CCL4, and TNFSF9. Both subpopulations expressed XCL1 and the receptor CXCR4 (**Figure 4B**). 

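In HCV cNK-like cells, 3 of the named cytokine genes were higher than in controls. CCL3 had 3852 ± 645 CPM in HCV and 2213 ± 1486 in controls, a log2 fold change of 0.80 (standard error 0.53, edgeR adjusted p = 1), with 4 of 4 HCV subjects above the control mean. CCL4 changed by 0.67 (standard error 0.39, edgeR adjusted p = 1), from 5453 ± 558 in controls to 8667 ± 1393 CPM in HCV, with all 4 HCV subjects above all 4 controls. For TNFSF9 (ENSG00000125657, chromosome 19, 6531026 to 6535924) the log2 fold change was 0.79 (standard error 0.61, edgeR adjusted p = 1), at 58.5 ± 43.2 CPM in HCV against 33.4 ± 20.8 in controls, with 3 of 4 HCV subjects above the control mean. Against rNK-like cells of the same subjects, the change was larger by 0.92 (exact permutation p = 0.143) for CCL3, 0.65 (exact permutation p = 0.171) for CCL4 and 0.50 (exact permutation p = 0.4) for TNFSF9.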

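In HCV against control rNK-like cells, 2 genes were compared, with an edgeR adjusted p of at least 0.89 for each. XCL1 changed by 0.07 (standard error 0.38), from 1819 ± 654 to 1906 ± 660.3 CPM, with 2 of 4 HCV subjects above the control mean. CXCR4 went from 668 ± 258 to 824 ± 83.1 CPM, a change of 0.30 (standard error 0.27), with 4 of 4 HCV subjects above the control mean. For cNK-like cells in HCV, 2 genes were compared, with edgeR adjusted p values that all round to 1. XCL1 changed by 1.82 (standard error 0.78), from 162 ± 95.2 to 573 ± 484 CPM, with 3 of 4 HCV subjects above the control mean. CXCR4 went from 430.3 ± 145 to 641 ± 139.7 CPM, a change of 0.58 (standard error 0.29), with 4 of 4 HCV subjects above the control mean.

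**Figure D7:**
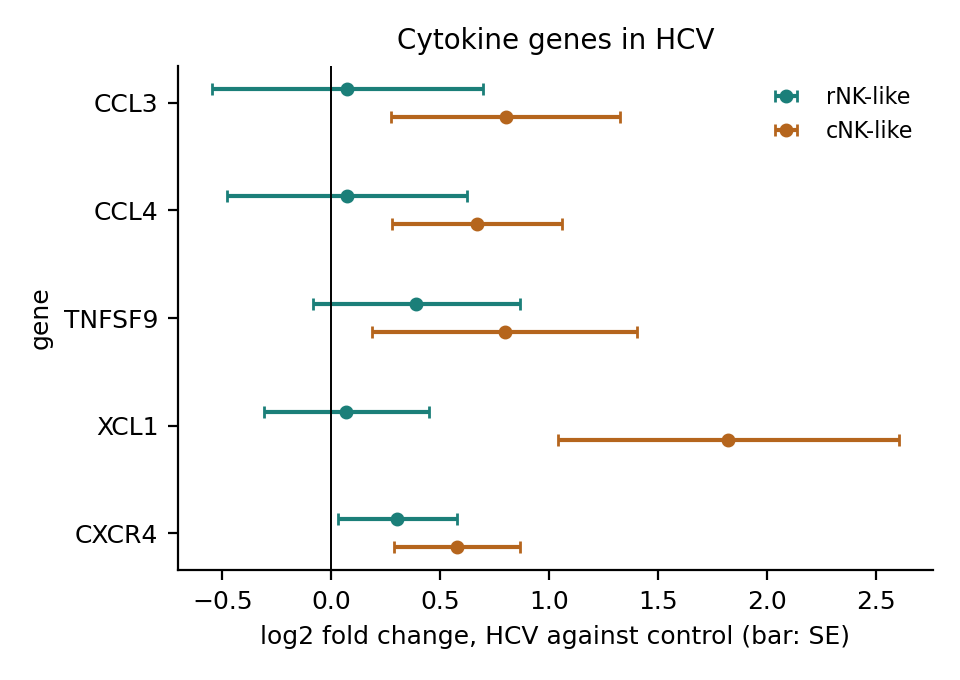
Log2 fold change of HCV against control for cytokine and receptor genes in rNK-like and cNK-like cells, with standard errors from 4 subjects per group. XCL1 in cNK-like cells has the largest change and the widest error.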

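PSC rNK-like cells were compared with controls for 2 genes. CCL5 (ENSG00000271503, chromosome 17, 35871491 to 35880793) had 3514 ± 129 CPM in PSC and 1878 ± 1002 in controls, a log2 fold change of 0.90 (standard error 0.35, edgeR adjusted p = 0.668), with all 4 PSC subjects above all 4 controls. TGFB1 changed by 0.79 (standard error 0.54, edgeR adjusted p = 0.77), from 386 ± 335 in controls to 669 ± 376 CPM in PSC, with 3 of 4 PSC subjects above the control mean. For cNK-like cells in PSC, 4 genes were compared, with an edgeR adjusted p of at least 0.6 for each. CCL4L2 changed by 0.74 (standard error 1.00), from 1055 ± 413 to 1761 ± 1249 CPM, with 3 of 4 PSC subjects above the control mean. CCL3L1 (ENSG00000276085, chromosome 17, 36194869 to 36196758) went from 473 ± 349 to 526 ± 386 CPM, a change of 0.15 (standard error 1.00), with 2 of 4 PSC subjects above the control mean. TNFSF9 changed by 1.43 (standard error 0.60), from 33.4 ± 20.8 to 88.8 ± 62.7 CPM, with 4 of 4 PSC subjects above the control mean. TNFSF10 (ENSG00000121858, chromosome 3, 172505508 to 172523475) went from 30.9 ± 4.26 to 52.1 ± 22.2 CPM, a change of 0.75 (standard error 0.33), with 3 of 4 PSC subjects above the control mean. CCL3L1 is a near-identical copy of CCL3, which makes its count uncertain. The log2 ratio of cNK-like to rNK-like CPM changed by -0.58 (exact permutation p = 0.0286) for CCL5 and -0.51 (exact permutation p = 0.114) for TGFB1. It changed by 1.18 (exact permutation p = 0.0857) for TNFSF9 and 0.08 (exact permutation p = 0.371) for TNFSF10. For CCL3 and CCL4L2 the values were 0.80 (exact permutation p = 0.143) and -0.06 (exact permutation p = 0.771).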

In PSC, rNK cells expressed high levels of CCL5 and TGFB1, while cNK cells overexpressed CCL3, CCL4L2, CCL3L1, TNFSF9, and TNFSF10. Both populations expressed XCL1, XCL2, CCL4, and LTB, with cNK cells expressing the highest levels (**Figure 4C**).

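Among rNK-like cells of PSC subjects, 4 genes were compared, with an edgeR adjusted p of at least 0.555 for each. XCL1 changed by 0.19 (standard error 0.38), from 1819 ± 654 to 2078 ± 611 CPM, with 2 of 4 PSC subjects above the control mean. XCL2 went from 2302 ± 1023 to 3020.5 ± 1288 CPM, a change of 0.39 (standard error 0.45), with 3 of 4 PSC subjects above the control mean. CCL4 changed by 0.37 (standard error 0.55), from 6920.4 ± 3406 to 8963 ± 5142 CPM, with 3 of 4 PSC subjects above the control mean. LTB went from 63.2 ± 26.3 to 149.5 ± 42.2 CPM, a change of 1.24 (standard error 0.38), with 4 of 4 PSC subjects above the control mean. For LTB in cNK-like cells the log2 fold change was 0.72 (standard error 0.48, edgeR adjusted p = 0.777), at 90.5 ± 45.5 CPM in PSC against 55.2 ± 20.8 in controls, with 3 of 4 PSC subjects above the control mean. From controls to PSC, the log2 ratio of cNK-like to rNK-like CPM moved by 1.97 (exact permutation p = 0.0571) for XCL1, 1.21 (exact permutation p = 0.0857) for XCL2, 0.87 (exact permutation p = 0.0571) for CCL4 and -0.58 (exact permutation p = 0.314) for LTB.

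**Figure D8:**
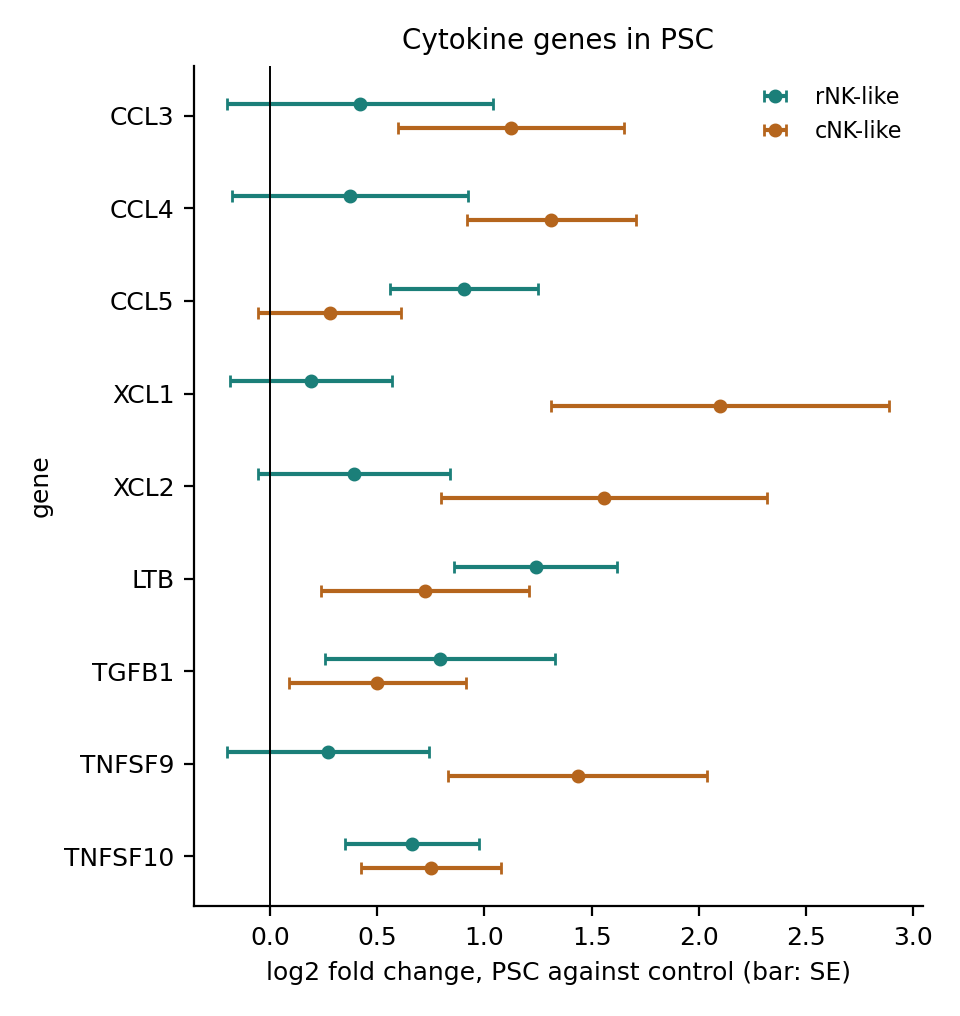
Log2 fold change of PSC against control for cytokine and receptor genes in rNK-like and cNK-like cells, with standard errors from 4 subjects per group. XCL1 has the largest gap between the classes.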

The z-scores of biological processes and pathways related to inflammation in the hepatic NK cells are shown in **Figure 4D**. The main difference observed in He-NKs from NASH livers is that cNK cells showed higher z-scores for granulocyte infiltration, while rNK cells upregulated leukocyte extravasation and had a stronger involvement in atherosclerosis. Both subpopulations were upregulated for IL-7 signaling. He-NKs from HCV livers showed upregulation of the unfolded protein response and PTEN signaling pathways. HCV-derived rNK cells showed inhibition of RNA virus replication and inflammatory pathways such as mTOR, PI3K/AKT, and NF-κB signaling. PSC-derived rNK and cNK cells demonstrated upregulation of the anti-inflammatory pathways PTEN and PPAR signaling and downregulation of pro-inflammatory events such as PI3K/AKT, and NF-κB signaling suggesting that both subpopulations display anti-inflammatory profiles. Additionally, rNK cells from PSC livers displayed a strong upregulation of the autoimmune glomerulonephritis biological process.

### 3.4 Cytotoxicity scores are increased in cNK cells from NASH cirrhotic livers

We used the up or downregulated DE gene lists to analyze cytotoxicity pathways. We found that the upregulated DE genes from NASH-derived cNK cells showed the most robust enrichment of cytotoxicity (**Figure 5A**). rNK cells from NASH showed significant enrichment of cytotoxicity among upregulated and downregulated genes, which suggests that cytotoxic activity was not significant in these cells. The genes significantly enriching cNK and rNK cells’ cytotoxicity in HCV and PSC subjects were downregulated.

**Figure 5:**
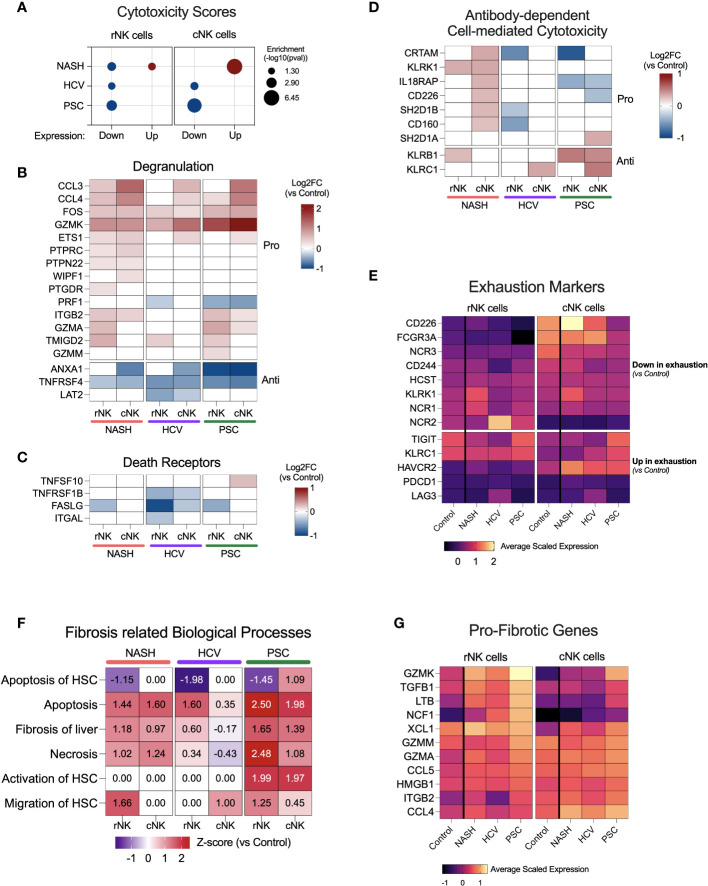
NK cell cytotoxicity and contribution to fibrosis in end-stage cirrhotic livers. **(A)** Enrichment scores for cytotoxicity using up or downregulated genes from rNK and cNK cell datasets. In NASH-derived cNK cells, we observed that the upregulated genes significantly enrich cytotoxic pathways. In HCV and PSC, only the downregulated genes were significantly enriched for cytotoxic events, suggesting downregulation of NK cell cytotoxicity in these two diseases. **(B)** Heatmap showing fold changes (log2) of genes related to degranulation in He-NK cells. **(C)** Fold changes (log2) of most relevant genes involved in cytotoxicity *via* death receptors. **(D)** Fold change (log2) of genes related to antibody-dependent cytotoxicity. **(E)** Average scaled expression of genes related to NK cell exhaustion reveals that cNK cells from PSC patients showed the strongest pattern of exhaustion compared to cNK cells from healthy livers. **(F)** Main biological processes and canonical pathways related to fibrosis. Z-score values are included inside the heatmap. **(G)** Average scaled expression of the most important pro-fibrotic genes expressed by rNK and cNK cells.

Cytotoxicity in NK cells may take place *via* three pathways: degranulation, death receptors, and antibody-dependent cell-mediated cytotoxicity (ADCC). The genes involved in the degranulation pathway were upregulated mainly in He-NK cells from the NASH group (**Figure 5B**). 

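For granzymes in PSC rNK-like cells, 2 genes were compared, with an edgeR adjusted p of at least 0.666 for each. GZMA (ENSG00000145649, chromosome 5, 55102646 to 55110252) changed by 1.16 (standard error 0.44), from 894 ± 326 to 1997 ± 427 CPM, with all 4 PSC subjects above all 4 controls. GZMM (ENSG00000197540, chromosome 19, 544034 to 549924) went from 485 ± 179.6 to 782 ± 191 CPM, a change of 0.69 (standard error 0.45), with 4 of 4 PSC subjects above the control mean. DESeq2 gave these an adjusted p of 0.344 and 0.74. For granzymes in PSC cNK-like cells, 2 genes were compared, with an edgeR adjusted p of at least 0.855 for each. GZMA changed by 0.43 (standard error 0.40), from 1435 ± 452 to 1929 ± 695 CPM, with 3 of 4 PSC subjects above the control mean. GZMM went from 597 ± 86.3 to 683 ± 102 CPM, a change of 0.19 (standard error 0.32), with 3 of 4 PSC subjects above the control mean.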

He-NK cells from PSC patients showed upregulation of gene coding for the granzymes GZMK, GZMA, and GZMM. Although these cells showed a robust upregulation of other genes involved in degranulation, the downregulation of PRF1 in both subpopulations indicates a less efficient cytotoxicity mediated by granules. Nevertheless, cNK cells from PSC are the only cell group that overexpressed TNFSF10 (encoding TRAIL), a key mediator for cytotoxicity induced by the death receptors (**Figure 5C**), suggesting the importance of this pathway for PSC-derived cNK cell cytotoxicity. 

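In PSC rNK-like cells, PRF1 (ENSG00000180644, chromosome 10, 70597348 to 70602759) had 240.04 ± 24.9 CPM in PSC and 253 ± 154 in controls, a log2 fold change of -0.07 (standard error 0.46, edgeR adjusted p = 0.977), with 3 of 4 PSC subjects below the control mean. In cNK-like cells, PRF1 changed by -0.21 (standard error 0.35, edgeR adjusted p = 0.923), from 827 ± 334 in controls to 713 ± 121 CPM in PSC, with 4 of 4 PSC subjects below the control mean. Leaving out each subject in turn moved PRF1 from -0.32 to 0.23 in rNK-like and from -0.37 to 0.09 in cNK-like cells. From lower PRF1 the paper reasons that killing by granules is less efficient in PSC.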

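TNFSF10 in PSC cNK-like cells ran from 0.52 to 0.99 with each subject left out in turn, and had an exact permutation p of 0.171. In PSC rNK-like cells TNFSF10 changed by 0.66 (standard error 0.31, edgeR adjusted p = 0.718). From an increase in cNK cells alone the paper proposes that death receptors matter for their killing in PSC.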

ADCC was upregulated in cNK cells from the NASH group (z-score = 2.1), and the main genes related to this process are shown in **Figure 5D**. Overall, our findings suggest a distinct pattern of cytotoxicity in NK cell subsets from cirrhotic human livers according to the hepatic disease etiology.

Considering the reduced expression of IFNG, TNF, and GZMB and the low scores for cytotoxicity, we decided to evaluate the expression of markers for NK cell exhaustion (**Figure 5E**), which is characterized by the downregulation of activating receptors and upregulation of inhibitory receptors, besides upregulation of PD-1 (PDCD1) and LAG3, in comparison to NK cells from control livers. 

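TNF over all NK cells changed by -0.93 in NASH (edgeR adjusted p = 1, 3 of 4 subjects below the control mean), 0.02 in HCV (edgeR adjusted p = 0.999, 3 of 4 subjects above the control mean) and -0.32 in PSC (edgeR adjusted p = 0.894, 2 of 4 subjects below the control mean), from 99.8 ± 67.0 CPM in controls. Its exact permutation p values were 0.257, 0.886 and 0.6. From lower IFNG, TNF and GZMB and low cytotoxicity scores, the paper reasons that exhaustion should be examined.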

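In PSC cNK-like cells, 6 receptor genes were compared with controls. CD226 (ENSG00000150637, chromosome 18, 69831158 to 69961803) had 59.6 ± 5.30 CPM in PSC and 88.7 ± 10.7 in controls, a log2 fold change of -0.57 (standard error 0.24, edgeR adjusted p = 0.577), with all 4 PSC subjects below all 4 controls. FCGR3A changed by -0.45 (standard error 0.36, edgeR adjusted p = 0.826), from 614 ± 161 in controls to 448 ± 151 CPM in PSC, with 3 of 4 PSC subjects below the control mean. For NCR3 (ENSG00000204475, chromosome 6, 31588895 to 31593006) the log2 fold change was -0.33 (standard error 0.39, edgeR adjusted p = 0.894), at 158 ± 60.4 CPM in PSC against 198 ± 55.1 in controls, with 3 of 4 PSC subjects below the control mean. TIGIT (ENSG00000181847, chromosome 3, 114276913 to 114310288) had 195 ± 11.7 CPM in PSC and 119 ± 72.3 in controls, a log2 fold change of 0.70 (standard error 0.38, edgeR adjusted p = 0.693), with 4 of 4 PSC subjects above the control mean. KLRC1 (ENSG00000134545, chromosome 12, 10442264 to 10454685) changed by 1.33 (standard error 0.36, edgeR adjusted p = 0.366), from 192 ± 83.3 in controls to 483 ± 57.7 CPM in PSC, with all 4 PSC subjects above all 4 controls. For HAVCR2 (ENSG00000135077, chromosome 5, 157085422 to 157142869) the log2 fold change was 0.73 (standard error 0.33, edgeR adjusted p = 0.651), at 179 ± 56.0 CPM in PSC against 108 ± 43.4 in controls, with 4 of 4 PSC subjects above the control mean. The exact permutation p was 0.0286 for CD226 and 0.0286 for KLRC1. KLRC1 shares much of its sequence with KLRC2, so its count is uncertain.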

We found that cNK cells from PSC showed the strongest pattern for exhaustion, with downregulation of CD226, FCGR3A, and NCR3, and upregulation of TIGIT, KLRC1, and HAVCR2 (encoding Tim-3) when compared to control cNK cells.

### 3.5 Liver resident NK cells are involved in liver fibrosis

Several lines of evidence suggest that NK cells are important to decide fibrosis fate. The biological processes related to fibrosis enriched by the DEG lists showed upregulation of fibrosis of the liver, necrosis, and NK apoptosis in most of the NK subpopulations, especially in the PSC subjects (**Figure 5F**). 

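FASLG (ENSG00000117560, chromosome 1, 172659103 to 172666876) in rNK-like cells had 144 ± 158 CPM in controls and changed by -0.54 in NASH (standard error 0.64, edgeR adjusted p = 1, 3 of 4 subjects below the control mean), -1.84 in HCV (standard error 0.66, edgeR adjusted p = 0.633, 4 of 4 subjects below the control mean) and -0.59 in PSC (standard error 0.64, edgeR adjusted p = 0.835, 3 of 4 subjects below the control mean). IFNG in rNK-like cells had 777 ± 324 CPM in controls and changed by -1.43 in NASH (standard error 0.47, edgeR adjusted p = 1, all 4 NASH subjects below all 4 controls), -0.91 in HCV (standard error 0.47, edgeR adjusted p = 0.752, 4 of 4 HCV subjects below the control mean) and -1.83 in PSC (standard error 0.48, edgeR adjusted p = 0.469, all 4 PSC subjects below all 4 controls). The exact permutation p for IFNG was 0.0286 in NASH, 0.0857 in HCV and 0.0286 in PSC. The pathway scores of the paper were not analysed here.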

Remarkably, apoptosis of hepatic stellate cells (HSC) was downregulated in the rNK cells from NASH, HCV, and PSC livers, mainly due to the significant downregulation of FASLG and IFNG (**Figures 4A–C**). In PSC, we also found that both rNK and cNK cells were upregulated for activation of HSC. Migration of HSCs was also upregulated in rNK cells from the NASH group.

**Figure 5G** shows a heatmap with several genes significantly expressed in our dataset with pro-fibrotic function. They are GZMK, TGFB1, LTB, NCF1, XCL1, GZMM, GZMA, CCL5, HMGB1, ITGAB2, and CCL4. 

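Of the 11 genes of the profibrotic list tested in rNK-like cells, 10 were higher in NASH, 11 in HCV and 11 in PSC than in controls. In NASH, for the list, 6 genes were compared, with edgeR adjusted p values that all round to 1. NCF1 changed by 1.13 (standard error 0.30), from 31.7 ± 9.58 to 69.1 ± 20.9 CPM, with all 4 NASH subjects above all 4 controls. GZMM went from 485 ± 179.6 to 477 ± 325 CPM, a change of -0.02 (standard error 0.44), with 2 of 4 NASH subjects below the control mean. GZMA changed by 0.90 (standard error 0.44), from 894 ± 326 to 1672 ± 809 CPM, with 3 of 4 NASH subjects above the control mean. CCL5 went from 1878 ± 1002 to 2551 ± 889.7 CPM, a change of 0.44 (standard error 0.34), with 3 of 4 NASH subjects above the control mean. HMGB1 (ENSG00000189403, chromosome 13, 30456704 to 30617597) changed by 0.10 (standard error 0.24), from 829 ± 146 to 886 ± 41.8 CPM, with 4 of 4 NASH subjects above the control mean. ITGB2 (ENSG00000160255, chromosome 21, 44885953 to 44931989) went from 178 ± 50.2 to 309 ± 213 CPM, a change of 0.80 (standard error 0.51), with 3 of 4 NASH subjects above the control mean. In HCV, for the list, 10 genes were compared, with an edgeR adjusted p of at least 0.169 for each. GZMK changed by 0.88 (standard error 0.37), from 466 ± 145 to 859 ± 369 CPM, with 4 of 4 HCV subjects above the control mean. NCF1 went from 31.7 ± 9.58 to 102 ± 21.4 CPM, a change of 1.68 (standard error 0.31), with all 4 HCV subjects above all 4 controls. TGFB1 changed by 0.19 (standard error 0.53), from 386 ± 335 to 439 ± 152 CPM, with 3 of 4 HCV subjects above the control mean. LTB went from 63.2 ± 26.3 to 77.2 ± 34.9 CPM, a change of 0.28 (standard error 0.38), with 3 of 4 HCV subjects above the control mean. GZMM changed by 0.22 (standard error 0.45), from 485 ± 179.6 to 567 ± 234 CPM, with 3 of 4 HCV subjects above the control mean. GZMA went from 894 ± 326 to 1466 ± 754 CPM, a change of 0.71 (standard error 0.43), with 3 of 4 HCV subjects above the control mean. CCL5 changed by 0.68 (standard error 0.34), from 1878 ± 1002 to 3005 ± 724 CPM, with 4 of 4 HCV subjects above the control mean. HMGB1 went from 829 ± 146 to 939 ± 108 CPM, a change of 0.18 (standard error 0.24), with 3 of 4 HCV subjects above the control mean. ITGB2 changed by 0.10 (standard error 0.51), from 178 ± 50.2 to 191 ± 125 CPM, with 2 of 4 HCV subjects above the control mean. CCL4 went from 6920.4 ± 3406 to 7279 ± 3261 CPM, a change of 0.07 (standard error 0.55), with 2 of 4 HCV subjects above the control mean. In PSC, for the list, 2 genes were compared, with an edgeR adjusted p of at least 0.73 for each. HMGB1 changed by 0.41 (standard error 0.24), from 829 ± 146 to 1105 ± 301 CPM, with 3 of 4 PSC subjects above the control mean. ITGB2 went from 178 ± 50.2 to 352 ± 121 CPM, a change of 0.98 (standard error 0.51), with 3 of 4 PSC subjects above the control mean. The list entry ITGAB2 was read as ITGB2. The list was chosen by the study on these samples and is not independent evidence.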

We found that these genes were mostly upregulated in cirrhotic rNK cells when compared to non-diseased controls.

### 3.6 Single-cell RNAseq maps eight distinct hepatic NK cell subsets in human livers

We deepened the clustering analysis of the He-NK cells and found a total of eight He-NK cell subsets present both in physiological and pathological conditions (**Figure 6A**). 

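At a resolution of 0.2, 10 clusters were found, of which 8 were NK cells. Clusters 8 and 9 had myeloid and plasma cell markers and were removed. Of the 8, 7 were matched to the paper's subsets by its marker lists, cluster 0 to C5, 1 to C1, 2 to C0, 3 to C2, 4 to both C3 and C4, 5 to C6 and 7 to C7. C3 and C4 share a list and were not separated here, and each list went to the 1 cluster with its highest mean. Cluster 6 with 4971 cells, led by PTGDS, was the highest for none, but its mean log2 fold over the C1 list was 1.31 against 1.68 in cluster 1, so it is C1-like as well. Cluster 3 had the highest mean for C2, at 0.71, while its 10 leading genes were IFNG and heat-shock genes such as HSPA6 and HSPA1A, with no gene of the C2 list, and ANXA1 of that list was lower there than in clusters 1 and 5. Values given for C2 are thus those of a cluster led by heat-shock genes. XCL1 had 3935 CPM in cluster 2, GNLY 12073 in cluster 1, JUN 3962 in cluster 3 and CCL4L2 18615 in cluster 4. In cluster 5, IL7R had 2169.8 CPM, and in cluster 7 PCLAF had 488. These markers did the matching and so cannot test it. Every cluster held cells of all 4 groups.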

Among the most relevant gene overexpressed by each cluster, we highlight XCL1, XCL2, IFRD1, and REL in cluster C0; GNLY, GZMB, FCGR3, PRF1, and GZMH in cluster C1; ANXA1, EGR1, and JUN in cluster C2; CCL4L1, CCL4L2, CCL4, CCL3, IFNG, and CD69 in clusters C3 and C4; GZMK, IL2RB and CXCR6 in cluster C5; IL7R, LTB, CD52, CSF2, KIT, AREG, and SELL in C6; and PCLAF in cluster C7 (**Figure 6B**).

**Figure 6:**
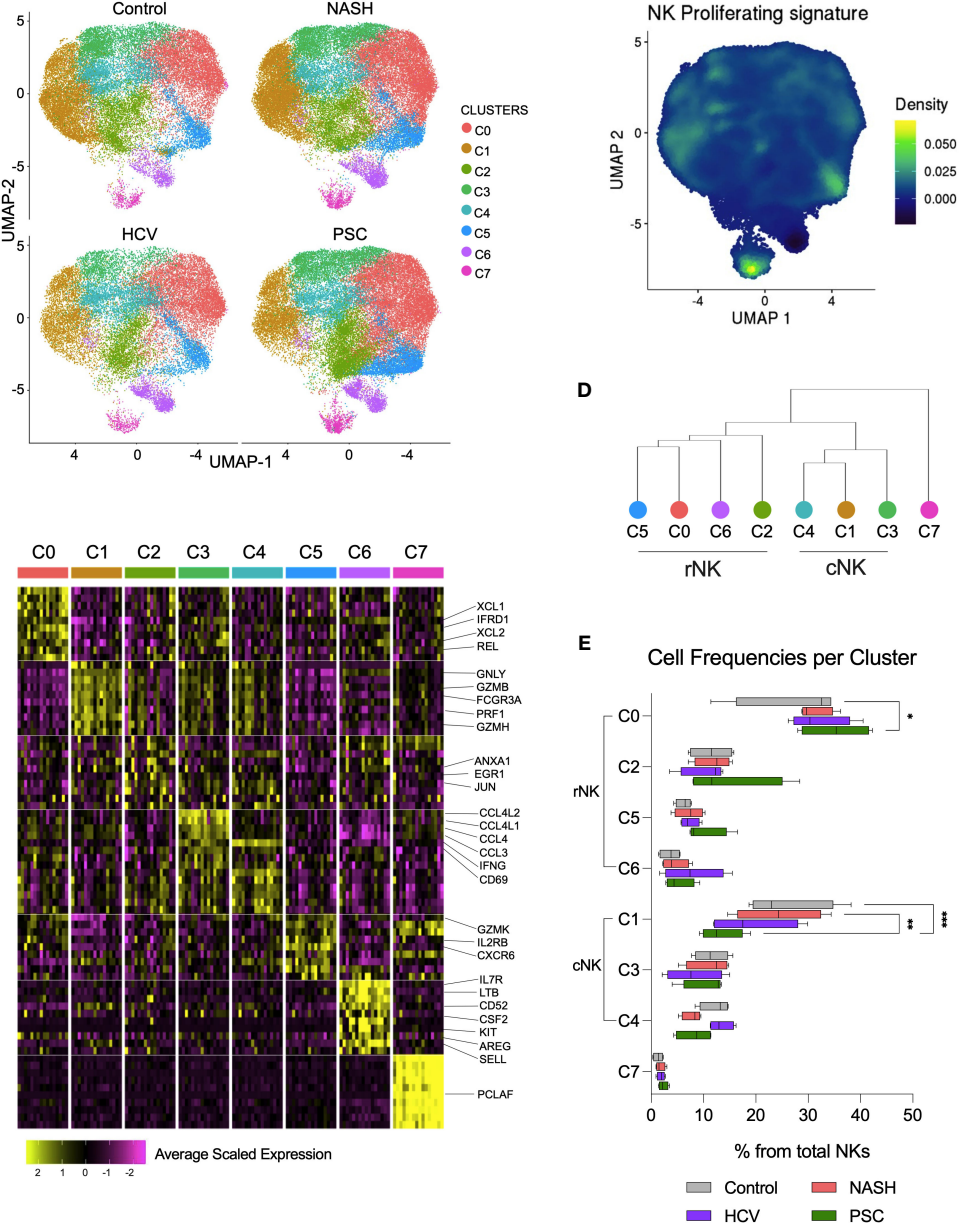
Single-cell RNAseq revealed eight subsets of hepatic NK cell in end-stage liver diseases. **(A)** UMPAs showing He-NK cells clusters in healthy, NASH, HCV, and PSC livers. **(B)** The main transcriptomic markers observed in each cluster indicated that clusters C0, C2, C5 and C6 are rNK cells, clusters C1, C3 and C4 are cNK cells and C7 displays features of cycling NK cells. **(C)** Dendrogram showing the relationships of NK cell clusters. **(D)** The analysis of cell frequencies per cluster showed significant variation of cells in clusters C0 and C1. *P-value < 0.05; **P-value < 0.01; ***P-value < 0.001.

Clusters C0, C2, C5, and C6 overlapped with the rNK cell subpopulation, while clusters C1, C3, and C4 overlapped with the cNK cells (**Figure 3A**, **Supplementary Figure 2**). 

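The marker difference (mean log2 of the rNK list minus the cNK list) was 1.60 in cluster 2 (C0), 1.98 in cluster 0 (C5), -0.16 in cluster 3 (C2) and 0.99 in cluster 5 (C6). It was -2.12 in cluster 1 (C1) and -0.23 in cluster 4 (C3 and C4). Clusters 3 and 4 thus stayed below 0.5 on either side and were left unnamed.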

Cluster C7 overexpressed genes specific for cycling cells, such as MKI67, KLRF1, TYMS, TRDC, TOP2A, FCER1G, PCLAF, CD247, CLSPN, and ASPM (**Figure 6C**), and therefore, it was classified as proliferating NK cells. The hierarchical clustering of the gene expression profiles supported this classification (**Figure 6D**).

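The share of NK cells in each cluster was compared between groups. In cluster 2 (C0) it was 16.1% ± 6.22 in controls, 15.2% ± 2.44 in NASH, 14.1% ± 5.32 in HCV and 17.1% ± 4.31 in PSC, with an exact Kruskal-Wallis p of 0.658. In cluster 1 (C1) it was 25.4% ± 12.3 in controls, 26.0% ± 6.40 in NASH, 20.4% ± 11.6 in HCV and 13.3% ± 3.65 in PSC (exact Kruskal-Wallis p = 0.157). The 2 clusters with the smallest Kruskal-Wallis p were cluster 0 (C5) at 0.0199 and the C1-like cluster 6 at 0.0248.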

We estimated the frequencies of each subset among the total hepatic NK cells and found that the clusters C0 and C1 frequencies vary according to the disease etiology. 

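In PSC, cluster 2 (C0) differed from controls by 1.03 points (exact permutation p = 0.857), with 2 of 4 subjects above the control mean. Cluster 1 (C1) differed by -12.2 points (exact permutation p = 0.171), with all 4 PSC subjects below the control mean. Counted together with the C1-like cluster 6, a setting chosen after seeing the data, it was 14.4% against 34.9%, a difference of -20.5 points with all 4 PSC subjects below all 4 controls (exact permutation p = 0.0286, 0.0857 after adjustment over 3 diseases). At a resolution of 0.1, 1 cluster was the best match of both C0 and C5, and it held 53.8% of PSC and 34.7% of control NK cells (exact permutation p = 0.0571). Without integration, the cluster matched to C0 held 34.0% of PSC and 2.23% of control NK cells (exact permutation p = 0.0286), the alternative that moved this share most, and the one matched to C1 16.4% and 7.44%. That setting differed from the main clustering in centring and resolution as well. Clustered without the genes the Results name as changed, the cluster matched to C0 held 2.92% and 3.97%. With 3914 cells, it was also the best match of the list of C3 and C4, so this share is not that of C0 alone. The cluster matched to C1 there held 19.6% and 34.8% (exact permutation p = 0.0571). Cluster 0 (C5) rose by 18.3 points (exact permutation p = 0.0286), and cluster 6 changed by -8.34 points (exact permutation p = 0.0286), each with a p of 0.343 after Benjamini-Hochberg adjustment over clusters and diseases.

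**Figure D9:**
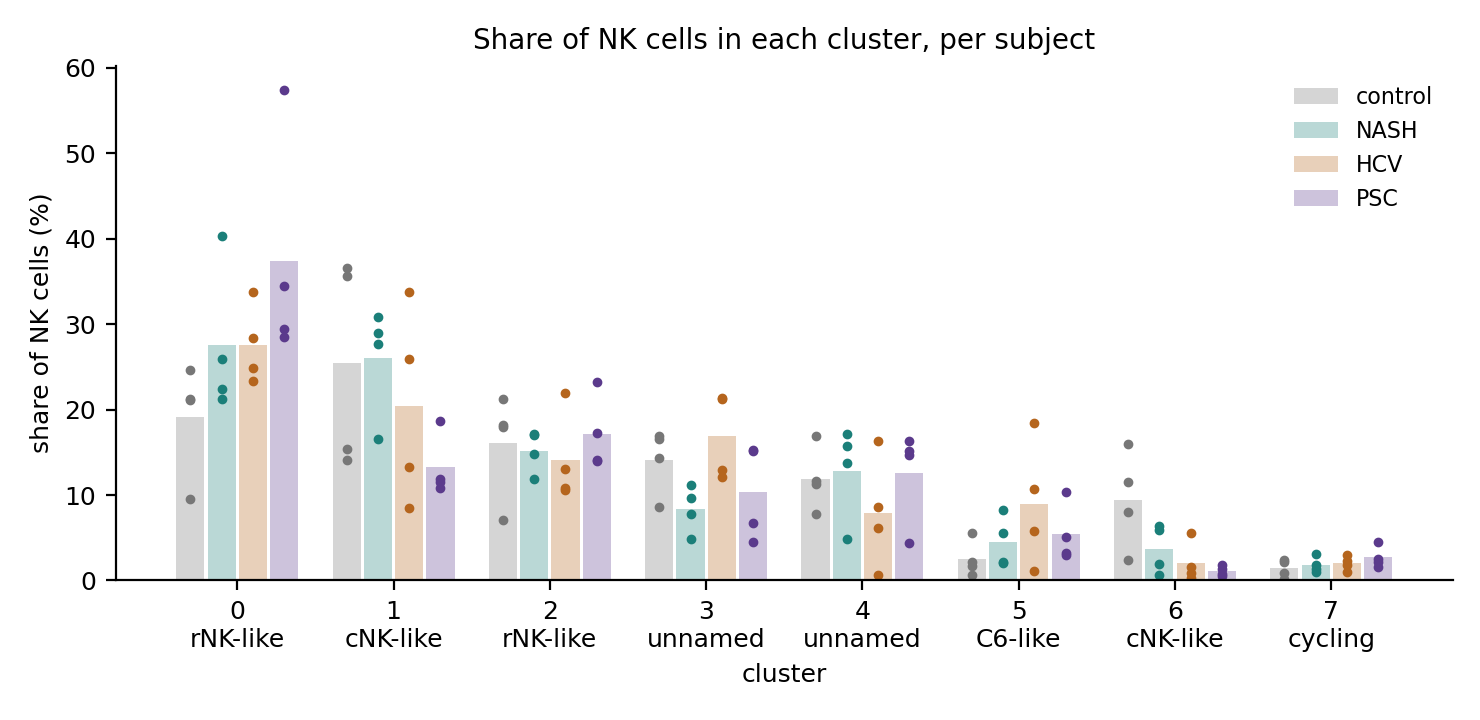
Share of NK cells in each cluster in percent; each point is 1 subject and each bar the mean of 4 in its group. Cluster 0 is highest and cluster 6 lowest in PSC.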

Cluster C0 significantly increased in PSC, while cluster C1 significantly decreased in PSC livers (**Figure 6E**), supporting the increased predominance of rNK cell subpopulation over cNK cells in PSC, shown in **Figure 3B**. We performed RNA velocity analysis to understand better the cellular transitions underpinning this fluctuation. The hepatic NK cell differentiation flow in non-diseased control livers progresses from the cNK subset C1 to the rNK cluster C0. Clusters C3 and C4 are transient cNK cells deriving from the C1 subset. The RNA velocities of the rNK clusters C2 and C5 also flow toward the C0 subpopulation. However, clusters C6 and C7 do not contribute to other clusters’ formation (**Supplementary Figure 3A**). Evaluating the RNA trajectories in the diseased groups, we observed that in advanced NASH, the flow of cell differentiation goes from clusters C1 and C3 toward cluster C0, both *via* the transient cluster C4. Clusters C2 and C5 also contributed to C0 formation. Differently from the control, cluster C1 shows less intense RNA velocity, with multiple vectors emerging from cluster C7 (**Supplementary Figure 3B**). In advanced cirrhosis caused by HCV infection, we observe RNA velocities directed from the cNK cluster C1 toward the rNK cluster C0 with cluster C4 as a transient state, whereas RNA velocities from cluster C3 contribute directly to cluster C0. We also observed that, like in NASH, the RNA velocity in C1 is slower(**Supplementary Figure 3C**). In end-stage PSC, we detected more intense RNA velocities from C1 to C0, with clusters C3 and C4 as transient subsets. The rNK C0 showed a slower RNA velocity than the control and the other disease groups (**Supplementary Figure 3D**).

We analyzed the effector functions of the NK cell subsets using the transcriptomic dataset, focusing on the expression of secreted cytokines, cytotoxicity markers, and overall contribution to fibrosis. In NASH, cluster C3 showed the strongest positive regulation of cytokines production (**Figure 7A**). Most of the clusters express CCL3, CCL4, and XCL1 and were inhibited for IFNG and TNF expression. 

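In NASH, cluster by cluster against controls, CCL3 changed by 0.32 in cluster 3 (C2) to 1.29 in cluster 5 (C6), 7 of 7 clusters upward. CCL4 changed by 0.34 in cluster 3 (C2) to 1.24 in cluster 5 (C6), upward in 7 of 7 clusters, and XCL1 changed by 0.26 in cluster 5 (C6) to 1.84 in cluster 1 (C1), upward in 7 of 7. IFNG changed by -2.43 in cluster 5 (C6) to -0.59 in cluster 3 (C2), downward in 7 of 7 clusters, and TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336) changed by -1.34 in cluster 2 (C0) to 0.13 in cluster 5 (C6), downward in 6 of 7. Of these 35 tests the smallest edgeR adjusted p was 0.768, for IFNG in cluster 5 (C6), at 129 ± 27.5 against 699 ± 478 CPM with all 4 NASH subjects below all 4 controls. Leaving out each subject in turn moved that change from -2.76 to -1.98. Cluster 7 (C7) had 3 control subjects with enough cells. The clusters were found with cells of all groups, and the genes tested here also took part in the clustering. Adjusted over the list alone, 5 genes passed in cluster 4 (C3 and C4), 2 each in clusters 2 (C0) and 0 (C5), and 1 in cluster 5 (C6). The study chose the list on these samples, so this is not independent evidence.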

Among the rNK cells, cluster C0 expressed mediators known to participate in inflammation during obesity (CCL5 and IL32). 

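Between NASH and control cells of cluster 2 (C0), 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL5 changed by 0.46 (standard error 0.32), from 1907 ± 945 to 2616 ± 864 CPM, with 3 of 4 NASH subjects above the control mean. IL32 went from 406 ± 196 to 709.5 ± 535 CPM, a change of 0.80 (standard error 0.54), with 2 of 4 NASH subjects above the control mean.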

Cluster C2 expressed TGFB1, a pro-fibrotic factor. 

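In NASH against control cells of cluster 3 (C2), TGFB1 had 252 ± 54.4 CPM in NASH and 262 ± 99.0 in controls, a log2 fold change of -0.06 (standard error 0.28, edgeR adjusted p = 1), with 2 of 4 NASH subjects below the control mean.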

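Within cluster 0 (C5), in NASH, 3 genes were compared, with edgeR adjusted p values that all round to 1. TGFB1 changed by 0.39 (standard error 0.54), from 394 ± 351 to 516 ± 320.2 CPM, with 1 of 4 NASH subjects above the control mean. CCL5 went from 1841 ± 1009.9 to 2518 ± 872 CPM, a change of 0.45 (standard error 0.35), with 3 of 4 NASH subjects above the control mean. IL32 changed by 0.72 (standard error 0.54), from 418 ± 233 to 687 ± 491 CPM, with 2 of 4 NASH subjects above the control mean. From these genes the paper proposes that C5 takes part in the progress of NASH.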

Cluster C5 expressed genes TGFB1, CCL5, and IL32, suggesting participation in NASH progression. Cluster C6 expressed CCL20, chemokine elevated during obesity. 

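In NASH against control cells of cluster 5 (C6), CCL20 (ENSG00000115009, chromosome 2, 227805739 to 227817564) had 107 ± 165 CPM in NASH and 16.7 ± 17.6 in controls, a log2 fold change of 2.45 (standard error 1.16, edgeR adjusted p = 1), with 2 of 4 NASH subjects above the control mean. The change ran from 0.52 to 3.20 with each subject left out in turn.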

Among the cNK cells, all clusters expressed CCL4L2. 

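In NASH cells of cluster 1 (C1), CCL4L2 changed by 0.65 (standard error 1.00, edgeR adjusted p = 1), from 612 ± 313 in controls to 963 ± 586 CPM in NASH, with 3 of 4 NASH subjects above the control mean. In those of cluster 4 (C3 and C4), CCL4L2 had 18480.1 ± 8271 CPM in NASH and 13618 ± 3006 in controls, a log2 fold change of 0.44 (standard error 0.69, edgeR adjusted p = 1), with 3 of 4 NASH subjects above the control mean.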

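In NASH against control cells of cluster 1 (C1), XCL2 changed by -0.05 (standard error 0.75, edgeR adjusted p = 1), from 567 ± 263 in controls to 548 ± 511 CPM in NASH, with 2 of 4 NASH subjects below the control mean. In cluster 4 (C3 and C4), IL32 had 720.3 ± 565 CPM in NASH and 538 ± 364 in controls, a log2 fold change of 0.42 (standard error 0.59, edgeR adjusted p = 1), with 2 of 4 NASH subjects above the control mean.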

The subset C1 also expressed XCL2, and the clusters C3 and C4 expressed IL32.

**Figure 7:**
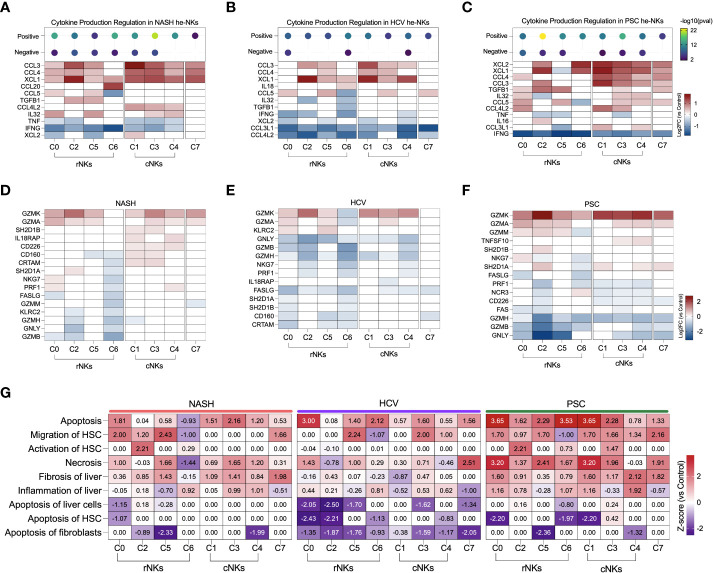
Transcriptomic analysis of NK cell clusters effector functions in end-stage liver diseases. **(A–C)** Top: Enrichment scores for cytokine production regulation. Bottom, main cytokines expressed by NK cells. NASH **(A)**, HCV **(B)**, and PSC **(C)**. **(D–F)** Main genes related to cytotoxicity expressed by NK cells in. NASH **(D)**, HCV **(E)**, and PSC **(F)**. **(G)** Heatmap displaying the main biological processes related to inflammation and fibrosis.

In He-NK cells from HCV cirrhotic livers, most of the clusters showed a weak positive regulation of cytokine production with inhibition of CCL3L1 and CCL4L2 gene expression (**Figure 7B**). 

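In HCV, CCL3L1 changed by -1.49 in cluster 3 (C2) to -0.78 in cluster 4 (C3 and C4), downward in 7 of 7 clusters. CCL4L2 changed by -0.86 in cluster 3 (C2) to 0.17 in cluster 7 (C7), downward in 6 of 7. The smallest edgeR adjusted p of the 14 tests was 0.917. Both are near-identical copies of other chemokine genes, so their counts are uncertain. Adjusted over the list alone, 2 genes passed in cluster 1 (C1) and 1 in cluster 3 (C2) in HCV, on a list the study chose on these samples, which is not independent evidence.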

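Among the clusters matched to rNK subsets, IFNG changed by -1.10 in cluster 5 (C6) to -0.51 in cluster 3 (C2), downward in 4 of 4. XCL1 changed by 0.19 in cluster 5 (C6) to 0.73 in cluster 3 (C2), upward in 4 of 4. The smallest edgeR adjusted p was 0.825 over these 8 tests.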

Most of the rNK cell subsets were also inhibited for IFNG while expressing high levels of XCL1. Additionally, cluster C6 expressed IL18, a pro-inflammatory cytokine elevated in HCV cirrhotic patients (32), while cluster C5 expressed CCL3, CCL4, and CCL5. 

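In HCV cells of cluster 5 (C6), IL18 (ENSG00000150782, chromosome 11, 112143253 to 112164096) had 62.8 ± 5.65 CPM in HCV and 33.2 ± 18.3 in controls, a log2 fold change of 1.04 (standard error 0.45, edgeR adjusted p = 1), with all 4 HCV subjects above all 4 controls. In HCV against control cells of cluster 0 (C5), 3 genes were compared, with an edgeR adjusted p of at least 0.744 for each. CCL3 changed by 0.50 (standard error 0.58), from 1496 ± 922 to 2119 ± 674 CPM, with 3 of 4 HCV subjects above the control mean. CCL4 went from 2408 ± 993 to 3452 ± 1111 CPM, a change of 0.52 (standard error 0.54), with 3 of 4 HCV subjects above the control mean. CCL5 changed by 0.71 (standard error 0.35), from 1841 ± 1009.9 to 3004 ± 739.6 CPM, with 4 of 4 HCV subjects above the control mean.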

All cNK clusters expressed CCL3 and XCL1. 

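In HCV against control cells of cluster 1 (C1), 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL3 changed by 0.68 (standard error 0.53), from 2330.2 ± 1616 to 3732 ± 558 CPM, with 4 of 4 HCV subjects above the control mean. XCL1 went from 159 ± 87.9 to 612 ± 565 CPM, a change of 1.94 (standard error 0.81), with 3 of 4 HCV subjects above the control mean. In HCV against control cells of cluster 4 (C3 and C4), 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL3 changed by 0.51 (standard error 0.44), from 6182 ± 2549 to 8817 ± 5593 CPM, with 2 of 4 HCV subjects above the control mean. XCL1 went from 1578 ± 341 to 1713 ± 1390.5 CPM, a change of 0.13 (standard error 0.53), with 2 of 4 HCV subjects above the control mean.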

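In HCV cells of cluster 1 (C1), CCL4 changed by 0.65 (standard error 0.39, edgeR adjusted p = 1), from 5420.2 ± 460.4 in controls to 8486 ± 1514 CPM in HCV, with all 4 HCV subjects above all 4 controls. For recruiting chemokines in HCV cells of cluster 4, 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL4 changed by 0.60 (standard error 0.35), from 14988 ± 3556 to 22742 ± 10106 CPM, with 4 of 4 HCV subjects above the control mean. CCL5 went from 2736 ± 1467 to 3567 ± 1362 CPM, a change of 0.38 (standard error 0.36), with 3 of 4 HCV subjects above the control mean.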

Cluster C1 expressed CCL4, and cluster C3 expressed CCL4 and CCL5, showing the importance of these subsets in the recruitment of cells. 

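In HCV cells of cluster 7 (C7), CCL5 changed by 0.39 (standard error 0.32, edgeR adjusted p = 1), from 1413 ± 667 in controls to 1849.8 ± 431 CPM in HCV, with 3 of 4 HCV subjects above the control mean.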

Cluster C7 expressed CCL5.

The clusters C2 and C3 in PSC displayed the highest scores for positive regulation of cytokine production (**Figure 7C**). The majority of the rNK subsets expressed TGFB1, except C6. 

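TGFB1 was compared in PSC in 3 clusters matched to rNK subsets. In cluster 2 (C0), it changed by 0.72 (standard error 0.50, edgeR adjusted p = 0.808), from 368 ± 299 in controls to 609 ± 285 CPM in PSC, with 4 of 4 PSC subjects above the control mean. In cluster 3 (C2), it changed by 0.16 (standard error 0.28, edgeR adjusted p = 0.975), from 262 ± 99.0 in controls to 293 ± 72.1 CPM in PSC, with 3 of 4 PSC subjects above the control mean. In cluster 0 (C5), it had 683 ± 398 CPM in PSC and 394 ± 351 in controls, a log2 fold change of 0.79 (standard error 0.54, edgeR adjusted p = 0.793), with 3 of 4 PSC subjects above the control mean.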

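In PSC against control cells of cluster 2 (C0), 4 genes were compared, with an edgeR adjusted p of at least 0.678 for each. CCL4 changed by 0.54 (standard error 0.47), from 12246 ± 6681 to 17811 ± 6189 CPM, with 3 of 4 PSC subjects above the control mean. IL32 went from 406 ± 196 to 657 ± 380.2 CPM, a change of 0.69 (standard error 0.54), with 4 of 4 PSC subjects above the control mean. CCL5 changed by 0.91 (standard error 0.32), from 1907 ± 945 to 3574 ± 178 CPM, with all 4 PSC subjects above all 4 controls. CCL4L2 went from 835 ± 380.3 to 1842 ± 1421 CPM, a change of 1.14 (standard error 0.99), with 3 of 4 PSC subjects above the control mean. Within cluster 3 (C2), in PSC, 4 genes were compared, with an edgeR adjusted p of at least 0.864 for each. XCL1 changed by 0.79 (standard error 0.42), from 931 ± 399.7 to 1614 ± 236 CPM, with 4 of 4 PSC subjects above the control mean. XCL2 went from 1615 ± 819 to 2728 ± 709.9 CPM, a change of 0.76 (standard error 0.44), with 4 of 4 PSC subjects above the control mean. CCL3 changed by 0.47 (standard error 0.35), from 3810.3 ± 1699.6 to 5290.3 ± 2297 CPM, with 3 of 4 PSC subjects above the control mean. IL16 (ENSG00000172349, chromosome 15, 81159575 to 81314058) went from 88.7 ± 22.9 to 101 ± 25.8 CPM, a change of 0.18 (standard error 0.23), with 2 of 4 PSC subjects above the control mean.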

Cluster C0 expressed cytokines involved in liver inflammation (CCL4, IL32, CCL5, CCL4L2), and cluster C2 expressed the chemoattractants XCL1 and XCL2, CCL3, and IL16. 

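In PSC cells of cluster 0 (C5), CCL5 changed by 0.91 (standard error 0.35, edgeR adjusted p = 0.693), from 1841 ± 1009.9 in controls to 3470.4 ± 106 CPM in PSC, with all 4 PSC subjects above all 4 controls. In PSC against control cells of cluster 5 (C6), 2 genes were compared, with an edgeR adjusted p of at least 0.819 for each. XCL1 changed by 0.80 (standard error 0.26), from 2348 ± 581 to 4073 ± 1014 CPM, with all 4 PSC subjects above all 4 controls. XCL2 went from 1819.7 ± 877 to 4876 ± 1551 CPM, a change of 1.42 (standard error 0.35), with all 4 PSC subjects above all 4 controls.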

Cluster C5 expressed CCL5, and cluster C6 expressed XCL1, and XCL2. 

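In PSC against control cells of cluster 1 (C1), 4 genes were compared, with an edgeR adjusted p of at least 0.485 for each. XCL1 changed by 2.20 (standard error 0.81), from 159 ± 87.9 to 732 ± 408 CPM, with 4 of 4 PSC subjects above the control mean. XCL2 went from 567 ± 263 to 1812 ± 926 CPM, a change of 1.68 (standard error 0.77), with all 4 PSC subjects above all 4 controls. CCL4 changed by 1.29 (standard error 0.40), from 5420.2 ± 460.4 to 13299 ± 6797 CPM, with 3 of 4 PSC subjects above the control mean. CCL3 went from 2330.2 ± 1616 to 4734 ± 2561 CPM, a change of 1.02 (standard error 0.53), with 3 of 4 PSC subjects above the control mean. Within cluster 4 (C3 and C4), in PSC, 4 genes were compared, with an edgeR adjusted p of at least 0.586 for each. XCL1 changed by 1.28 (standard error 0.54), from 1578 ± 341 to 3821 ± 1155 CPM, with all 4 PSC subjects above all 4 controls. XCL2 went from 2532 ± 542 to 6149 ± 1157 CPM, a change of 1.28 (standard error 0.52), with all 4 PSC subjects above all 4 controls. CCL4 changed by 1.05 (standard error 0.36), from 14988 ± 3556 to 31108 ± 7233 CPM, with all 4 PSC subjects above all 4 controls. CCL3 went from 6182 ± 2549 to 12757 ± 4464 CPM, a change of 1.05 (standard error 0.44), with 4 of 4 PSC subjects above the control mean. Adjusted over the list alone, 5 genes passed in cluster 1, 6 in cluster 4, 3 each in clusters 2, 0 and 5, 2 in cluster 7 and 1 in cluster 3 in PSC. The study chose the list on these samples, and it is not independent evidence.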

All cNK clusters expressed XCL1, XCL2 CCL4, and CCL3. 

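Beside the XCL and CCL genes, in PSC cells of cluster 4, 4 genes were compared, with an edgeR adjusted p of at least 0.718 for each. TGFB1 changed by 0.65 (standard error 0.34), from 279.6 ± 143 to 439 ± 174 CPM, with 4 of 4 PSC subjects above the control mean. IL32 went from 538 ± 364 to 649 ± 422 CPM, a change of 0.27 (standard error 0.59), with 2 of 4 PSC subjects above the control mean. CCL5 changed by 0.60 (standard error 0.36), from 2736 ± 1467 to 4142 ± 436 CPM, with 4 of 4 PSC subjects above the control mean. CCL4L2 went from 13618 ± 3006 to 21564 ± 5790.3 CPM, a change of 0.66 (standard error 0.69), with 3 of 4 PSC subjects above the control mean.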

Cluster C3 was the cluster with the highest number of cytokines expressed, including TGFB1, IL32, CCL5, and CCL4L2. Cluster C4 expressed IL32, CCL5, and CCL3L1. 

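In PSC cells of cluster 4, CCL3L1 changed by 0.29 (standard error 0.78, edgeR adjusted p = 0.969), from 2882 ± 1412 in controls to 3517 ± 1747 CPM in PSC, with 3 of 4 PSC subjects above the control mean. Leaving out each subject moved it from -0.01 to 0.60.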

The cycling NK expressed more cytokines in PSC than in NASH or HCV.

Regarding cytotoxicity, the granzymes A and K were the most expressed by the NK cell subsets among all diseases (**Figures 7D–F**). 

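GZMA and GZMK were tested in 7 clusters and 3 diseases. In NASH, GZMA changed by 0.22 in cluster 1 (C1) to 0.92 in cluster 0 (C5) (upward in 7 of 7) and GZMK changed by 0.64 in cluster 5 (C6) to 1.86 in cluster 1 (C1) (upward in 7 of 7). In HCV, GZMA changed by -0.05 in cluster 5 (C6) to 0.78 in cluster 2 (C0) (upward in 6 of 7) and GZMK changed by 0.43 in cluster 5 (C6) to 2.28 in cluster 1 (C1) (upward in 7 of 7). In PSC, GZMA changed by 0.44 in cluster 5 (C6) to 1.16 in cluster 0 (C5) (upward in 7 of 7) and GZMK changed by 1.13 in cluster 5 (C6) to 3.65 in cluster 1 (C1) (upward in 7 of 7). The smallest edgeR adjusted p over these tests was 0.181, for GZMK in PSC cells of cluster 4, with all 4 PSC subjects above all 4 controls (exact permutation p = 0.0286).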

In NASH, clusters C0 and C4 expressed more PRF1 than the control group (**Figure 7D**). 

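In NASH cells of cluster 2 (C0), PRF1 had 316 ± 142 CPM in NASH and 251 ± 159.7 in controls, a log2 fold change of 0.33 (standard error 0.47, edgeR adjusted p = 1), with 3 of 4 NASH subjects above the control mean. In cluster 4 (C3 and C4), PRF1 changed by 0.09 (standard error 0.44, edgeR adjusted p = 1), from 492 ± 259 in controls to 522 ± 263 CPM in NASH, with 3 of 4 NASH subjects above the control mean.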

Clusters from the cNK cell subpopulation overexpressed genes that favor ADCC (IL18RAP, CD160, CRTAM, SH2D1A). 

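In NASH against control cells of cluster 1, 4 genes were compared, with edgeR adjusted p values that all round to 1. IL18RAP changed by 0.54 (standard error 0.38), from 108 ± 37.9 to 158 ± 65.0 CPM, with 4 of 4 NASH subjects above the control mean. CD160 (ENSG00000117281, chromosome 1, 145719471 to 145739288) went from 104 ± 66.5 to 149.99 ± 70.8 CPM, a change of 0.53 (standard error 0.46), with 3 of 4 NASH subjects above the control mean. CRTAM (ENSG00000109943, chromosome 11, 122838500 to 122872643) changed by 0.91 (standard error 0.76), from 54.4 ± 56.3 to 103 ± 126 CPM, with 2 of 4 NASH subjects above the control mean. SH2D1A (ENSG00000183918, chromosome X, 124227868 to 124373197) went from 107 ± 14.9 to 129 ± 34.2 CPM, a change of 0.27 (standard error 0.30), with 2 of 4 NASH subjects above the control mean. For the same genes in cluster 4, 4 genes were compared, with edgeR adjusted p values that all round to 1. IL18RAP changed by 0.20 (standard error 0.35), from 112 ± 18.8 to 128 ± 70.03 CPM, with 2 of 4 NASH subjects above the control mean. CD160 went from 220.3 ± 108 to 337 ± 148 CPM, a change of 0.61 (standard error 0.42), with 3 of 4 NASH subjects above the control mean. CRTAM changed by 0.54 (standard error 0.51), from 129 ± 105 to 186 ± 53.5 CPM, with 4 of 4 NASH subjects above the control mean. SH2D1A went from 156 ± 52.0 to 166 ± 19.3 CPM, a change of 0.08 (standard error 0.28), with 3 of 4 NASH subjects above the control mean.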

Among the etiologies, He-NK cell subsets from HCV subjects showed the strongest downregulation of cytotoxicity markers (**Figure 7E**). In PSC, cNK cell clusters C3 and C4 expressed TNFSF10, encoding TRAIL (**Figure 7F**).

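In PSC cells of cluster 4 (C3 and C4), TNFSF10 had 56.8 ± 22.4 CPM in PSC and 31.1 ± 4.25 in controls, a log2 fold change of 0.89 (standard error 0.30, edgeR adjusted p = 0.586), with 3 of 4 PSC subjects above the control mean. The change ran from 0.75 to 1.11 with each subject left out in turn.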

The biological processes associating He-NK cell subsets with liver fibrosis can be found in **Figure 7G**. Necrosis, liver fibrosis, and inflammation were positively regulated in several clusters, with the highest z-scores in PSC NK cell subsets.

Cell apoptosis was strongly upregulated in all the diseases, but not always in the same subsets of NK cells. Interestingly, activation of HSC was significantly upregulated in cluster C2 in NASH and PSC groups, while induction of HSC apoptosis was strongly inhibited in HCV (C0 and C2) and PSC (clusters C0, C6, and C1) subjects.

These findings support the different functions that each NK cell subset has in the cirrhotic livers and that those functions are also different according to the disease etiology.

### 3.7 Identification of innate lymphoid cells in cirrhotic livers

Since cluster C6 displayed a high expression of the genes encoding CD127 (IL7R) and c-Kit (KIT), important markers of innate lymphoid cells (ILCs) (33), we evaluated our dataset with an ILC signature based on the expression of KIT, TRDC, TTLL10, LINC01229, SOX4, KLRB1, TNFRSF18, TNFRSF4, IL1R1, HPGDS (**Figure 8A**). 

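At a resolution of 1, among the clusters with most of their cells in cluster 5 (C6), 1 cluster of 2744 cells had the highest mean of the ILC signature genes and was named ILC-like. Cluster 5 (C6) itself had 168 CPM of KIT against 1.01 in cluster 0, and 2169.8 CPM of IL7R against 25.9. KIT is among the genes that named the class.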

We identified a strong concentration of ILC-like cells as part of cluster C6. 

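Cells that were in both cluster 5 (C6) and that finer cluster were taken as ILC-like, with 262 cells in controls, 1016 in NASH, 734 in HCV and 724 in PSC.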

When we increased the resolution of our clustering analysis, C6 was subdivided into two clusters, one corresponding to ILC-like cells detected in our dataset (**Figure 8B**). 

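ILC-like cells were 1.56% ± 2.10 of NK cells in controls. They were 2.61% ± 2.45 in NASH (exact permutation p = 0.543), 4.45% ± 4.93 in HCV (exact permutation p = 0.343), and 1.99% ± 1.38 in PSC (exact permutation p = 0.571), with an exact Kruskal-Wallis p of 0.671.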

No significant difference in the frequency of ILC-like cells was observed among the diseases (data not shown). 

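In ILC-like cells, edgeR tested 6034 genes over the 14 subjects with at least 20 such cells (3 controls, 4 NASH, 3 HCV, 4 PSC). It called 0 in NASH, 1 in HCV and 0 in PSC, with 206, 295 and 423 at an unadjusted p below 0.05. DESeq2 called 9, 19 and 28. Without the filter on low counts edgeR called 84, 98 and 124, of the alternatives set in advance the one that moved these counts most. Without NASH replicate 16 the counts were 10 in NASH and 8 in PSC. The HCV count became 0 without control replicate 4 or 5, NASH replicate 14 or 15, HCV replicate 2 or PSC replicate 9 or 12, 4 without NASH replicate 16 and 8 without HCV replicate 8.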

We further analyzed the differentially expressed genes within this ILC-like cluster and observed a high number of DE genes in all the diseases (**Figure 8C**). We identified 641 genes in NASH (389 up, 252 downregulated), 752 genes in HCV (272 up, 480 downregulated), and 643 genes in the PSC group (286 up, 357 downregulated). 

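The gene called in HCV was AC245014.3 (ENSG00000276216, chromosome 1, 145281116 to 145281462), at 616 ± 218 CPM against 61.5 ± 27.0 in controls, a log2 fold change of 3.29 (standard error 0.54, edgeR adjusted p = 0.0672). All 3 HCV subjects in the fit lay above all 3 controls. It was chosen after its value was seen.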

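In ILC-like cells, edgeR called 0 genes in all 3 diseases, and also 0 in each fit with 1 subject left out. DESeq2 called 2, and edgeR without the filter on low counts called 23, of which 18 were higher and 5 lower in the diseases. An unadjusted p below 0.05 was reached by 206 genes in NASH, 295 in HCV and 423 in PSC. The enrichment of terms in shared genes was not analysed here.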

The three groups shared the expression of 272 genes, in general, enriching biological events related to immune response, cell death, and cell activation. The other genes uniquely expressed by ILC-like cells in NASH, HCV, and PSC did not enrich any pathway different than those highlighted by the genes commonly expressed. The DE genes of immunological interest identified in the ILC-like cluster are shown in **Figure 8D**. CCL4 and CXCL8 were upregulated in NASH, CXCL2 was upregulated in HCV, and LGALS3, XCL2, and IL32 were overexpressed in PSC. 

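For ILC-like cells of NASH subjects, 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL4 changed by 1.91 (standard error 0.82), from 951 ± 452 to 3599 ± 2808 CPM, with 3 of 4 NASH subjects above the control mean. CXCL8 (ENSG00000169429, chromosome 4, 73740519 to 73743716) went from 36.1 ± 29.0 to 200.04 ± 352 CPM, a change of 2.47 (standard error 1.34), with 2 of 4 NASH subjects above the control mean. In HCV, CXCL2 (ENSG00000081041, chromosome 4, 74097040 to 74099196) changed by 2.12 (standard error 0.89, edgeR adjusted p = 0.947), from 31.7 ± 20.7 in controls to 138 ± 25.9 CPM in HCV, with all 3 HCV subjects above all 3 controls. For ILC-like cells of PSC subjects, 3 genes were compared, with an edgeR adjusted p of at least 0.506 for each. LGALS3 (ENSG00000131981, chromosome 14, 55124110 to 55145423) changed by 1.89 (standard error 0.96), from 65.4 ± 38.6 to 234 ± 259 CPM, with 3 of 4 PSC subjects above the control mean. XCL2 went from 1119 ± 662 to 2782 ± 259.8 CPM, a change of 1.32 (standard error 0.42), with all 4 PSC subjects above all 3 controls. IL32 changed by 1.17 (standard error 0.33), from 801 ± 242 to 1809 ± 161 CPM, with all 4 PSC subjects above all 3 controls. Adjusted over the list alone, 2 of 6 named genes passed in NASH, 3 of 4 in HCV and 3 of 8 in PSC, which is not independent evidence because the study chose the list on these samples.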

All groups showed inhibition of IFNG expression and upregulation of AREG. 

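In NASH ILC-like cells, IFNG changed by -1.64 (standard error 0.62, edgeR adjusted p = 1), with 4 of 4 NASH subjects below the control mean, and AREG (ENSG00000109321, chromosome 4, 74445136 to 74455005) by 1.06 (standard error 0.59, edgeR adjusted p = 1), with 3 of 4 NASH subjects above the control mean. In HCV ILC-like cells, IFNG changed by -0.95 (standard error 0.65, edgeR adjusted p = 0.989), with 2 of 3 HCV subjects below the control mean, and AREG by 1.21 (standard error 0.62, edgeR adjusted p = 0.978), with 3 of 3 HCV subjects above the control mean. In PSC ILC-like cells, IFNG changed by -1.92 (standard error 0.62, edgeR adjusted p = 0.562), with all 4 PSC subjects below all 3 controls, and AREG by 0.80 (standard error 0.58, edgeR adjusted p = 0.783), with 3 of 4 PSC subjects above the control mean. Control ILC-like cells had 305 ± 165 CPM of IFNG and 1848 ± 1606 of AREG.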

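In ILC-like cells of NASH, 2 genes were compared, with edgeR adjusted p values that all round to 1. CCL20 changed by 1.58 (standard error 1.11), from 63.5 ± 68.4 to 161 ± 227 CPM, with 2 of 4 NASH subjects above the control mean. IL4I1 (ENSG00000104951, chromosome 19, 49889654 to 49929539) went from 92.1 ± 36.2 to 142 ± 131 CPM, a change of 0.71 (standard error 0.63), with 2 of 4 NASH subjects above the control mean. In ILC-like cells of PSC, 3 genes were compared, with an edgeR adjusted p of at least 0.706 for each. CCL20 changed by 0.78 (standard error 1.11), from 63.5 ± 68.4 to 101 ± 78.8 CPM, with 2 of 4 PSC subjects above the control mean. IL4I1 went from 92.1 ± 36.2 to 143 ± 86.7 CPM, a change of 0.67 (standard error 0.63), with 3 of 4 PSC subjects above the control mean. TNF changed by 1.40 (standard error 0.71), from 55.6 ± 44.6 to 140.4 ± 113 CPM, with 3 of 4 PSC subjects above the control mean. In HCV, TNF changed by 1.45 (standard error 0.74, edgeR adjusted p = 0.978), from 55.6 ± 44.6 in controls to 150.4 ± 33.9 CPM in HCV, with all 3 HCV subjects above all 3 controls.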

ILC-like cells from NASH and PSC groups were upregulated for CCL20 and IL4I1, and surprisingly TNF was upregulated in ILC-like cells from HCV and PSC subjects.

**Figure 8:**
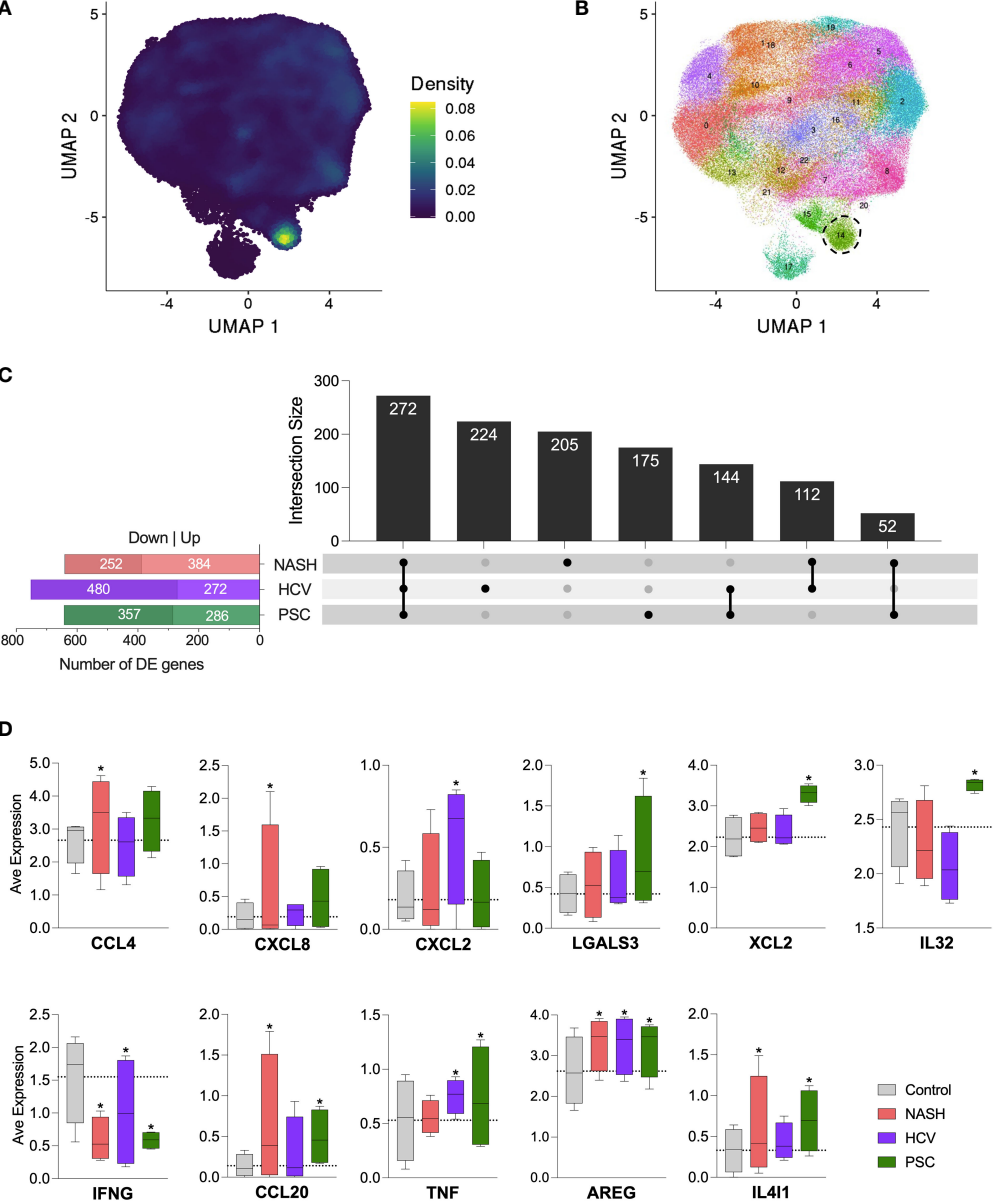
Detection of innate lymphoid-like cells (ILC-like) among hepatic NK cells in cirrhotic livers. **(A)** UMPA showing the ILC transcriptomic signature density among the cell clusters. **(B)** Increase of clustering analysis resolution showed that subset C6 subdivided into two clusters. Cluster surrounded by dot lines indicate ILC-like cells. **(C)** Differentially expressed genes identified in the ILC-like cluster and their intersections. **(D)** Average normalized expression of DE genes with immunological significance. * Significant difference compared to control cells according to DEG calculation.

## 4 Discussion

This study aimed to assess the heterogeneity of hepatic natural killer (He-NK) cells in different end-stage chronic liver diseases. NK cells are an essential component of the hepatic innate immune system, critical for removing pathogens and cancer cells. In addition, the effector function of NK cells can directly promote or constrain liver disease progression. NK cell cytotoxicity toward hepatocytes, cholangiocytes, and other liver cells is employed to achieve tissue homeostasis after an acute liver injury. Conversely, the chronic tissue insult dysregulates the inflammatory response and favors fibrosis development (34). Fibrosis progression is marked by the activation of hepatic stellate cells (HSC) and hepatic macrophages, which secrete high levels of extracellular matrix compounds, unbalancing the restoration of the damaged tissue (35, 36). At this stage, NK cells play a critical role in inducing early activated HSCs to apoptosis *via* cytotoxicity or IFN-γ secretion, thus delaying the progression of fibrogenesis (37). NK cells also contribute to liver fibrosis control through the secretion of several factors that can recruit other immune cells and shape the resulting adaptive immune response (6). As liver fibrosis progresses to cirrhosis, NK cell effector functions may become compromised: NK cells decrease the expression of cytokines, activating receptors, and degranulation capacity, allowing the permanence of activated HSCs and cirrhosis progression (38). It is unknown if dysfunctional hepatic NK cell responses in end-stage liver disease correlate to specific pathologies or merely reflect the cirrhotic microenvironment. Several factors in the liver microenvironment could affect NK cell functionality, such as inflammation level, fibrosis score, NK cell distribution, and overall liver dysfunction. Currently, we lack studies that examine the effector profiles of intrahepatic NK cells from livers in the same stage of dysfunction due to different etiologies. Therefore, our study used three distinct chronic hepatic diseases – sterile inflammation (NASH), virus-induced (HCV), and autoimmune-like (PSC) – to investigate whether and how different diseases could influence hepatic NK cells in end-stage cirrhotic liver. All patients included in this study required liver transplantation.

Firstly, we detected an expansion of the resident NK cells subpopulation in livers with end-stage cirrhosis. In non-diseased livers differently from peripheral blood, we find resident and circulating NK cells at similar rates (14). Among the analyzed diseases, PSC showed the highest increase in rNK cell frequency, with 65%, followed by HCV (58%) and NASH (55%). The scRNAseq technique provides a snapshot in time of the transcriptional state of the analyzed cells. We can determine the transcriptional changes within individual cells and predict their developmental trajectories by evaluating the ratios of spliced to unspliced mRNA using RNA velocity analysis. Our results revealed that the circulating NK cells contribute to the formation of the major resident NK cells cluster. Interestingly, this is not an exclusive feature shared by NK cells from the diseased groups. We detected similar trajectories in the non-diseased control group, which suggests that part of the cNK cells recruited to the liver are potentially intrahepatic rNK cell precursors, as already proposed by other authors (39).

The hepatic NK cells profiled in this study displayed several similarities across disease states. The expression of genes needed for NK cell effector functions, such as interferon-gamma (IFN-γ), tumor necrosis factor-α (TNF-α), granulocyte-macrophage colony-stimulating factor (CSF2), granzyme B (GZMB), and FAS ligand (FASLG), was inhibited in the majority of the NK cells from cirrhotic livers. Concurrently, we detected significant overexpression of CCL3, CCL4, and XCL1, which contribute to the recruitment of immune cells, such as monocytes, neutrophils, NK and T cells (40, 41), and XCR1-expressing dendritic cells capable of antigen cross-presentation, an event that may prolong the inflammatory response and favor fibrosis (42). CCL3 and CCL4 neutralization or the deficiency of their receptors, CCR1 and CCR5, provenly attenuate hepatic fibrogenesis and monocyte infiltration in mouse models (43). Therefore, a common feature of NK cells from cirrhotic livers despite the disease etiology is the recruitment of other inflammatory cells that may contribute to fibrosis progression.

Remarkably, our findings suggested that NK cells derived from livers affected by different diseases also displayed unique features (**Figure 9**).

**Figure 9:**
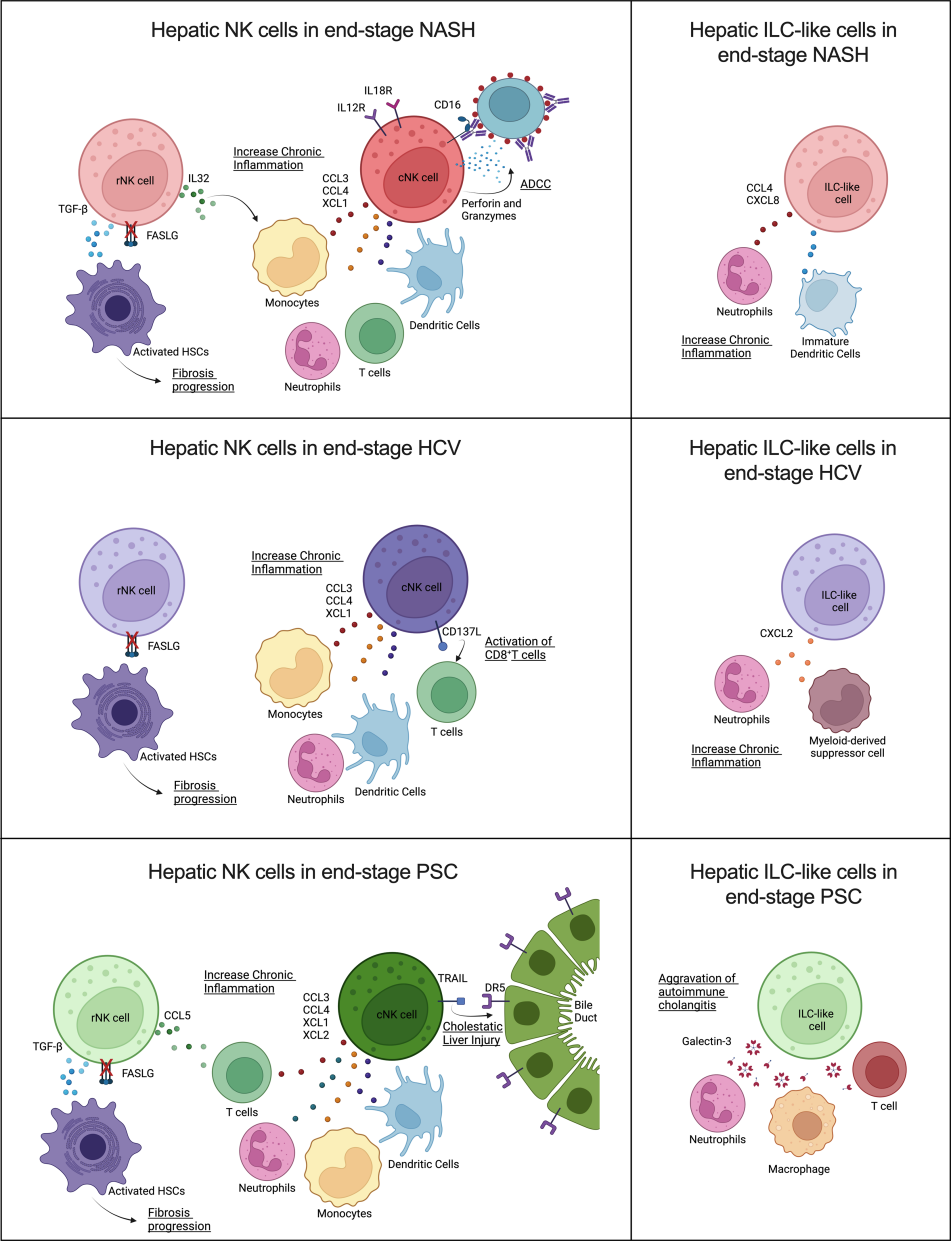
Contribution of human hepatic resident and circulating NK cells and ILC-like cells to end-stage liver diseases caused by **(A)** NASH, **(B)** HCV, and **(C)** PSC. Overall, cNK cells and ILC-like cells may contribute in different ways to chronic inflammation, while rNK cells may favor hepatic fibrosis progression by failure to kill activated hepatic stellate cells (HSC) due to inhibition of FASLG (Created with BioRender.com).

The participation of NK cells in the progression of NASH remains controversial, and the disease stage can significantly influence the NK cells’ behavior (44). Here we show that, in advanced NASH, cNK cells behave as pro-inflammatory cells. These cells expressed high levels of chemoattractants (CCL3, CCL4, and XCL1) of other immune cells that can exacerbate NASH-associated inflammation, and overexpressed IL12 and IL18 receptors, a fact that suggests they are more prone to be activated and participate in the recruitment of CD8^+^ T cells (45). In addition, these cells displayed a robust cytotoxic profile, mainly involving antibody-dependent cell-mediated cytotoxicity (ADCC). NK cell effector functions can evoke ADCC *via* binding CD16 (FCGR3) or CD32c (FCGR2) to the Fc portion of immunoglobulins in opsonized target cells. After binding, NK cells can induce cell death through degranulation, cell death receptors, or the release of pro-inflammatory cytokines (46). Although ADCC is an essential mechanism employed in tumor surveillance and viral clearance, it has also been associated with the progression or worsening of autoimmune and infectious diseases, such as neuromyelitis optica, dengue fever, and influenza, due to immunoglobulin polymorphisms or epitope-specificity antibodies produced by the organism (47–49). However, the beneficial or detrimental participation of ADCC in NASH progression has yet to be studied. The rNK cells in NASH cirrhosis expressed higher levels of TGFB1 and demonstrated inhibition of the HSC apoptosis pathway. As described before, HSC killing is one of the mechanisms used by NK cells to control fibrosis. Besides the TGF-β pro-fibrotic effects on HSCs activation and M2 macrophage polarization, this growth factor also suppresses NK cell effector functions (50). Resident NK cells also overexpressed IL32, a pro-inflammatory cytokine involved in fibrosis progression in NAFLD (51, 52). These findings suggest that rNK cells have a pro-fibrotic role in severe NASH. Moreover, the presence of ILC-like cells expressing CCL4 and CXCL8 may contribute to the effects of the cNK cells in the perpetuation of liver inflammation since these chemokines are chemoattractants for neutrophils and immature dendritic cells (45, 53).

NK cells are critically important in the early immune response for the clearance of viral infections, mainly through the production of IFN-γ and TNF-α. Although HCV infection reportedly inhibits this NK cell effector function, shifting from IFN-γ production toward cytotoxicity in the chronic phase (54), the hepatic dysfunction resulting from the HCV infection directly influences NK cell activation capacity. NK cells isolated from the blood of chronic HCV patients with high ATL levels showed increased *in vitro* degranulation capacity. Additionally, hepatic NK cells from chronic HCV patients that presented altered levels of ALT, mild hepatic inflammation, and low liver fibrosis scores displayed strong cytotoxicity markers, such as NKp46, CD122, and TRAIL (55). However, hepatic NK cells isolated from HCV-infected livers showing altered ATL levels, low scores of necroinflammation, and mild fibrosis, showed impaired degranulation but normal cytokine secretion (56). Our results demonstrated that NK cells isolated from livers with advanced fibrosis resulting from HCV infection lose both their cytokine expression and cytotoxic capacities. Most of the cytokines detected in our dataset were inhibited, mainly in the rNK cell subpopulation, which showed significant inhibition of IFNG. TNF was not significantly different from the controls in both NK cell subpopulations. On the other hand, HCV-associated cNK cells showed a pro-inflammatory profile, with high expression of the chemoattractants CCL3, CCL4, and XCL1, and the ligand TNFSF9 (CD137L), a costimulatory signal that can induce CD8^+^ T cells response against viral infection (57). The ILC-like subset also showed pro-inflammatory features overexpressing CXCL2, a chemokine that participates in the recruitment of neutrophils and myeloid-derived suppressor cells (58, 59), cells that can aggravate chronic inflammation. Of note, the rNK cell subpopulation displayed significant downregulation of several pro-inflammatory pathways, such as mTOR and NF-kB signaling, and of HSC apoptosis, which may implicate this subpopulation in the pro-fibrotic events happening in the liver in end-stage chronic HCV infection.

NK cells play diverse roles in autoimmune disorders (60). Previous studies correlate PSC pathology to the imbalance between inhibitory and activating killer-immunoglobulin receptors (KIRs) ligands observed in PSC patients, which would result in reduced inhibition or enhanced activation of NK cells circulating in the peripheral blood (61, 62). However, the participation of hepatic NK cells in the progression of PSC is still poorly understood. Our data show significant inhibition of cytotoxicity and IFNG and TNF expression in both hepatic NK cell subpopulations in advanced PSC. Nevertheless, the cNK cells significantly overexpressed the apoptosis mediator TNFSF10 (TRAIL), contradicting recent findings that showed increased TRAIL surface expression in hepatic CD56bright NK cells (rNK cells) in end-stage PSC patients (63). Human cholangiocytes constitutively expressed DR5 (TRAIL receptor), and the importance of TRAIL/DR5 signaling for the progression of cholestatic liver injury has been already shown (64). cNK cells also displayed high levels of the chemoattractants XCL1, XCL2, CCL3, and CCL4. These cells also overexpressed TNFSF9 (CD137L), a receptor involved in T cell activation that has become a significant target in autoimmune disease therapy (65). Therefore, our data suggest that cNK cells are pro-inflammatory in end-stage PSC and may also contribute to cholangiocyte death. Moreover, cNK cells also expressed more exhaustion markers than the NK cells from other groups, markedly upregulation of TIGIT, KLRC1 (NKG2), HAVCR2 (Tim-3), and downregulation of CD226 (DNAM-1), FCGR3A (CD16), and NCR3 (NKp30), which would limit the antitumor and anti-infection potential of NK cells in PSC patients. A remarkable feature of PSC-derived rNK cells was the strong upregulation of the anti-inflammatory PTEN and PPAR signaling. Both signaling pathways affect NK cell cytotoxicity. Increased PTEN signaling is shown to disturb the cytolytic synapse in NK cells (66), while increased PPAR signaling impairs the cytotoxic machinery trafficking to the NK cell-cytolytic synapse (67). Together with the fact that these cells overexpress TGFB1, our results suggest that rNK cells in end-stage PSC contribute to liver fibrosis progression. In addition, the high levels of LGALS3 expressed by the ILC-like cluster may contribute to the progression of autoimmune cholangitis (68).

Here, we characterized the immunological status of intrahepatic NK cells in cirrhotic livers derived from different pathological conditions. In summary, we showed an overall inhibition of hepatic NK cell normal effector functions in the setting of cirrhosis independent of etiology as evidenced by the downregulation of genes encoding important effector molecules such as IFN-γ. However, the overexpression of several chemokines suggests the NK cell involvement in the long-lasting inflammation characteristic of chronic liver disease. Downregulation of several pro-inflammatory pathways in NK cells derived from HCV-infected livers suggests a more profound NK cell functional inhibition in end-stage HCV than in end-stage NASH and PSC. Regarding the subpopulations, rNK may contribute to fibrosis/cirrhosis through a diminished ability to kill activated hepatic stellate cells and increased expression of TGF-β, whereas conventional/infiltrating NK cells display a pro-inflammatory profile. Infiltrating cytotoxic cNKs are likely involved in chronic tissue damage promoting fibrosis progression to cirrhosis, where ADCC may be significant for NASH and TRAIL expression may be important for PSC progression. Thus, our findings support that NK cells are actively involved in the progression of chronic/end-stage liver diseases. While our study highlights etiology-dependent and independent features of rNK and cNK cells, we cannot exclude the contribution of other factors to the observed profiles, such as age, ALT and ALP levels, or previous therapies. Although beyond the scope of this study, future functional and protein analyses would be beneficial to support our scRNA-Seq data. Also, accumulating evidence confirms that dysfunctional NK cells are suitable to be reset and recover their original functions in cancer treatment (69). Therefore, our findings improve the current knowledge of NK cell dysfunction in advanced fibrosis and offer critical information for designing therapeutical strategies targeting these cells for fibrosis prevention and treatment.

## Data availability statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE217968.

## Ethics statement

The studies involving human participants were reviewed and approved by University of Southern California Institutional Review Board (HS-18-00254). The patients/participants provided their written informed consent to participate in this study.

## Author contributions

LG-M conceived the project. AM-M and LG-M designed the experiments. LD provided clinical evaluation of human samples. AM-M and AH performed the experiments. MS designed the bioinformatic algorithms for data analysis. AM-M and MS analyzed the scRNAseq data. AM-M and LG-M analyzed the data and wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Etiology of end-stage liver cirrhosis impacts hepatic natural killer cell heterogenicity
**Source:** Front Immunol. 2023 Mar 30;14:1137034. doi: 10.3389/fimmu.2023.1137034
**Supplement:** Supplementary file 1

Etiology of end-stage liver cirrhosis impacts hepatic natural killer cell heterogenicity.

Ana C. Maretti-Mira, Matthew P. Salomon, Angela M. Hsu, Lily Dara, Lucy Golden-Mason

Contents List:

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

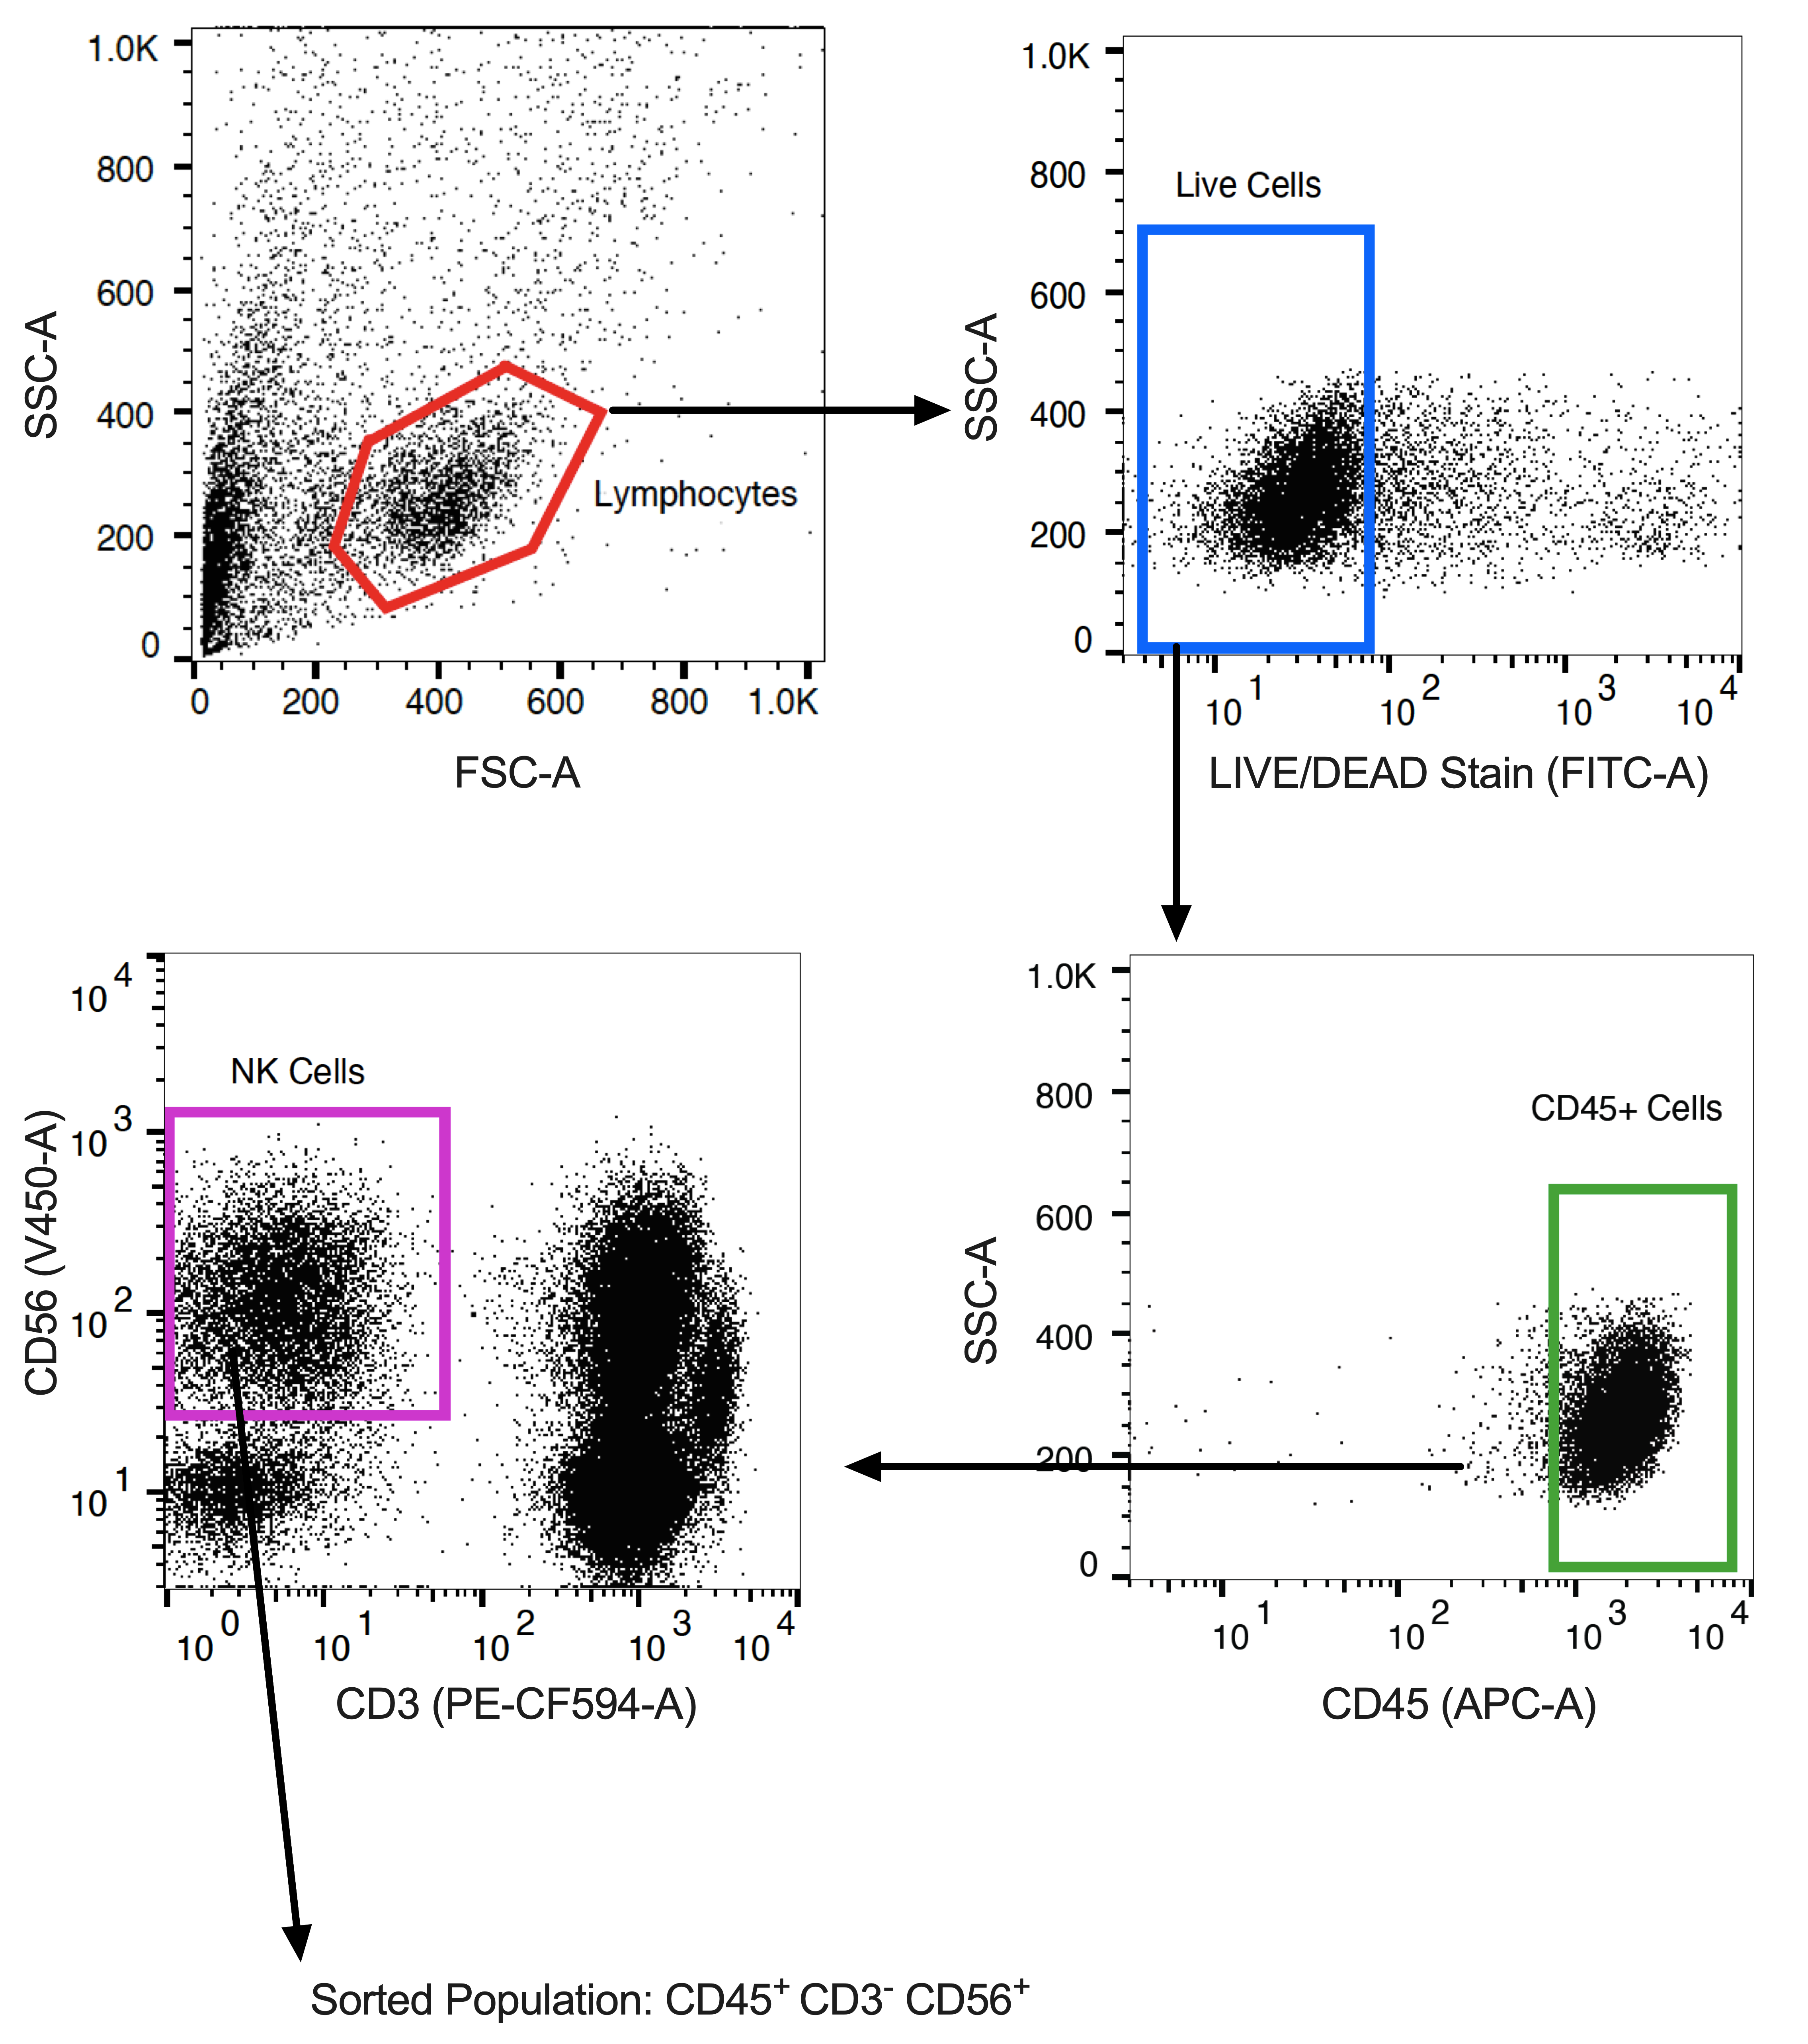

**Supplementary Figure 1:** Total NK cells sorting strategy. Representative graphics from FACS sorting showing the gating strategy used to sort total NK cells from hepatic non-parenchymal single cell suspension. Cells were isolated from human livers with advanced cirrhosis. Cells were sorted in 90% FBS solution at 4˚C.

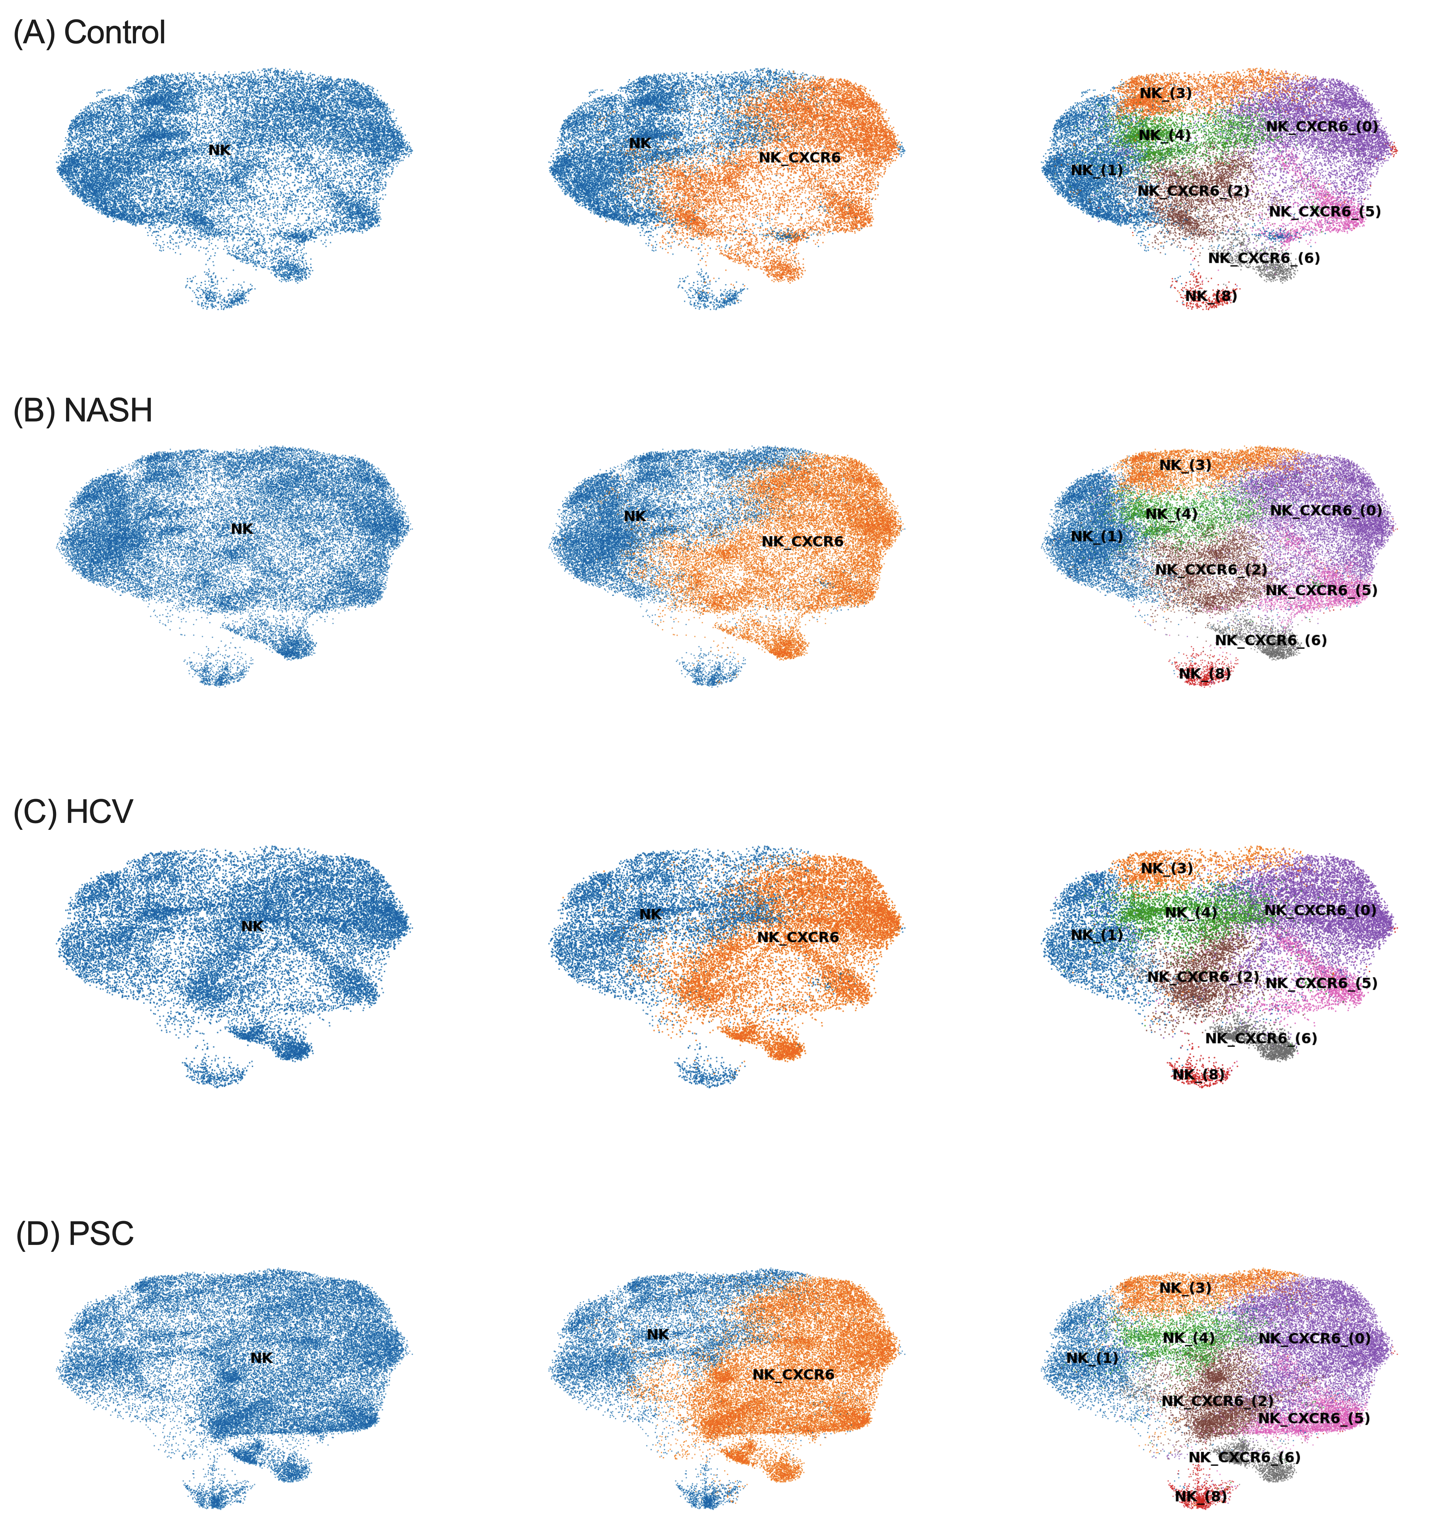

**Supplementary Figure 2:** UMAPs showing the NK cells clustering strategies. The maps showed data integrated by group: (A) non-diseased control, (B) NASH, (C) HCV, and (D) PSC. Legends: NK = cNK cells; NK_CXCR6= rNK cells; NK (1) = C1; NK (3) = C3; NK (4) = C4; NK (8) = C7; NK_CXCR6 (0) = C0; NK_CXCR6 (2) = C2; NK_CXCR6 (5) = C5; NK_CXCR6 (6) = C6.

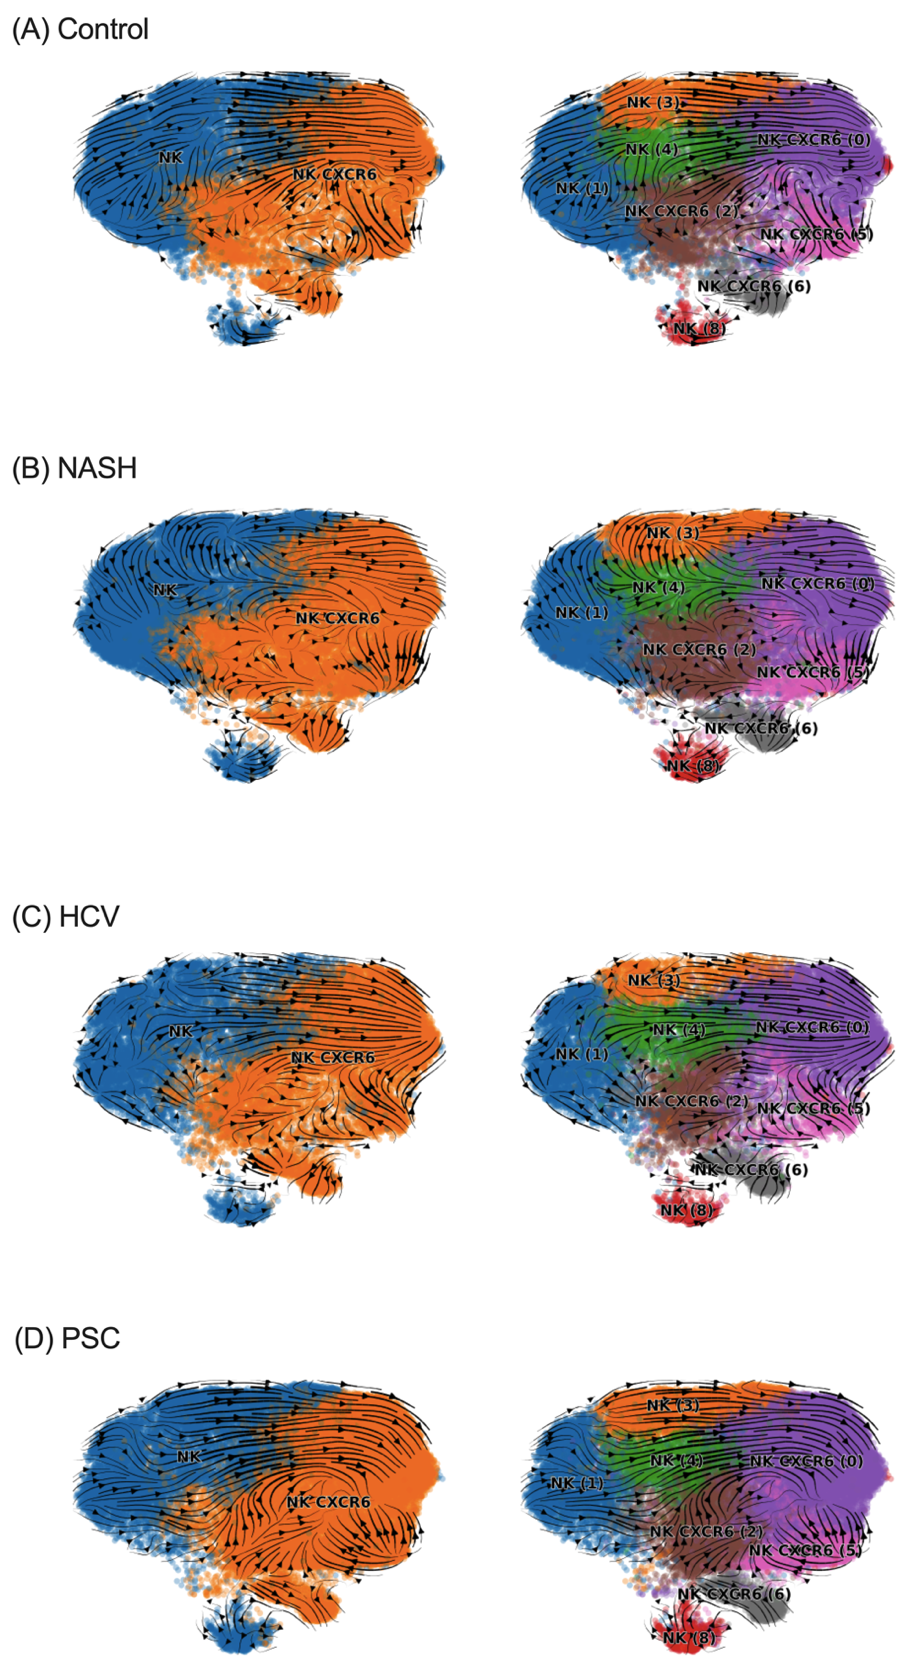

**Supplementary Figure 3:** UMAPs showing the vectors from the RNA velocity analysis performed with the NK cell clusters. The maps showed data integrated by group: (A) non-diseased control, (B) NASH, (C) HCV, and (D) PSC. Legends: NK = cNK cells; NK_CXCR6= rNK cells; NK (1) = C1; NK (3) = C3; NK (4) = C4; NK (8) = C7; NK_CXCR6 (0) = C0; NK_CXCR6 (2) = C2; NK_CXCR6 (5) = C5; NK_CXCR6 (6) = C6.

How the deposited data were processed for this re-analysis (not part of the article)

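The data are single-cell RNA counts of sorted hepatic NK cells from 16 subjects, with 4 control, 4 NASH, 4 HCV and 4 PSC subjects and 1 library each. By the paper, the controls were deceased individuals and the other subjects were patients at liver transplantation. The source of the tissue thus goes with disease in every comparison with control and cannot be told apart from it. The counts, as deposited, are unnormalized UMI counts per gene and cell barcode, which the authors made from the reads with Cell Ranger 5.0.1 and its GRCh38 reference. The files list barcodes that Cell Ranger had already called as cells, before the limits that the authors applied in Seurat 4. All files were checked to hold whole numbers and the same 36601 genes. Of these, 36366 gene identifiers were found in the annotation that gave the coordinates. The replicate numbers are those of the deposited samples, and each number is used once.

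Cells were kept with at least 500 UMIs, 500 to 5000 genes and at most 10% mitochondrial UMIs, as the paper states. The kept cells of a library held 12903231 to 47019122 UMIs, with a median per cell of 1888 to 4742 UMIs. Each library was normalized with SCTransform (sctransform 0.4.2, Seurat 5.3.0, SeuratObject 5.2.0, R 4.3.3) with 3000 variable genes and the mitochondrial share regressed. Libraries were integrated on 3000 genes and 30 dimensions through their principal components with the 4 controls as reference, and clustered at a resolution of 0.2. Anchors were found by reciprocal principal components, because the paper names no reduction and the slower canonical correlation was not run. Clusters led by the genes of other cell types were removed. For naming clusters, 51 cells with over 5% of UMIs from immunoglobulin genes were left out of the sums. A cluster was rNK-like or cNK-like where the mean log2 fold of one marker list exceeded that of the other by 0.5 and 3 of its markers were raised, with 10 CPM added before each fold. The rNK-like list held 8 genes, among them CXCR6, EOMES, ITGA1, NCAM1, KLRC1, TOX2 and IL2RB, and the cNK-like list FCGR3A, ITGA5, FGFBP2, CX3CR1, S1PR5, SPON2, PRSS23 and S1PR1. The markers that the paper gives for C0 to C7 matched clusters to its names, and ILC-like cells came from a clustering at a resolution of 1.

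UMIs of each class were summed per subject, with a subject entering at 20 cells or more. The sums held 7392338 to 46419951 UMIs in total NK cells, 2758497 to 20432763 in rNK-like and 821313 to 13932945 in cNK-like cells. Groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors, filterByExpr, limma 3.58.1), with all 4 groups in 1 fit and each disease against control. The fits held 15523 genes in total NK cells, 13468 in rNK-like, 11882 in cNK-like and 6034 in ILC-like cells. The common coefficient of variation between subjects of a group was 0.414, 0.403, 0.374 and 0.369 in these fits. Genes were called at a Benjamini-Hochberg adjusted p below 0.1, the threshold of the paper. Shares of cells and differences of changes were tested by exact permutation of the subjects, where 70 arrangements of 4 against 4 set the smallest two-sided p at 0.0286. The paper's test took cells as replicates, and here the subject is the replicate. The genes named in the text are each gene that the paper's Results state as changed, in the disease and class of cells they name, and for each disease in total NK cells the 3 genes with the smallest p in each direction among those called. Transcripts of the sex chromosomes that tell the sex of a donor were left out of the second part. The paper's own values for its genes had been seen when this rule was written.

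The marker lists, tests, thresholds for calls, rule for the named genes and most alternatives were fixed before the data were examined. The limits that turn the marker lists into names of clusters, the resolution for ILC-like cells and the leaving out of cells rich in immunoglobulin were set after the clusters had been seen. The 24 pairs of gene and disease compared between rNK-like and cNK-like cells were listed from the paper after gene tests had been run. For calls of genes the alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, only the 8 subjects of a comparison, an absolute log2 fold change above 0.27, an adjusted p below 0.05, the top 5% of doublet scores removed (Scrublet in scanpy 1.11.5), a mitochondrial limit of 5%, an equal number of cells per subject, and each subject left out in turn. The equal numbers were 2453 cells in total NK cells, 894 in rNK-like, 333 in cNK-like and 27 in ILC-like cells. Shares were also computed at resolutions of 0.1 and 0.3, without integration (leidenalg 0.10.2, 2000 variable genes, 20 neighbours), clustered without the genes the Results name as changed, and in cells thinned to 1500 UMIs, by the sign of a marker score. The clustering without integration took log-normalized counts, centred each gene within each sample and used another resolution. It thus differs from the main clustering in more than integration. The clustering without those genes left out 46 genes and kept 2954. A Wilcoxon test over cells, a grouping of clusters as in the paper's Fig. 6, the share over all NK cells, cluster 6 counted with the cluster matched to C1, and a clustering without integration named by the marker difference alone were chosen after seeing the data. The test over cells took genes found in a share of at least 0.1 of the cells of a group and a log2 fold change of at least 0.25, with a Bonferroni correction over all genes in the files.

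The edgeR fit was tested on simulated data with the real group sizes and spread over all 4 groups, with 200 genes changed in PSC. At a 4-fold change it called 44 of 66 changed genes in total NK cells, 45 of 66 in rNK-like, 53 of 66 in cNK-like and 41 of 66 in ILC-like cells. At a 2-fold change it called 16, 4, 10 and 4 of 67, and at a 1.5-fold change 0, 0, 1 and 1 of 67. Of the unchanged genes it called 3, 4, 6 and 7, and it called 0 genes by edgeR's test in groups simulated without any change. Genes were drawn independently, so structure shared between samples, to which splits of the real subjects point, was not simulated. These numbers hold only without such structure. The test over cells, on simulated cells of 8 subjects that did not differ apart from the changed genes, called 66 of 66, 53 of 67 and 32 of 67 genes changed 4-fold, 2-fold and 1.5-fold and 0 unchanged genes. The edgeR tests in total NK, rNK-like, cNK-like and ILC-like cells, and DESeq2 and the test over cells in total NK cells, were repeated over the 35 splits of the subjects of a comparison, with 10 splits of 6 subjects for ILC-like cells from HCV. Overlap between diseases was set beside 20 simulations of unchanged groups against the same controls and beside the 6 ways to give 2 diseases separate controls. The 20 simulations drew genes independently as well. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9.

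RNA velocity was left out because it needs spliced and unspliced reads, which the count files do not hold. Pathway and upstream analyses were left out because they rest on a commercial knowledge base, and term enrichment because no term lists were at hand. The text of the paper does not state whether the counting used strand, which bears on genes that overlap another gene on the opposite strand.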

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

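The tests on IFI44, AC243829.4 and the PTGDS-led cluster were chosen after these patterns were seen. For IFI44 and AC243829.4 what each explanation would give was written down before the test was run, and for the PTGDS-led cluster only after its shares by subject were seen. The list of pairs compared between the classes was made after gene tests had been run.

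Each group of 4 subjects was searched for a subject far from the other 3, over 48 groups of cell shares and 50 groups of gene values. Such a subject was found in 7 of the 98 groups, and chance alone gives about 1 in 20. Control replicate 1 had 24.1% myeloid-like and plasma-like cells among the kept cells, and the next highest control 0.883%. HCV replicate 2 had 25.8%, and the next highest HCV subject 0.595%. A sorted fraction that held more cells of other types is a technical candidate explanation, and these cells were removed before any comparison. RNA that they left in the droplets was weighed for IFI44, whose difference between HCV and control was 1.62 on the log2 scale without these subjects and 1.66 with them. The ILC-like share of NK cells was 4.67% in control replicate 1 and at most 0.905% in the other controls. Without this subject the difference from control in the ILC-like share of NK cells was 2.10 points in NASH, 3.93 in HCV and 1.47 in PSC, against 1.06, 2.89 and 0.435 with all subjects. Without HCV replicate 2 and with all controls, the difference in the ILC-like share of NK cells, HCV minus control, was 0.531 points, below that of NASH, so that HCV ranks first only with this subject. No biological explanation was tested for these subjects, since the design gives nothing that sets a subject apart within its group.

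PSC replicate 12 had 18.7% of its NK cells in cluster 1 (C1), where the next PSC subject had 11.9%. PSC replicate 11 had 4.41% in cluster 4 (C3 and C4), where the next had 14.6%. CXCR4 in cNK-like cells stood at 10.4 in NASH replicate 13, on the scale of log2(CPM + 1), with 9.71 in the nearest NASH subject. CD96 in rNK-like cells stood at 7.97 in control replicate 4, with 7.69 in the nearest control. These gaps were found because a single subject lay far from the other 3 of its group. No technical or biological explanation was tested for them.

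For genes that the paper ties to one subpopulation, the change in cNK-like cells minus the change in rNK-like cells was tested directly, over 24 gene and disease pairs. It passed an exact permutation p of 0.05 in 2 pairs. IL12RB2 in NASH rose more in cNK-like cells, by 1.59 on the log2 scale, with the difference between the classes at -0.38 in NASH and -1.97 in controls. CCL5 in PSC rose less in cNK-like cells, by -0.58, with the difference between the classes at 0.09 in PSC and 0.67 in controls. Each had an exact permutation p of 0.0286, the smallest for 4 subjects against 4, so that all 4 disease subjects lay beyond all 4 controls. After adjustment over the 24 pairs each p was 0.257. With each subject left out the IL12RB2 value ran from 1.38 to 1.78 and the CCL5 value from -0.68 to -0.46. Without any 1 of the 4 PSC subjects the exact p of CCL5 was 0.0571. Both classes come from the same libraries, so a difference in depth between libraries enters both. Free RNA from one class in droplets of the other, and a response of the disease, were not tested as explanations.

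Several genes passed the edgeR test in cell classes for which the paper does not discuss them. In total NK cells from PSC these were NCF1, with a log2 fold change of 2.48 (standard error 0.35, edgeR adjusted p = 0.0207), AC243829.4, with 2.11 (standard error 0.30, edgeR adjusted p = 0.0207), VCL, with -2.02 (standard error 0.35, edgeR adjusted p = 0.0987), and GLI3, with -3.69 (standard error 0.64, edgeR adjusted p = 0.0987). AC243829.4 also passed in rNK-like cells, at 1.96 (standard error 0.32, edgeR adjusted p = 0.077), and in cNK-like cells, at 2.23 (standard error 0.31, edgeR adjusted p = 0.016). LINC00996 passed in cNK-like cells, at 2.15 (standard error 0.32, edgeR adjusted p = 0.0234). For each of these, 4 of 4 PSC subjects lay beyond all controls, which is not independent evidence because the genes were called on the same subjects. In total NK cells NCF1 no longer passed without control replicate 1 or 3 or PSC replicate 11, and its log2 fold change ran from 2.11 to 2.60 over the subjects left out. AC243829.4 no longer passed without control replicate 1 or PSC replicate 11, with 1.98 to 2.27. VCL still passed without control replicate 4, NASH replicate 15 or HCV replicate 6 or 8 and in no fit that left out another subject, with -2.15 to -1.89, and GLI3 still passed without control replicate 5 or HCV replicate 8 and in no fit that left out another, with -4.01 to -3.16. Over the other alternatives the adjusted p ran from 9.84e-09 to 0.0545 for NCF1, 1.72e-08 to 0.0545 for AC243829.4, 9.64e-05 to 0.124 for VCL and 0.00143 to 0.284 for GLI3.

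AC243829.4 overlaps CCL3 on the opposite strand, so that reads of CCL3 are a technical candidate explanation. Its log2 ratio to CCL3 was higher in PSC than in control by 1.28 (SD 1.41 in PSC and 1.10 in control, exact permutation p = 0.229). CCL3 itself changed by 0.78. A change of AC243829.4 of its own cannot be told apart from reads of CCL3, because the ratio varied about as much between subjects as between groups. NCF1 has near-identical pseudogenes and GLI3 lies at low counts, and shared reads were not tested for NCF1, VCL, GLI3 and LINC00996. Within rNK-like cells alone, NCF1 had 102 to 212 CPM in PSC subjects and 20.3 to 43.7 in controls. These values argue against a shift between rNK-like and cNK-like cells as the sole source for NCF1. LINC00996 passed within cNK-like cells alone, so such a shift does not bear on its call. A shift between classes was not tested for VCL and GLI3, nor one between clusters of a class for NCF1 and LINC00996. A response of the disease stays open for all of these genes as well.

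In ILC-like cells from HCV, AC245014.3 had a log2 fold change of 3.29 (standard error 0.54, edgeR adjusted p = 0.0672), with 3 of 3 HCV subjects above all 3 controls. It was the single gene called there, and the number called became 0 without control replicate 4 or 5, NASH replicate 14 or 15, HCV replicate 2 or PSC replicate 9 or 12, 4 without NASH replicate 16 and 8 without HCV replicate 8. Of the 10 splits of these 6 subjects, 3 gave as many calls, and the highest of the others gave 8. With 10 splits chance cannot be excluded by any count. No explanation by the disease was tested.

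Cluster 6, led by PTGDS, was not the best match of any list of the paper, but it carries the C1 markers, with a mean log2 fold of 1.31 over that list. Its share of NK cells differed from control by -5.73 points in NASH (exact permutation p = 0.114), -7.38 in HCV (exact permutation p = 0.0571) and -8.34 in PSC (exact permutation p = 0.0286). These were lower than the control mean in 4, 4 and 4 of 4 subjects, and the p of PSC was 0.343 after adjustment over clusters and diseases. Control replicate 3 held 15.9% of its cells there. Without it the differences were -3.57 in NASH, -5.22 in HCV and -6.18 in PSC, which is 62.3%, 70.7% and 74.1% of the values with all subjects, and the exact permutation p was 0.257, 0.114 and 0.0286. A pull by this subject on the control mean and a lower share in the diseases cannot be told apart with 4 controls, since the difference shrank without vanishing. Composition of the sorted fraction and a loss of such cells in the diseases stay open and were not tested.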

How the results depend on the processing

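The test over cells, the grouping of clusters as in the paper's Fig. 6, the share over all NK cells, cluster 6 counted with the cluster matched to C1 and the clustering without integration named by the marker difference alone were chosen after the results were seen. No paired analysis was possible because each replicate number is used once.

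Numbers of genes called by edgeR at an adjusted p below 0.1 are given for NASH, HCV and PSC in this order. With all subjects they were 0, 0 and 4 in total NK cells, 0, 0 and 2 in rNK-like cells, 0, 0 and 2 in cNK-like cells and 0, 1 and 0 in ILC-like cells. DESeq2 called 17, 31 and 180 in total NK cells, 23, 39 and 64 in rNK-like cells, 11, 33 and 82 in cNK-like cells and 9, 19 and 28 in ILC-like cells, and the test over cells called 284, 452 and 516 in total NK cells, 363, 597 and 577 in rNK-like cells, 355, 407 and 477 in cNK-like cells and 201, 172 and 298 in ILC-like cells. Genes common to the 3 diseases in total NK cells numbered 0 with edgeR, 2 with DESeq2 and 95 in the same direction over cells. An unadjusted p below 0.05 was reached in edgeR's fits by 435, 885 and 1430 genes in total NK cells. Without the filter on low counts, edgeR's calls changed to 1 in total NK cells from HCV, 10 in total NK cells from PSC, 8 in rNK-like cells from HCV, 1 in cNK-like cells from NASH, 22 in cNK-like cells from HCV, 17 in cNK-like cells from PSC, 84 in ILC-like cells from NASH, 98 in ILC-like cells from HCV and 124 in ILC-like cells from PSC. With an adjusted p below 0.05 they changed to 2 in total NK cells from PSC, 1 in rNK-like cells from PSC and 0 in ILC-like cells from HCV, which the stricter threshold itself brings about. Fitting only the 8 subjects of a comparison gave 0 in rNK-like cells from PSC, 0 in cNK-like cells from PSC, 2 in ILC-like cells from HCV and 1 in ILC-like cells from PSC. Removing the top 5% of doublet scores gave 2 in total NK cells from PSC, a mitochondrial limit of 5% gave 1 in cNK-like cells from PSC and 0 in ILC-like cells from HCV, and an equal number of cells per subject gave 2 in ILC-like cells from HCV. RLE size factors and the limit on the log2 fold change kept each number within 1.5 times. Apart from the stricter threshold, the cause was not tested.

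Leaving out 1 subject at a time moved the number of genes called by edgeR beyond 1.5 times in 41 of 186 fits. In total NK cells from HCV the number ran from 0 to 4, with 1 without HCV replicate 6 or PSC replicate 11 and 4 without HCV replicate 7. In total NK cells from PSC the number ran from 0 to 5, with 0 without control replicate 1 or PSC replicate 11, 1 without control replicate 3 and 2 without NASH replicate 13, 14 or 16, HCV replicate 2 or 7 or PSC replicate 9. In rNK-like cells from NASH the number ran from 0 to 21, with 21 without NASH replicate 16. In rNK-like cells from HCV the number ran from 0 to 1, with 1 without NASH replicate 13. In rNK-like cells from PSC the number ran from 0 to 3, with 0 without control replicate 1, 4 or 5 or PSC replicate 11 and 1 without NASH replicate 14, HCV replicate 2, 7 or 8 or PSC replicate 9. In cNK-like cells from NASH the number ran from 0 to 1, with 1 without control replicate 4. In cNK-like cells from HCV the number ran from 0 to 2, with 2 without control replicate 4 or PSC replicate 12. In cNK-like cells from PSC the number ran from 1 to 27, with 1 without control replicate 3 or PSC replicate 9, 8 without PSC replicate 10 and 27 without control replicate 4. In ILC-like cells from NASH the number ran from 0 to 10, with 10 without NASH replicate 16. In ILC-like cells from HCV the number ran from 0 to 8, with 0 without control replicate 4 or 5, NASH replicate 14 or 15, HCV replicate 2 or PSC replicate 9 or 12, 4 without NASH replicate 16 and 8 without HCV replicate 8. In ILC-like cells from PSC the number ran from 0 to 8, with 8 without NASH replicate 16. The cause was not tested. In total NK cells from NASH it was 0 with each subject left out.

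The rNK-like share of rNK-like and cNK-like cells in PSC exceeded the control by 28.4 points, at an exact permutation p of 0.0286 and an adjusted p of 0.0857, with 4 of 4 subjects above all controls. It kept its direction and passed an adjusted p of 0.1 at 29.0 points with doublets removed, 28.9 at the mitochondrial limit of 5%, 25.6 clustered without the genes named as changed, 31.9 and 28.1 at resolutions of 0.3 and 0.1, and 26.3 with cycling cells counted. The settings added later gave 19.8 grouped as in Fig. 6 and 19.3 over all NK cells. It no longer passed at 27.3 points by the marker score in cells thinned to 1500 UMIs and at 20.2 without integration with clusters named by the marker difference alone. It also no longer passed in 1 further alternative set in advance, whose values are left out here. Without integration and with the naming rule unchanged it reversed to -0.53 points, where a cluster of 22511 cells that held 34.0% of PSC and 2.23% of control NK cells stayed unnamed. With 1 subject left out it ran from 19.6, without control replicate 3, to 33.5, without control replicate 5, and it missed the threshold without any 1 of the 4 PSC subjects, where 3 subjects face 4 and the adjusted exact permutation p was 0.171. Among the settings with values printed here, the difference for HCV, which never passed, changed sign to -3.03 without integration, and for NASH to -0.50 without control replicate 3. The clustering without integration also differed in centring and resolution, so its values cannot be put down to the lack of integration alone. Apart from the unnamed cluster, the cause was not tested.

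The share of NK cells in the cluster matched to C0 differed between PSC and control by 1.03 points, and without integration by 31.8, which passed an adjusted p of 0.1. The cluster without integration is the one of 22511 cells named above. It shares 9 of its 10 leading genes with the integrated cluster 0, matched to C5, and none with cluster 2, and 13502 of its cells lay in cluster 0 against 6052 in cluster 2, so the C0 label passed mostly to another set of cells; this comparison was chosen after seeing the values. At a resolution of 0.1, where C0 and C5 fall to 1 cluster, the difference was 19.2 points. The cluster matched to C1 differed by -12.2 points and reversed to 8.91 without integration (16.4% of PSC and 7.44% of control NK cells, exact permutation p = 0.229), where the cause was not tested. Counted with cluster 6, it differed by -20.5, which passed an adjusted p of 0.1. In the 96 fits with 1 subject left out and the 37 other settings, the shares of the clusters matched to C0 and C1 kept to the same side of the threshold. So did the ILC-like share in 48 and 6. The number of NK cells stayed within 1.5 times in 11 settings, and it moved to 24787 in NASH at a mitochondrial limit of 5%, since that limit removes cells.

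For the genes named in the text, 2399 values under other settings and 4568 with 1 subject left out kept to the same side of the threshold. In 50 and 3 cases a gene came to pass, and in 8 and 35 it no longer passed, while no called gene changed its direction. The differences between cNK-like and rNK-like changes kept their side in 184 fits with 1 subject left out, came to pass in 4 and no longer passed in 4. Depth limits the classes with few cells. ILC-like cells had 20 or more cells in 14 of the 16 subjects and allowed 6034 genes to be tested, against 15523 in total NK cells. Every alternative was run, but the equal number of cells per subject was not applied to single clusters, so the genes named for clusters have no value under it.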

Differences from the paper's values

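The test over cells named below was chosen after the results were seen. The paper's test took cells as replicates, and here the subject is the replicate, which is a limit on the comparison. Of 58 values that the paper states, 49 differ, all of them numbers of differentially expressed genes. The numbers of NK cells and the rNK-like and cNK-like shares lie within 1.5 times of the paper's values. The rNK-like share in PSC was 78.9% against the paper's 65%, a gap larger than the SD of 5.36 between subjects, and it is the share of rNK-like and cNK-like cells, where the paper writes of total NK cells. Over all NK cells, a setting chosen after seeing the values, it was 54.6%, and with the clusters grouped as in the paper's Fig. 6, also chosen after seeing the values, it was 72.3% (SD 8.22), where the gap is smaller than the SD. For each number below, none of the alternatives set before the data were examined reaches the paper's value, apart from DESeq2 for the genes of PSC alone. These alternatives were RLE size factors, DESeq2, no filter on low counts, only the 8 subjects of a comparison, the limit on the log2 fold change, an adjusted p below 0.05, doublets removed, the mitochondrial limit of 5% and an equal number of cells per subject. Nor does any fit with 1 subject left out.

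For total NK cells the paper gives 282 (145 higher and 137 lower) in NASH, 448 (184 higher and 264 lower) in HCV and 515 (244 higher and 271 lower) in PSC. Here edgeR called 0 (0 higher and 0 lower) in NASH, 0 (0 higher and 0 lower) in HCV and 4 (2 higher and 2 lower) in PSC, and DESeq2 called 17 (4 and 13) in NASH, 31 (27 and 4) in HCV and 180 (77 and 103) in PSC. In edgeR's fits an unadjusted p below 0.05 was reached by 435 genes in NASH, 885 genes in HCV and 1430 genes in PSC. The test over cells, chosen after seeing the values, called 284 (143 and 141) in NASH, 452 (183 and 269) in HCV and 516 (243 and 273) in PSC and dropped 0 of 7 in NASH, 1 of 7 in HCV and 0 of 7 in PSC of the genes the paper names as changed there.

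The paper gives 117 genes as common to the 3 diseases, with 49 higher and 46 lower. Here edgeR found 0 (0 higher and 0 lower), and DESeq2 2 (2 and 0). At an unadjusted p below 0.05 in all 3 comparisons, 58 genes were higher and 44 lower. Over cells, a test chosen after seeing the values found 117 in any direction and 95 in the same direction (48 higher and 47 lower), and how many of the paper's common genes it drops cannot be counted, since the paper's list is not in its text. As genes of 1 disease alone the paper gives 69 (46 higher and 23 lower) in NASH, 149 (50 higher and 99 lower) in HCV and 200 (123 higher and 77 lower) in PSC. Here edgeR found 0 (0 higher and 0 lower) in NASH, 0 (0 higher and 0 lower) in HCV and 4 (2 higher and 2 lower) in PSC. DESeq2 found 14 (2 higher and 12 lower) in NASH, 22 (21 higher and 1 lower) in HCV and 172 (71 higher and 101 lower) in PSC, and for the number in PSC alone and the lower ones among them this lies within 1.5 times of the paper's values, while the higher ones do not. A test over cells, chosen after seeing the values, found 69 (45 and 24) in NASH, 149 (49 and 100) in HCV and 201 (125 and 76) in PSC, and the genes it drops could not be counted here either.

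In rNK cells the paper gives 325 (156 higher and 169 lower) in NASH, 507 (179 higher and 328 lower) in HCV and 526 (249 higher and 277 lower) in PSC. Here edgeR called 0 (0 higher and 0 lower) in NASH, 0 (0 higher and 0 lower) in HCV and 2 (2 higher and 0 lower) in PSC, and DESeq2 called 23 (5 and 18) in NASH, 39 (31 and 8) in HCV and 64 (28 and 36) in PSC. In edgeR's fits an unadjusted p below 0.05 was reached by 445 genes in NASH, 930 genes in HCV and 928 genes in PSC. Chosen after seeing the values, the test over cells called 363 (168 and 195) in NASH, 597 (199 and 398) in HCV and 577 (263 and 314) in PSC and dropped 4 of 17 in NASH, 6 of 19 in HCV and 4 of 16 in PSC of the genes the paper names as changed there. In cNK cells the paper gives 283 (154 higher and 129 lower) in NASH, 367 (182 higher and 185 lower) in HCV and 434 (183 higher and 251 lower) in PSC. Here edgeR called 0 (0 higher and 0 lower) in NASH, 0 (0 higher and 0 lower) in HCV and 2 (2 higher and 0 lower) in PSC, and DESeq2 called 11 (6 and 5) in NASH, 33 (28 and 5) in HCV and 82 (60 and 22) in PSC. In edgeR's fits an unadjusted p below 0.05 was reached by 378 genes in NASH, 577 genes in HCV and 897 genes in PSC. Over cells, the test chosen after seeing the values called 355 (218 and 137) in NASH, 407 (244 and 163) in HCV and 477 (245 and 232) in PSC and dropped 1 of 9 in NASH, 1 of 7 in HCV and 3 of 20 in PSC of the genes the paper names as changed there.

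In its ILC-like cluster the paper gives 641 (389 higher and 252 lower) in NASH, 752 (272 higher and 480 lower) in HCV and 643 (286 higher and 357 lower) in PSC. Here edgeR called 0 (0 higher and 0 lower) in NASH, 1 (1 higher and 0 lower) in HCV and 0 (0 higher and 0 lower) in PSC, and DESeq2 called 9 (4 and 5) in NASH, 19 (17 and 2) in HCV and 28 (19 and 9) in PSC. In edgeR's fits an unadjusted p below 0.05 was reached by 206 genes in NASH, 295 genes in HCV and 423 genes in PSC. A test over cells, chosen after seeing the values, called 201 (137 and 64) in NASH, 172 (77 and 95) in HCV and 298 (127 and 171) in PSC and dropped 1 of 6 in NASH, 3 of 4 in HCV and 2 of 8 in PSC of the genes the paper names as changed there. Among genes common to the 3 diseases in these cells the paper gives 272. Here edgeR found 0, DESeq2 2, and the test over cells, chosen after seeing the values, 33 in any direction. In these cells that test comes closer without reaching the paper's values.

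Of 287 changes of genes that the paper's Results name, 280 had the paper's direction here and 7 the opposite. The opposite ones were TNF in total NK cells from HCV, at a log2 fold change of 0.02, GZMM in rNK-like cells from NASH, at a log2 fold change of -0.02, XCL2 in C1 from NASH, at a log2 fold change of -0.05, TGFB1 in C2 from NASH, at a log2 fold change of -0.06, TNF in C6 from NASH, at a log2 fold change of 0.13, GZMA in C6 from HCV, at a log2 fold change of -0.05 and CCL4L2 in C7 from HCV, at a log2 fold change of 0.17, each within its standard error of 0. With edgeR, 1 of the 287 was called, NCF1 in rNK-like cells from PSC, while 91 had an unadjusted p below 0.05 in the paper's direction and 81 passed an adjusted p of 0.1 when the adjustment covered only the named genes of the same class and disease.

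Some settings called genes that the paper names and that edgeR did not call with all subjects. DESeq2 called GZMK in total NK cells, rNK-like cells, cNK-like cells, C0, C1, C2, C3 and C4 and C5 from PSC, IFNG in total NK cells and rNK-like cells from PSC, CD96 and NCF1 in rNK-like cells from NASH, CXCR4 in cNK-like cells from NASH, ALOX5AP in rNK-like cells and cNK-like cells from PSC, CCL4 and KLRC1 in cNK-like cells from PSC, NCF1 in rNK-like cells from HCV, IFNG in C6 from NASH, XCL2 in C6 from PSC and IL32 in ILC-like cells from PSC. Without the filter on low counts edgeR called GZMK in total NK cells, cNK-like cells, C1, C2, C3 and C4, C6 and C7 from PSC, NCF1 in rNK-like cells from HCV, CCL3 in C6 from NASH, CCL4, IFNG and CCL20 in C6 and ILC-like cells from NASH, CCL3L1 in C7 from HCV, XCL2 in C6 and ILC-like cells from PSC, GZMK in C3 and C4 from NASH, CXCL8 and AREG in ILC-like cells from NASH, CXCL2 and AREG in ILC-like cells from HCV and LGALS3, IL32, IFNG and TNF in ILC-like cells from PSC. With only the 8 subjects of a comparison edgeR called GZMK in C2 and C3 and C4 from PSC. With 1 subject left out edgeR called GZMK in cNK-like cells from PSC without control replicate 4, GZMK in C2 from PSC without control replicate 4 and GZMK in C2 from PSC without NASH replicate 15. With cells as replicates, chosen after seeing the values, the test called 101 of the 127 genes named for total NK, rNK-like, cNK-like and ILC-like cells in the paper's direction, and dropped the other 26.

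The paper reports a higher frequency of C0 and a lower one of C1 in PSC. Here cluster 2, matched to C0, differed from control by 1.03 points in PSC (exact permutation p = 0.857), and cluster 1, matched to C1, by -12.2 (exact permutation p = 0.171). Counted with cluster 6, which also carries the C1 markers, the latter was -20.5 points (exact permutation p = 0.0286), lower as the paper reports, in a setting chosen after seeing the values. Which cluster is C0 and which C5 is uncertain, since the paper prints few markers for each. At a resolution of 0.1 both lists fall to 1 cluster, higher in PSC by 19.2 points (exact permutation p = 0.0571). Without integration the cluster matched to C0 was higher by 31.8 points, with an exact permutation p of 0.0286, but that cluster had more of its cells, 13502 of 22511, in cluster 0 than in cluster 2, with 6052. The cluster matched to C1 was there higher in PSC by 8.91 points, at 16.4% against 7.44% (exact permutation p = 0.229), the reverse of the paper's decrease. Cluster 0, matched to C5, was the rNK-like cluster that rose with all samples integrated, by 18.3 points (exact permutation p = 0.0286). The paper reports TNFSF10 in PSC as raised in cNK cells. Here it was 0.75 in cNK-like cells (standard error 0.33, edgeR adjusted p = 0.631) and 0.66 in rNK-like cells (standard error 0.31, edgeR adjusted p = 0.718), and the difference between the classes was 0.08 (exact permutation p = 0.371). For genes that it ties to one of the subpopulations, 21 of 24 differences between the classes had the side the paper names. The others were CCL4L2 in NASH, at -0.41, LTB in PSC, at -0.58, and CCL4L2 in PSC, at -0.06.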

Other observations

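The tests on HSPA6, IFI44, CXCL8, IFNG, the rNK-like share and the shift between clusters, and the test over cells with its splits, were chosen after the pattern that they address was seen. What each explanation would give was written down before its test was run, apart from the rNK-like share by the score in thinned cells, whose value had been seen. The bounds for the immediate-early genes and for the shift between clusters were made stricter after their values were seen, which moved both from excluded to open. Splits of the subjects and of the controls were chosen before their results.

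Whether subjects grouped at random give such numbers was tested by dividing the same 8 subjects into 4 and 4 in all 35 ways, the real grouping included. In ILC-like cells the subjects with 20 or more cells were divided, 7 into 3 and 4 in 35 ways for NASH and for PSC, and 6 into 3 and 3 in 10 ways for HCV. In the order NASH, HCV and PSC, the real grouping gave 0, 0 and 4 in total NK cells, 0, 0 and 2 in rNK-like cells, 0, 0 and 2 in cNK-like cells and 0, 1 and 0 in ILC-like cells as edgeR calls, and the highest of the other splits gave 773, 22 and 116 in total NK cells, 807, 18 and 197 in rNK-like cells, 599, 18 and 193 in cNK-like cells and 16, 8 and 245 in ILC-like cells. At least as many calls as the real grouping came from 35, 35 and 3 in total NK cells, 35, 35 and 4 in rNK-like cells, 35, 35 and 2 in cNK-like cells and 35, 3 and 35 in ILC-like cells. For genes at an unadjusted p below 0.05, the real grouping gave 435, 885 and 1430 in total NK cells, 445, 930 and 928 in rNK-like cells, 378, 577 and 897 in cNK-like cells and 206, 295 and 423 in ILC-like cells, the highest of the other splits 3511, 2551 and 2726 in total NK cells, 3028, 2203 and 2496 in rNK-like cells, 2574, 1699 and 2135 in cNK-like cells and 1021, 567 and 1004 in ILC-like cells, and at least as many came from 26, 16 and 6 in total NK cells, 23, 10 and 7 in rNK-like cells, 23, 18 and 7 in cNK-like cells and 29, 3 and 6 in ILC-like cells. DESeq2 in total NK cells gave 17, 31 and 180, the highest of the other splits 1934, 458 and 1221, and at least as many came from 20, 9 and 5. Where the real grouping called 0 genes, all 35 splits reach that number whatever the data, so for those comparisons the count of edgeR calls cannot tell whether chance plays a part; this limit was set after the values were seen. For the other numbers chance cannot be excluded, and for ILC-like cells from HCV 10 splits could not exclude it at any count. Splits that call several times the real number point to a structure among the samples other than disease, which is a technical or biological candidate explanation that was not traced to a source.

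Taken over cells, the test in total NK cells called 284, 452 and 516 genes in NASH, HCV and PSC. Of the 35 splits, 27, 30 and 8 called at least as many, with 1134, 940 and 769 as the highest of the other splits, so that chance cannot be excluded here either. The median over the other splits was 80.4% of the real number in PSC. Among the controls alone, the 3 ways to set 2 against 2 called 861 to 1174 genes, with a median of 1104. Differences between single subjects, counted once per cell, are a candidate explanation for most of the genes that this test calls.

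The 3 diseases share their controls, which by itself makes their fold changes correlate. Over 15523 genes in total NK cells the correlation was 0.496, 0.546 and 0.531 for NASH with HCV, NASH with PSC and HCV with PSC, and in simulations without any disease effect 0.4997, 0.516 and 0.497. With the controls split so that each disease had its own, it was -0.0765, 0.00471 and 0.0486. The covariance minus the simulated covariance was -0.00861, 0.0198 and 0.0356, and the mean covariance was 0.133 with shared and -0.00454 with split controls. An unadjusted p below 0.05 in all 3 diseases was reached by 58 higher and 44 lower genes, where independent comparisons give 0.187 and 0.393 and the simulated shared controls 45.4 and 15.7. The shared controls are a candidate explanation for the correlation. For pairs of diseases an unadjusted p below 0.05 in both was counted, and 90 higher and 58 lower genes reached it in NASH and HCV, with 95.05 and 51.90 simulated, 92 higher and 122 lower genes reached it in NASH and PSC, with 98.45 and 53.10 simulated and 161 higher and 172 lower genes reached it in HCV and PSC, with 94.95 and 54.95 simulated. With each disease given its own controls, a mean of 19.7 higher and 8.17 lower genes reached it in NASH and HCV, where independence gives 8.36 and 8.92, a mean of 24.3 higher and 24.7 lower genes reached it in NASH and PSC, where independence gives 12.3 and 15.7 and a mean of 47.0 higher and 36.8 lower genes reached it in HCV and PSC, where independence gives 27.3 and 24.8. These means over 6 ways have no spread to test them by, so whether a part common to the diseases remains is open.

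For the higher rNK-like share in PSC, at 28.4 points, depth of the libraries is a technical candidate cause. In cells thinned to 1500 UMIs and named by the marker score the difference was 27.3 points, so a difference remained at equal depth. The naming changed together with the depth, and no score of unthinned cells is set beside it. The effect of depth alone is therefore open. Clustering on genes that differ between the groups is another candidate cause. Without the 46 genes that the Results name as changed the difference was 25.6 points. The other 2954 genes stayed in, so the part of further genes that differ is open. A single subject with a far share could also raise it. Its lowest value with 1 subject left out was 19.6 points, without control replicate 3, and a part owed to that control and a rise in PSC cannot be told apart with 4 controls, since 19.6 points remain and the rest goes with that subject. How the cells were sorted in each subject was not tested. A larger part of rNK-like cells in PSC livers stays open next to these.

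A shift of cells between clusters is a candidate explanation for fold changes in total NK cells from PSC. With the cluster shares of every subject set to the control mean, a median of 0.852 of the change was left over the 7 genes that the paper names there. The quartiles were 0.655 and 0.927. By gene, 0.967 was left for CXCR4, 1.16 for CCL3, 0.852 for GZMK, 0.593 for GZMH, 0.717 for IFNG and 0.886 for TNF. GZMB changed sign, from -0.60 to 0.10, so its decrease was not kept at control shares. The median over the 200 genes with the smallest p was 0.854. A change within clusters and a shift between them cannot be told apart for single genes by the median, because the part that is left varies from gene to gene.

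Lower IFNG in the diseases could come from more activation of the control cells outside the body, which would leave immediate-early genes lower in the diseases. Their mean log2 level differed from control by 0.000933, 0.537 and 0.275 in NASH, HCV and PSC, the highest being 0.537, with an SD of 0.769 among the controls. Ex vivo activation and lower IFNG in the diseases cannot be told apart, because each difference is smaller than the spread among the controls. Nor can the source of the tissue, since all controls were deceased individuals and all diseased livers came from transplantation.

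HSPA6 in rNK-like cells from HCV had a log2 fold change of 1.27, and without HCV replicate 8, the highest of that group, -0.26. One subject is thus a candidate explanation. Handling stress of whole samples is a second, since the heat-shock level in rNK-like cells and that in myeloid-like and plasma-like cells of the same subjects rose together, with a Spearman rho of 0.852 over 13 subjects (permutation p = 0.00042) and a Pearson r of 0.853, or 0.688 without the 2 subjects farthest from the median.

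IFI44 in total NK cells from HCV had a log2 fold change of 1.79 (standard error 0.29, edgeR adjusted p = 0.117) and IFI44L of 3.95 (standard error 0.81, edgeR adjusted p = 0.203), so that edgeR called neither. RNA from myeloid-like cells, a technical candidate source, was tested by leaving out the HCV and the control subject with the most of them, and the difference of IFI44 was then 1.62 against 1.66, so this source does not account for it. Other interferon-induced genes were higher in HCV by a mean of 0.771 on the log2 scale, with 14 of 14 genes higher, 4 of 4 HCV subjects above the control mean and an exact permutation p of 0.0286, not adjusted over the diseases, and differed by -0.0514 in NASH and 0.119 in PSC. This meets what had been written down for an interferon response before the test was run, and such a response is a candidate explanation, as a hypothesis only. Handling of the samples was not tested as a source.

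CXCL8 in ILC-like cells from NASH had a log2 fold change of 2.47. RNA from myeloid-like cells in the droplets is a technical candidate explanation. Of 7 myeloid genes only CST3 had enough counts to be tested there, and it changed by -0.12. Myeloid RNA and a rise in the cells themselves cannot be told apart, because 1 gene is too few to follow such RNA.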
